# Chemotherapy-Treated Breast Cancer Cells Activate the WNT Signaling Pathway to Enter a Diapause-Like Early Persister State

**DOI:** 10.1158/0008-5472.CAN-24-4165

**Published:** 2025-10-21

**Authors:** Youssef El Laithy, Willy Antoni Abreu De Oliveira, Anirudh Pabba, Alessandra Qualizza, Gwenny Cosemans, Paula Garcia-Diaz, François Richard, Paraskevi Athanasouli, Carla Rios Luci, Wout De Wispelaere, Larissa Mourao, Siân Hamer, Stijn Moens, Anchel De Jaime-Soguero, Maria Francesca Baietti, Stefan J. Hutten, Jos Jonkers, Stephen-John Sammut, Stefaan Soenen, Colinda L.G.J. Scheele, Alejandra Bruna, Christine Desmedt, Daniela Annibali, Frederic Lluis

## Abstract

Cancer cells can acquire a reversible, dormant drug-tolerant persister state mimicking embryonic diapause to evade therapy pressure. Deciphering the precise mechanisms driving cancer cells into or out of a diapause-like persister cell state could provide strategies to overcome resistance. In this study, we showed that following chemotherapy, diverse therapeutic agents converge on WNT pathway activation to induce a *de novo* diapause-like cell state across various triple-negative breast cancer cell line, xenograft, and patient-derived organoid models. Among early persister cells, only transcriptionally WNT-active persisters exhibited the transcriptional and functional characteristics typical of diapause-like cells, including a negative correlation with MYC transcriptional activity and reversible restricted proliferation. The WNT signaling pathway functioned as both an inducer and biomarker of the diapause-like early persister cell state in both parental (chemotherapy-naïve) and chemotherapy-treated cells. Entry into and exit from the diapause-like early persister cell state was triggered by the transcriptional upregulation of components essential for canonical WNT ligand secretion. A combinatorial treatment strategy inhibiting WNT ligand secretion alongside chemotherapy effectively targeted the early mechanisms underlying the acquisition and enrichment of a diapause-like cell phenotype. These findings reveal WNT pathway activation as an early event that leads to a reversible diapause-like persister state and highlight the potential of targeting this axis to prevent the development of drug-resistant populations before they are firmly established.

**Significance:**

WNT signaling is a crucial driver and biomarker of a reversible, dormant, diapause-like persister state in breast cancer cells, offering insights that could transform therapeutic strategies to disrupt tumor persistence.

## Introduction

Drug tolerance in cancer cells often leads to treatment failure and disease relapse. Nongenetic mechanisms, including transcriptional rewiring, altered metabolic states, and suppression of apoptosis, contribute to the development of drug-tolerant states. Accumulating evidence indicates that a subset of cancer cells can evade chemotherapy-induced cell death by entering a reversible, slow-proliferating or dormant state resembling embryonic diapause (1, 2). Although this diapause-like state primarily arises under therapeutic pressure, it has also been observed as a small subpopulation within the parental tumor (3–5). Cancer diapause-like cells are often referred to as persister or drug-tolerant persister (DTP) cells, as their slow-proliferating phenotype enables them to persist through chemotherapy (1, 2). However, it is unclear whether all persister cells adopt a true diapause-like state. Identifying diapause-like cells among other drug-tolerant states within both parental and chemotherapy-treated populations remains challenging. Furthermore, the molecular mechanisms and signaling pathways that specifically regulate entry into and exit from a diapause-like persister state are largely unknown.

In mouse embryonic stem cells, dormancy or slow proliferation is influenced by mTORC1/2 inhibition (6). Alternatively, genetic depletion of *c-Myc* and *n-Myc* in mouse embryonic stem cells induces a pluripotent dormant state that mimics diapause (7, 8). Similarly, in cancer cells, pharmacologic inhibition or depletion of MYC promotes a diapause-like state marked by reduced proliferation and increased therapy resistance. Consistent with this, cancer diapause-like persister cells exhibit a negative correlation with transcriptional MYC hallmark expression, underscoring MYC’s central and pivotal role in this process (2).

Cancer DTP cells exhibit features of epithelial–mesenchymal transition (EMT), which is associated with poor drug responsiveness, a senescence-like gene signature, and enhanced stemness (9–11). Furthermore, upon discontinuation of treatment—commonly referred to as a drug holiday—diapause-like persister cells resume growth and proliferation, and their progeny retain sensitivity to chemotherapy (12). Only a few biomarkers have been associated with persister cells enriched after chemotherapy, including growth and differentiation factor 15 as well as developmental and pluripotency-associated factors such as aldehyde dehydrogenase, CD133, CD44, and KDM5B (13). Whereas these biomarkers may help identify stress tolerance as a feature of broad drug-tolerant states, specific biomarkers for the diapause-like persister state are still lacking.

Many patients with triple-negative breast cancer (TNBC) initially benefit from preoperative (neoadjuvant) chemotherapy (NAC); however, about 30% to 50% develop resistance, leading to poor overall survival rates (14, 15). Drug resistance has conventionally been attributed to the selection of preexisting resistant (stem) cell populations (intrinsic or Darwinian selection; ref. 16). However, recent research using genomic and transcriptomic deep sequencing of matched longitudinal (before and after NAC treatment) TNBC patient and patient-derived xenograft samples has also highlighted the role of acquired (drug-induced) resistance during chemotherapy (17, 18). Interestingly, residual TNBC tumors treated with NAC do not exhibit an enrichment of a breast cancer stem cell (BCSC) population (CD24^Low^/CD44^High^ cells; ref. 18). DTP cell enrichment has been demonstrated across distinct chemotherapeutic and targeted agents (3–5, 19); however, it remains unknown whether the emergence of a persister cell state converges on common downstream molecular mechanisms, even when induced by distinct chemotherapeutic agents with divergent proapoptotic mechanisms of action.

In this study, we aimed to delineate the early molecular mechanisms driving the emergence and/or enrichment of cancer persister cells in response to therapeutic pressure. Our findings demonstrate that treatment pressure induces *de novo* WNT transcriptional activation, regardless of the chemotherapeutic agent used [docetaxel (DOC) or carboplatin (CAR)]. This activation of the WNT signaling pathway by cytotoxic treatment was not limited to *in vitro* 2D-cultured TNBC cell lines but was also consistently observed in 3D-cultured TNBC patient-derived organoid (PDO) models and *in vivo* xenograft models. Among all early persister cells, we show that only WNT-active (WNT^High^), in contrast to WNT-inactive (WNT^Low^) persister cells, acquire true transcriptional and functional features characteristic of diapause, such as reversible reduced proliferation and negative MYC transcriptional activity. Notably, WNT pathway activation in parental naïve cells replicates the diapause-like cellular state even in the absence of chemotherapeutic intervention. Thus, we conclude that the transcriptional activation of the WNT signaling pathway not only initiates but also acts as a distinct biomarker for the early development of the diapause-like cell phenotype both in parental and chemotherapy-treated samples.

We find that diapause-like persister cell enrichment during the early stages of chemotherapy is driven by increased expression of WNT ligands, R-spondins (RSPO), and molecules involved in WNT ligand secretion. We show that targeting the diapause-like cell population in parental samples by WNT ligand secretion inhibition does not mitigate *de novo* diapause-like early persister cell enrichment once chemotherapy pressure is applied. In contrast, concomitant inhibition of WNT ligand secretion alongside chemotherapy treatment significantly reduces diapause-like persister cell population and consequently sensitizes TNBC cell lines, xenograft models, and PDO models to chemotherapy.

## Materials and Methods

### Ethics declaration

All xenograft animal experiments performed were approved by the Ethics Committee at KU Leuven under the ethical approval codes P055/2022 and P016/2023.

PDO models used in this study were established from freshly resected tumor tissues obtained from patients with TNBC at the Antoni van Leeuwenhoek Hospital. The study was approved by the Institutional Review Board (NKI-B17PRE), and the subjects provided informed written consent.

All cell lines used in this study are approved for use by the Ethics Committee at the KU Leuven University Biobank under the code S65166.

### TNBC cell line culture

MDA-MB-231 (ATCC-HTB-26, RRID: CVCL_0062; female) and MDA-MB-468 (ATCC-HTB-132, RRID: CVCL_0419; female) were authenticated by the supplier and maintained in high-glucose DMEM (Gibco, 41965039) supplemented with 10% (v/v) FBS, 1 mmol/L sodium pyruvate (Gibco, 11140035), 100 μg/mL penicillin–streptomycin (Gibco, 15140163), and 0.01 mmol/L 2-mercapthoethanol (Gibco, 31350010).

The PDC-BRC-101 cell line (patient-derived xenograft–derived cell line; female) was obtained from collaborators, Daniela Anibali and Stijn Moens (Amant Laboratory – Gynecological Oncology) – KU Leuven, and maintained in OCMI media (20) composed of a 1:1 mixture of Medium 199 (Gibco, 31150022) and DMEM F-12 (Gibco, 11320074) supplemented with 10% (v/v) FBS, 100 μg/mL penicillin–streptomycin, 20 μg/mL insulin (Sigma/Merck, I9278), 25 ng/mL cholera toxin subunit B (Sigma/Merck, C9903-.5MG), 0.5 μg/mL hydrocortisone (Sigma/Merck, H0888-1G), and 10 ng/mL EGF (Stem Cell Technologies, 78006.1).

All cell lines were cultured in 84 × 20 mm (D × H) tissue culture–treated dishes at 37°C and 5% CO_2_ and maintained at 70% to 80% confluency. For cell line passaging and plating, 1× PBS (Gibco, 10010-015) was used as a washing solution followed by dissociation using 0.25% trypsin-EDTA (Gibco, 25200-056) and cell pelleting by centrifugation for 4 minutes at 300 × *g* (0.3RCF). Cells were counted manually via the BRAND counting chamber Neubauer improved (Sigma-Aldrich/Merck, BR717810-1EA) under a 10× objective lens using a Leica DMi inverted microscope. The same microscope, equipped with a 2.5 Megapixel HD Microscope Camera Leica MC120 HC, was used to obtain images of cultured cancer cell lines. Unless specified otherwise, cancer cell lines were plated according to the following seeding densities: $7.3\;x\;10^{3}\;\frac{cells}{cm^{2}}$ and $10.5\;x\;10^{3}\;\frac{cells}{cm^{2}}$ (MDA-MB-231 and MDA-MB-468/PDC-BRC-101, respectively). Cell lines were stored at –180°C at low passage (<passage 5) and, for experiments, were used after 2 to 3 passages following thawing, corresponding to approximately 7 to 10 days in culture.

Cell lines were routinely checked (once a month) for *Mycoplasma* contamination using the innuPREP DNA Mini Kit 2.0 (Westburg, 845-KS-1042010) according to the manufacturer’s instructions (eukaryotic cell culture protocol).

### Chemotherapeutic and small molecule treatment of TNBC cell lines and PDO models

Cell lines were treated with increasing concentrations of DOC (Taxotere, 0–144 nmol/L) and CAR (Carbosin, 0–1,600 μmol/L) for 72 hours. Cell metabolic activity, (reflecting cell number and viability) was assessed using the (thiazolyl blue tetrazolium bromide assay (Sigma/Merck, M5655-500mg) according to the manufacturer’s instructions, and sigmoidal dose–response curves were generated to calculate the mean IC_50_ values of each drug that were used in the subsequent study. Chemotherapeutic agents were obtained from the pharmacy of Universitair Ziekenhuis Leuven.

For WNT pathway stimulation, CHIR99021 (CHIR – Sigma/Merck, SML1046) and 6-bromoindirubin-3′-oxime (BIO – Sigma/Merck, B1686-5MG) were used at 8 and 3 μmol/L, for CHIR and BIO, respectively.

### Lentiviral particle production and transduction

Lentiviruses were produced according to the RNAi Consortium (TRC) protocol available from the Broad Institute (https://portals.broadinstitute.org/gpp/public/resources/protocols). In brief, $7\;x\;10^{5\;}$ HEK293T (RRID: CVCL_0063) cells were seeded per well in six-well plates and transfected the following day with 750 ng pCMV-dR8.91 (RRID: Addgene_202687), 250 ng pCMV-VSV-G (RRID: Addgene_8454), and 1 μg of the specific lentiviral plasmid/construct using FugeneHD (Promega, E2311) in Opti-MEM (Gibco, 31985070). One day after, the culture medium was refreshed. The same day, lentivirus-recipient cells were plated in six-well plates at their respective concentrations (see cell line culture). Lentivirus-containing medium was collected from HEK293T cells 48 and 72 hours after transfection and added to recipient cancer cells after filtration using a 0.45-μm filter (VWR-Corning, 431220). Forty-eight hours after infection, recipient cancer cells were washed thoroughly with PBS, medium refreshed, and the appropriate selection antibiotics applied until the selection process was completed.

WNT transcriptional reporters TOPGFP (7xTcf-eGFP // SV40-PuroR), TOPFLASH (7xTcf-FFluc), and mCherry-TOPGFP (7xTcf-eGFP//SV40-mCherry) were obtained from Addgene (#24305 – RRID: Addgene_24305, #24308 – RRID: Addgene_24308, and #24304 – RRID: Addgene_24304, respectively). WNT transcriptional reporter dTOPGFP (dTGP) was gifted to us from the Moon Lab, University of Washington.

For Porcupine (PORCN) short hairpin RNA (shRNA)-mediated silencing, we used the MISSION Lentiviral shRNA (Sigma-Aldrich/Merck, SHCLNG – clones, TCRN000153848 and TCRN000157366) and the MISSION pLKO.1-puro Non-Target shRNA Control Plasmid DNA (SHC016-1EA) as a negative control in experiments.

### qRT-PCR and gene expression analysis

For qRT-PCR, total RNA was extracted (from TNBC cell lines or cryopreserved tumor tissue) using the GenElute Mammalian Total RNA Miniprep Kit (Sigma/Merck, RTN350-1KT) according to the manufacturer’s instructions with an additional step of DNA digestion using the On-Column DNase I Digestion Set according to the manufacturer’s instructions (Sigma/Merck, DNASE70). cDNA was synthesized from 500 ng of total RNA using the BIORAD iScript cDNA Synthesis kit (Bio-Rad, cat. #1708891) according to the manufacturer’s instructions. qRT-PCR reactions were set up in technical triplicates with Platinum SYBR Green qPCR SuperMix-UDG (Invitrogen, 11733-046) on a ViiA7 Real-Time PCR System (Thermo Fisher Scientific). Expression levels were normalized to two housekeeping genes, *RPL19* and *GAPDH*, to determine ΔCT values. Statistical testing of differences in expression levels between samples was carried out based on relative expression values ($2^{-\Delta CT}$). In some figures, gene expression values are represented as fold change (FC) for convenience of interpretation, although statistical testing was performed on relative expression values ($2^{-\Delta CT}$).

### SDS-PAGE and Western blot analysis

TNBC cell lines were washed with PBS and collected/pelleted by centrifugation. Whole-cell lysates were obtained via mechanical lysis using a needle (VWR-TERUMO, AN2138R1) and RIPA cell lysis buffer (Sigma/Merck, R0278-50mL) supplemented with a cocktail of 1:100 phosphatase inhibitor cocktails 2 and 3 (Sigma/Merck, P5726-1ML and P0044-1ML, respectively) and 1:100 protease inhibitor cocktail (Sigma/Merck, 11873580001). Samples were placed on a rotation wheel for a minimum of 30 minutes at 4°C, after which, they were centrifuged at 16,000 × *g* for 10 minutes at 4°C. The supernatant from the lysates was collected, and protein concentration was determined using the Bradford Assay (Bio-Rad, 5000006). For SDS-PAGE, 20 μg of protein were mixed with 4× Laemmli buffer (240 mmol/L Tris/HCL, pH 6.8, 8% SDS, 0.04% bromophenol blue, 5% 2-mercaptoethanol, and 40% glycerol) and denatured for 5 minutes at 95°C prior to electrophoretic protein separation. Resolved protein extracts were transferred to polyvinylidene difluoride membranes (Bio-Rad, 162-0177). Transfer success was assessed with Ponceau S solution, and membranes were blocked with 5% nonfat milk or 5% BSA in TBS with 0.1% Tween-20 for 60 minutes. After blocking, membranes were incubated with primary antibodies at 4°C overnight. The day after, membranes were washed 3 times with TBS–Tween-20 for 10 minutes and incubated with secondary horseradish peroxidase–conjugated antibodies. Immunolabeled proteins were detected using SuperSignal West Pico Chemiluminescent Kit (Fisher Scientific, 34077) on autoradiography film (Santa Cruz, SC-201697). The primary antibodies used were active rabbit anti-nonphosphorylated β-catenin (Cell Signaling Technology, #19807S – RRID: AB_2650576), rabbit anti-PORCN (Novus Biologicals, NBP1-59677 – RRID: AB_11025374), and rabbit anti–WNT-2b (Abcam, ab178418). Mouse anti–β-actin (Santa Cruz Biotechnology, sc-47778 – RRID: AB_626632) was used as a loading control.

### Flow cytometry

For WNT activation assessment, cells were washed with PBS and collected/pelleted by centrifugation. Cells were resuspended in PBS + 2% FBS and counterstained with 5 μg of DAPI (1:1; final concentration 2.5 μg/mL; Sigma/Merck, D9542-10mg) to eliminate dead cells before running through the flow cytometer. Cell lines lacking any of the previously described WNT transcriptional reporters were used as gating controls.

For immunolabeling of CD44 and CD24, cells were detached, washed twice in PBS with 4% FBS, and incubated with CD44-PE (BD Pharmigen, 555479 – RRID: AB_395871) and CD24-APC (Thermo Fisher Scientific–Life Technologies, 17-0247-42 – RRID: AB_10718833) antibodies according to manufacturers’ specifications at room temperature. After incubations, cells were washed twice in PBS with FBS and resuspended in PBS containing 4% FBS and 100 nmol/L of DAPI. Cells incubated with PE- and APC-conjugated isotype antibodies, and single-stained cells were used as gating controls.

For Annexin V apoptosis analysis, cells were washed with PBS and collected/pelleted by centrifugation. Cells were resuspended in 1× Annexin V binding buffer (BD Pharmigen, 51-66121E) and incubated at room temperature in the dark for 15 minutes with APC-conjugated Annexin V (Thermo Fisher Scientific–eBioscience, BMS306APC-100). After incubation, cells were diluted in 1× binding buffer supplemented with 100 nmol/L of DAPI before running through the flow cytometer. Unstained and single-stained (Annexin V–only or DAPI-only stained) cells were used as gating controls.

To obtain chemotherapy-induced WNT^High^ and WNT^Low^ cells, cells were washed with PBS and collected/pelleted by centrifugation. Cells were resuspended in PBS + 4% FBS and counterstained with 5 μg of DAPI (1:1; final concentration 2.5 μg/mL) to eliminate dead cells before running through the SONY MA900 Multi-Application Cell Sorter. Depending on the application, $2-3\;x\;10^{5}$ cells were sorted (based on their GFP expression) into 1.5 mL Eppendorf tubes (with 300 μL of PBS + 4% FBS) and either used for RNA extraction and gene expression analysis or for reculturing.

For immunostaining of proliferation marker Ki-67, cells were washed with PBS and collected/pelleted by centrifugation. Cells were fixed with ice-cold 70% ethanol. Samples were washed with PBS + 2% FBS and blocked with 5% donkey serum (Jackson ImmunoResearch, 017-000-121 – RRID: AB_2337258) at room temperature for 30 to 60 minutes. Cells were repelleted by centrifugation, repeatedly washed with PBS + 2% FBS, and incubated with the Ki-67 recombinant rabbit mAb (SP6; Thermo Fisher Scientific, MA5-14520 – RRID: AB_10979488) at room temperature for 60 minutes. Cells were repelleted by centrifugation, washed repeatedly with PBS + 2% FBS, and incubated with a conjugated secondary antibody (donkey anti-rabbit – Alexa Fluor 647 – Thermo Fisher Scientific–Life Technologies, A31573 – RRID: AB_2536183) in the dark at room temperature for 30 minutes. Cells were repelleted by centrifugation, washed repeatedly with PBS + 2% FBS, and counterstained with 5 μg of DAPI (1:1; final concentration 2.5 μg/mL) before running through the flow cytometer. Unstained and single-stained (secondary antibody–only stained) cells were used as gating and analysis controls.

For immunostaining of active (nonphosphorylated) β-catenin, cells were washed with PBS and collected/pelleted by centrifugation. Cells were fixed with ice-cold 70% ethanol, after which, samples were fixed with PBS + 2% FBS and blocked with 5% donkey serum (in PBS) at room temperature for 30 to 60 minutes. Cells were repelleted by centrifugation, washed with PBS + 2% FBS, and incubated with active rabbit anti-nonphosphorylated β-catenin antibody (RRID: AB_2650576) at room temperature for 60 minutes. Cells were repelleted by centrifugation, washed with PBS + 2% FBS, and incubated with a conjugated secondary antibody (donkey anti-rabbit – RRID: AB_2536183) in the dark at room temperature for 30 minutes. Cells were repelleted by centrifugation, washed with PBS + 2% FBS, and counterstained with 5 μg of DAPI (1:1; final concentration 2.5 μg/mL) before running through the flow cytometer. Unstained and single-stained (secondary antibody–only stained) cells were used as gating and analysis controls.

Unless specified otherwise, all data were collected on a BD FACS Canto II at the KU Leuven Flow Cytometry Core and analyzed using FlowJo v10.6.2 (RRID: SCR_008520).

### Growth rate and doubling time analysis

For growth rate (μ) analysis, the following mathematical equation was used: $µ=\frac{\ln\left(\frac{N_{t}}{N_{0}}\right)}{\Delta t}\times 24h$, in which N_0_ is the number of cells seeded, N_t_ is the number of cells harvested/recorded, and Δt is the hours of growth.

For doubling time (t_d_) analysis, the following mathematical equation was used: $t_{d}=\frac{\ln\left(2\right)}{µ}\times 24h$.

### Conditioned media and coculture analysis

Conditioned media (CM) was collected from TNBC cell lines recovering from chemotherapy treatment (5 days of treatment and 1 week of recovery) and filtered using a 0.45-μmol/L filter to ensure removing cell debris. Filtered CM was concentrated 20× (20–1 mL) using Vivaspin centrifugal concentrator column with a molecular weight cutoff of 10 kDa (Sigma-Aldrich, Z614602-12EA). Filtered media were centrifuged for 45 minutes at 4°C. Concentrated CM was added to chemotherapy-naïve TNBC cell lines for 48 hours in a 1:1 dilution (concentrated CM:basal culture cancer media), and WNT activation levels were evaluated using FACS.

For coculture experiments, the MDA-MB-231 cell line was treated with either chemotherapeutic agent for 72 hours, after which, treatment was stopped and an equal number of chemotherapy-naïve MDA-MB-231-TGP.mC cells was plated in the same dish and cultured in basal culture cancer media. After 72 hours of coculture, WNT activation levels in the MDA-MB-231-TGP.mC cell line were evaluated using FACS.

### Immunofluorescence staining

TNBC cell lines were plated in μCLEAR 96-well plates (Greiner, 655090) at their respective seeded densities and treated with chemotherapy at their respective doses. Cells were washed with PBS and collected/pelleted by centrifugation and later fixed with 4% paraformaldehyde for 15 minutes at room temperature. Samples were permeabilized and blocked in a single step with 0.2% Triton-X and 5% donkey serum. Primary antibodies (active rabbit anti-nonphosphorylated β-catenin antibody – RRID: AB_2650576) were subsequently added and incubated overnight at 4°C. Next, cells were repeatedly washed with PBS and incubated with secondary antibodies (donkey anti-rabbit, Thermo Fisher Scientific, A31572 – RRID: AB_162543) for 40 minutes at room temperature in the dark. After 10 minutes of DAPI exposure (used for nuclei staining), cells were imaged using the high-throughput imager Operetta CLS system (PerkinElmer, HH16000000). Image analysis and quantification were performed using the Harmony High-Content Imaging and Analysis software v4.2 (PerkinElmer, HH17000001). Find nuclei – method B building block algorithm was used to segment nuclei based on DAPI signal to accurately assess nuclear β-catenin signal. Unstained and single-stained (secondary antibody–only stained) cells were used as gating and analysis controls.

### Cell line–derived xenograft establishment and *in vivo* live imaging analysis

To establish cell line–derived xenograft models, $1\;x\;10^{6}$ MDA-MB-231 TOPFLASH cells were engrafted subcutaneously (1:1 PBS: growth factor–reduced Matrigel) into the right flank of female NMRI-Foxn1 mice (4–6 weeks old) to form a solid tumor. Upon observation of visible/palpable solid growth, tumor volumes were measured using digital calipers (and calculated as $L\;\times \;W\;\times \;\frac{\pi }{6}$, in which *L* is length and *W* is width). Animals were randomly assigned to one of three (or six) treatment groups (*n* = 7–8 mice per group), with an average tumor volume of 150 mm^3^ per group. DOC (15 mg/kg) and CAR (100 mg/kg) were administered via intraperitoneal injection once weekly (1 cycle) for a total of three cycles (3 weeks). LGK-974 (2 mg/kg) was administered daily via oral gavage for a total of three cycles (3 weeks). For assessment of WNT activation dynamics, animals were subjected to live bioluminescent imaging before and 24, 48, and 72 hours after chemotherapeutic administration. For live bioluminescent imaging, animals were injected intraperitoneally with the luciferase substrate D-luciferin (200 μL of 15 mg/mL, assuming an average animal weight of 24–26 g; PerkinElmer, 122799) and incubated for 10 minutes at room temperature before images were taken using IVIS Spectrum In Vivo Imaging System (PerkinElmer). WNT activation signal was calculated as the bioluminescent signal captured by the IVIS Spectrum normalized to the tumor volume recorded per animal. Analysis of bioluminescent images was performed via the Aura software v4.0.0. Tumor volume was recorded every 48 hours, and body weight was closely monitored throughout the treatment course and recorded every 72 to 96 hours using an automatic scale. All animals were euthanized at the end of the treatment course, and tumors (when available) were resected/collected for downstream analyses.

Group size was selected based on a power input (0.8), six treatment groups [including vehivle (VEH)/control groups], and a minimum of seven measurements. The software G power (v3.1.9.2) was used to calculate and determine the sample/group size.

### RECIST analysis

RECIST analysis was performed using tumor volumes measured and recorded (as described previously) at the onset of treatment and at the end of treatment (day of sacrifice). Relative tumor volume (RTV) was calculated by dividing the recorded volume at the end of treatment by the recorded volume at the onset of treatment. Response to therapy was based on the RECIST-based criterion: complete response (CR), partial response (PR), stable disease (SD), and progressive disease (PD); CR: RTV = 0, PR: 0 < RTV ≤ 0.657, SD: 0.657 < RTV ≤ 1.728, and PD: RTV > 1.728.

### Next-generation mRNA sequencing

Total RNA was obtained from cells using the GenElute Mammalian Total RNA Miniprep Kit (Sigma, RTN350-1KT). RNA sequencing (RNA-seq) libraries were prepared using 750 ng of total RNA using the KAPA Stranded mRNA-Seq Kit (Roche, 8098123702) according to the manufacturer’s specifications. A total of 100 nmol/L of KAPA single-index adapters (Roche, KK8702) were added to the A-tailed cDNA, and the libraries underwent 10 cycles of amplification. Agencourt AMPure XP beads (Beckman Coulter, A63880) were used for the 1X library clean-up. The fragment size of the libraries was assessed using the Agilent Bioanalyzer 2100 with the High Sensitivity DNA Kit (Agilent, 5067-4626). The concentration of the libraries was measured using the High Sensitivity QuBit Kit (Invitrogen, Q33230). Each library was diluted to 4 nmol/L and pooled for single-end, 50-bp sequencing on an Illumina HiSeq 4000 with 20 to 27 million reads per sample (22 million reads on average).

### Bulk mRNA sequencing analysis

FASTQ files generated from the sequencing (sequencing run) were sent for downstream processing. Adapters were trimmed using Trimmomatic v0.39, and the trimmed FASTQ file was aligned to the GRCh38 genome (hg38) using the STAR aligner v2.7.10. Gene counts, gene annotation, and sample read characteristics were obtained by applying standard filters within featureCounts from the subread package v2.0.3. Gene counts were then normalized using variance-stabilizing transformation. *Z*-scores used to describe the gene expression distribution across samples were calculated using median absolute deviation, whereas the heatmaps comparing *z*-scores between samples were created using pheatmap v1.0.12. Differential gene expression analysis was performed using DESeq2 (21), and batch effects were accounted for in the model comparing the WNT^High^ versus WNT^Low^ cohort. 

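Few genes were called with a WNT High effect that differed between batches, by a test of limited power. In simulated data it recovered 49.3% of log2 differences of 0.5 in CAR and 32.8% in DOC. At 1 it recovered 89.6% and 82.1%. Few calls therefore do not show that the batches agreed. In CAR the YAP targets CCN2 and ANKRD1 rose more in batch 2, by 0.74 (standard error 0.06, adjusted p = 1.61e-06 from edgeR) and 0.57 (standard error 0.07, adjusted p = 9.14e-05 from edgeR), and the small GTPase gene GEM and the snoRNA host gene TAF1D had differences of −0.72 and −0.50. Of 14707 genes edgeR called 22 with a more positive and 2 with a more negative effect in batch 2, and 1799 had an unadjusted p under 0.05. DESeq2 called 111 and 53, DESeq2's size factors in edgeR raised the first count to 34, and no count filter gave 106 and 263. In DOC the 5 genes that differed, of 15542 with 1494 at an unadjusted p under 0.05, were LOXL4 (0.61) and SHROOM2 (0.74) upwards and MT-RNR1 (−1.00), C1S (−0.98) and CHD2 (−0.57) downwards. DESeq2 called 30 and 22 in DOC, and no count filter gave 23 and 51. Without DOC WNT Low replicate 4, the library with the fewest counts, 1 gene was more positive and 2 more negative in batch 2. These genes were chosen after their values were seen.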

Volcano plots were created using EnhancedVolcano v1.18.0 using custom settings of |log_2_ FC|cutoff = 0.6 and pCutoff = 0.05. Gene set variation analysis (GSVA) was performed using GSVA v1.48.3. Signature scores for the caspase-3/apoptosis (22) and diapause-DTP signatures (Supplementary Table S5) were calculated after the gene counts were transformed using both log_2_(x) +1 and variance-stabilizing transformation methods. Box plots comparing the signature score(s) distribution between WNT^High^ and WNT^Low^ samples between treatment conditions were created using ggplot2 v3.4.3. Forest plots for regression analysis were created using forestplot v3.1.3. Analyses following the gene count extraction were all performed in R (23) v4.3.0.

### Gene set enrichment analysis of publicly available datasets

To identify sets of genes associated with a WNT-active (WNT^High^) signature, we performed differential gene expression on the trimmed mean of M-values (TMM) normalized gene counts obtained from the bulk mRNA sequencing (mRNA-seq) analysis using the edgeR R package (v4.2.2). We included treatment (DOC or CAR) as a covariate within the design matrix and selected genes that were differentially expressed at a log FC cutoff of 0.5. 

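ST6GAL1, a sialyltransferase gene, was higher in WNT High cells over both drugs, with a log2 fold change of 1.6 (standard error 0.11, adjusted p = 6.54e-09 from edgeR). SNED1 had 1.91, AGT 1.66, the cystatin gene CST1 1.59 and LBH 1.58. With treatment as a covariate, and a test against a log2 fold change of 0.5, edgeR called 109 of 14179 genes higher and 22 lower, and 446 had an unadjusted p under 0.05. Batch was not a covariate here, and adding it changed no call or sign among the 6 genes followed by name. A test against 0 followed by a bound of 0.5 called 566 higher and 300 lower, and DESeq2's test against 0.5 called 69 higher. The paper's signature was derived from these same libraries of CAR and DOC, so its members are not independent evidence of direction. Its table, Supplementary Table S8, holds 13296 rows, of which 1998 were read.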

We tested the enrichment of this WNT signature, together with a diapause-DTP and MYC hallmark gene set in the GSE123845 Gene Expression Omnibus (GEO) dataset, which contains RNA-seq dataset acquired from longitudinally paired breast cancer during neoadjuvant treatment. We retained samples with expression data, which had a pre-therapy sample acquired, and one further sample acquired during treatment. Signature enrichment was performed on log-transformed transcripts per million (TPM) expression data using the single-sample singscore R package (v1.24.0), normalizing against 10 genes known to have a stable expression profile in pan-cancer datasets (*RBM45*, *NRF1*, *BRAP*, *WDR33*, *CNOT2*, *TIAL1*, *CIAO1*, *TARDBP*, *ZNF207*, and *HNRNPK*).

### PDO culture, treatment, and analysis

R1-IDC113 and R2-IDC159A PDO lines were gifted by our collaborator, Laboratory of Colinda Scheele – VIB-KU Leuven. Both PDO lines were maintained in growth factor–reduced type 2 Cultrex (Biotechne/R&D Systems, 3533-010-02) with phenol red–free DMEM/F-12, HEPES (Gibco, 11039021) supplemented with 10 mmol/L nicotinamide (Sigma/Merck, N0636-100G), 1.25 mmol/L N-acetyl-L-cystine (Sigma/Merck, A9165-5G), 500 ng/mL hydrocortisone, 100 nmol/L β-estradiol (E8875-250MG), 500 nmol/L SB202190 (Stem Cell Technologies, 72632), 500 nmol/L A83-01 (Stem Cell Technologies, 72022), 5 μmol/L Y-27632 (Stem Cell Technologies, 72304), 50 μg/mL Primocin (Invivogen, ant-pm-05), 10 μmol/L forskolin (Sigma/Merck, F3917-10MG), 1X B27 (50X – Thermo Fisher Scientific, 17504044), 100 ng/mL r-Noggin (Stem Cell Technologies, 78060), 5 ng/mL FGF-10 (Stem Cell Technologies, 78037), 37.5 ng/mL heregulin B-1 (Peprotech, 100-03), 5 ng/mL EGF, 5 ng/mL FGF-7 (Peprotech, 100-19), and 100 μg/mL penicillin–streptomycin.

Both PDO lines were cultured in-24 well cell culture microplates – 22 mm × 20 mm (D x H) – at 37°C and 5% CO_2_ and maintained at 70% to 80% confluency. For passaging and plating, (ice-cold) 1× PBS (Gibco, 10010-015) was used to wash and dissociate the basement membrane extract, followed by single-cell enzymatic dissociation using 0.05% trypsin-EDTA (Gibco, 25200-056) and cell pelleting by centrifugation for 5 minutes at 1,500 rpm (4°C). Cells were counted manually via the BRAND counting chamber Neubauer improved (Sigma-Aldrich/Merck, BR717810-1EA) under a 10× objective lens using a Leica DMi inverted microscope. The same microscope, equipped with a 2.5 Megapixel HD Microscope Camera Leica MC120 HC, was used to obtain images of cultured PDO lines. Unless specified otherwise, both PDO models were plated according to the following seeding density: $5.9\;x\;10^{2}\;\frac{cells}{mm^{2}}$. PDO lines were stored at –180°C at low passage (<passage 4) and, for experiments, were used after 2 to 3 passages following thawing, corresponding to approximately 10 to 15 days in culture.

To determine working chemotherapy drug concentrations, PDO lines were treated with increasing concentrations of DOC (Taxotere, 0–512 nmol/L) and CAR (Carbosin, 0–6,400 μmol/L) for 96 hours. Cell metabolic activity, reflecting cell number and viability, was assessed using the CellTiter-Glo 3D Cell Viability Assay (Promega, G9682), and sigmoidal dose–response curves were generated to calculate the mean IC_50_ values of each drug that were used in the subsequent study. Chemotherapeutic agents were obtained from the pharmacy of Universitair Ziekenhuis Leuven.

PDO lines were routinely checked (once a month) for *Mycoplasma* contamination using the innuPREP DNA Mini Kit 2.0 (Westburg, 845-KS-1042010) according to the manufacturer’s instructions (eukaryotic cell culture protocol).

### Statistical analysis

All data were analyzed using GraphPad Prism (v8.0.1), except for mRNA-seq–derived data and transcriptomic datasets. Unless otherwise specified, comparisons between two groups were tested for statistical significance using unpaired *t* tests. Comparisons between multiple groups were performed using a one-way ANOVA. Comparisons between multiple groups across multiple time points were performed using two-way ANOVA. Unless specified otherwise, all statistical testing was corrected for multiple comparisons using the Holm–Sidak method when comparing samples based on experimental design. Unless otherwise specified, *n* refers to independent biological experiments. For the reader’s convenience, all statistical tests, sample sizes, and corrections are indicated in the figure legends.

For mRNA-seq–derived data, regression analysis was performed to observe associations between outcomes (in-house gene signature scores/GSVA signature scores) and independent covariate (WNT^High^ vs. WNT^Low^) per treatment condition [CAR or DOC or untreated (UNT)] using lqmm v1.5.8 and quantreg v5.97 while accounting for batch effects.

## Results

### Distinct chemotherapy treatments converge on robust WNT/β-catenin pathway activation during early persister cell enrichment

To investigate common mechanisms driving early persister cell emergence across therapies, we modeled early persister formation *in vitro*. Three TNBC cell lines (MDA-MB-231, MDA-MB-468, and PDC-BRC-101) were treated with two chemotherapeutics: DOC, which stabilizes microtubules, and CAR, which induces DNA damage (24, 25). IC_50_ values at 72 hours were determined for each drug–cell line combination and used in subsequent experiments (Supplementary Table S1).

We next performed bulk transcriptomic analysis on viable/drug-tolerant (DAPI^−^) MDA-MB-231 cells treated with either DOC or CAR (Supplementary Fig. S1A). Gene set enrichment analysis (26) using MSigDB (27) datasets on differentially expressed genes (Supplementary Fig. S1B and S1C; Supplementary Table S2) between DOC or CAR versus UNT (FC > 1.5, *P* value ≤ 0.05) identified enrichment of hallmarks associated with stress response (apoptosis, p53 pathway, and IFNγ response; Supplementary Fig. S1D; Supplementary Table S3). Conversely, hallmarks associated with cell-cycle regulation, such as G2M checkpoint, DNA repair, MYC targets, and E2F targets were significantly downregulated under DOC and CAR treatment (Supplementary Fig. S1D; Supplementary Table S3). Interestingly, gene signatures and processes such as EMT and hypoxia, linked to tumorigenesis, chemoresistance, and the persister cell phenotype, were enriched in response to chemotherapeutic exposure (Supplementary Fig. S1E; Supplementary Table S3; refs. 28, 29).

Gene ontology analysis of common enriched transcriptomic alterations among both chemotherapeutic agents (vs. UNT; Fig. 1A; Supplementary Tables S2 and S3) highlighted positive regulation of canonical WNT signaling, corroborated by enrichment in the expression of WNT target genes (*AXIN2* and *LGR5*) and upstream activators (*WLS* and *WNT2B*) of the pathway (Fig. 1B and C). Conversely, gene ontology analysis using commonly downregulated genes highlighted enrichment in processes related to cell-cycle regulation and progression (Supplementary Fig. S1F and S1G).

**Figure 1.**
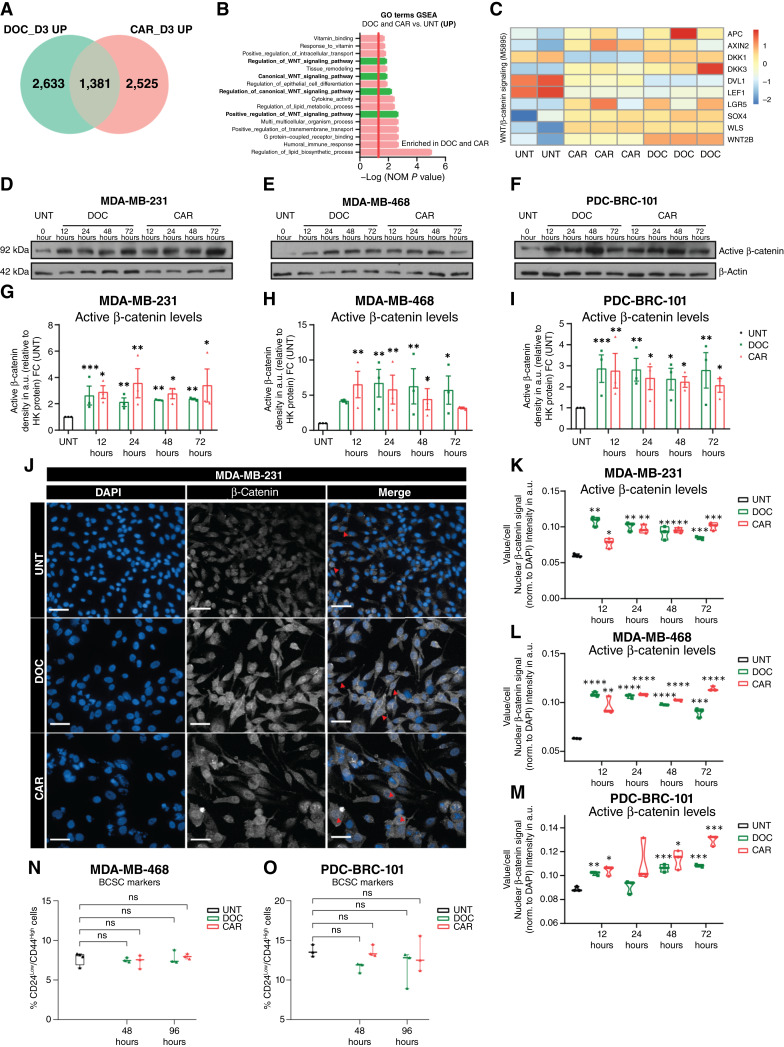
Distinct chemotherapy treatments converge on robust WNT/β-catenin pathway activation during early persister cell enrichment. **A,** Venn diagram of commonly upregulated (UP; 1,381) genes between DOC (2,633) and CAR (2,525) vs. UNT. **B,** Gene ontology (GO) processes from one-tailed gene set enrichment analysis (GSEA) of shared upregulated genes (**A**), ranked by positive normalized enrichment score. Red line indicates significance [−log(NOM *P* value) = 1.3]; highlighted terms relate to WNT/β-catenin signaling regulation. **C,** Heatmap of 10 WNT/β-catenin signaling genes in the MDA-MB-231 cell line treated with DOC or CAR for 72 hours, presented as Z-scores (selected from WNT/β-catenin signaling hallmark, GSEA). Data for **A–C** were obtained from bulk mRNA-seq of the MDA-MB-231 cell line treated with chemotherapy for 72 hours. **D–F,** Western blots of active (nonphosphorylated) β-catenin in MDA-MB-231 (**D**), MDA-MB-468 (**E**), and PDC-BRC-101 (**F**) cells treated with chemotherapy for 12 to 72 hours. **G–I,** Quantification of blots in **D–F**, displayed as FC to UNT; signals normalized to β-actin. Mean ± SEM. Multiple *t* tests, *n* = 3. **J,** Immunofluorescence of active β-catenin in MDA-MB-231 cells treated with chemotherapy for 72 hours. Scale bar, 50 μm. Images show zoomed-in regions of interest. **K–M,** Quantification of nuclear active β-catenin (normalized to DAPI, find nuclei – method M) in TNBC cell lines treated with chemotherapy for 12 to 72 hours. Violin plots, all points shown. Multiple *t* tests, Holm–Sidak correction, *n* = 3. **N** and **O,** Flow cytometry of %CD24^Low^/CD44^High^ cells in MDA-MB-468 (**N**) and PDC-BRC-101 (**O**) cell lines treated with chemotherapy for 48 or 96 hours. Box-and-whisker plots. Multiple *t* tests, Holm–Sidak correction, *n* = 3. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; ns, not significant.

At the protein level, Western blotting confirmed elevated active (nonphosphorylated) β-catenin from 12 to 72 hours after treatment in all TNBC lines (Fig. 1D–I), with immunofluorescence showing increased nuclear localization (Fig. 1J–M; Supplementary Figs. S1H, S2A, and S2B). Expression of WNT target genes, *AXIN2* and *LGR5*, was also significantly upregulated after chemotherapy (Supplementary Fig. S2C–S2E).

Previous studies have highlighted the role of WNT signaling in maintaining BCSCs as a mechanism underlying WNT-mediated drug tolerance (25, 30–32). Interestingly, although we detected a small population of BCSCs (CD24^Low^/CD44^High^ cells) in parental cells, we observed no significant enrichment at either 48 or 96 hours of treatment in MDA-MB-468 and PDC-BRC-101 TNBC cell lines (Fig. 1N and O; Supplementary Fig. S2F and S2G). This aligns with previous findings indicating that chemotherapy does not enrich for BCSCs in TNBC (18).

Our data show that canonical WNT signaling is consistently upregulated across TNBC cell lines following both cytotoxic treatments. Importantly, this activation during early persister enrichment did not coincide with an expansion of the BCSC population, indicating that chemotherapy-induced WNT activity drives persister cell enrichment through alternative mechanisms.

### Parental and early chemotherapy-treated WNT^High^ persister cells display diapause-like cell properties

To characterize chemotherapy-induced WNT-active cells, we treated three TNBC clonal lines carrying a stable WNT transcriptional reporter (TOP-GFP/TGP cell lines, Supplementary Fig. S3A; ref. 33) with DOC or CAR. Chemotherapy treatment significantly reduced cell number and viability at 72 hours (Fig. 2A–C; dashed lines and Supplementary Fig. S3B–S3D) while significantly increasing both the percentage and levels (intensity) of WNT^High^ (GFP^+^) cells among viable/early drug-tolerant (DAPI^−^) cells compared with UNT conditions (Fig. 2A–C; bars and Supplementary Fig. S3E and S3F). Prolonged exposure (6–9 days) further increased the levels of overall cell death and concurrently elevated the percentage of transcriptional WNT^High^ cells (Fig. 2A–C), highlighting that, among early persister cells, only a subpopulation becomes transcriptionally WNT-active.

**Figure 2.**
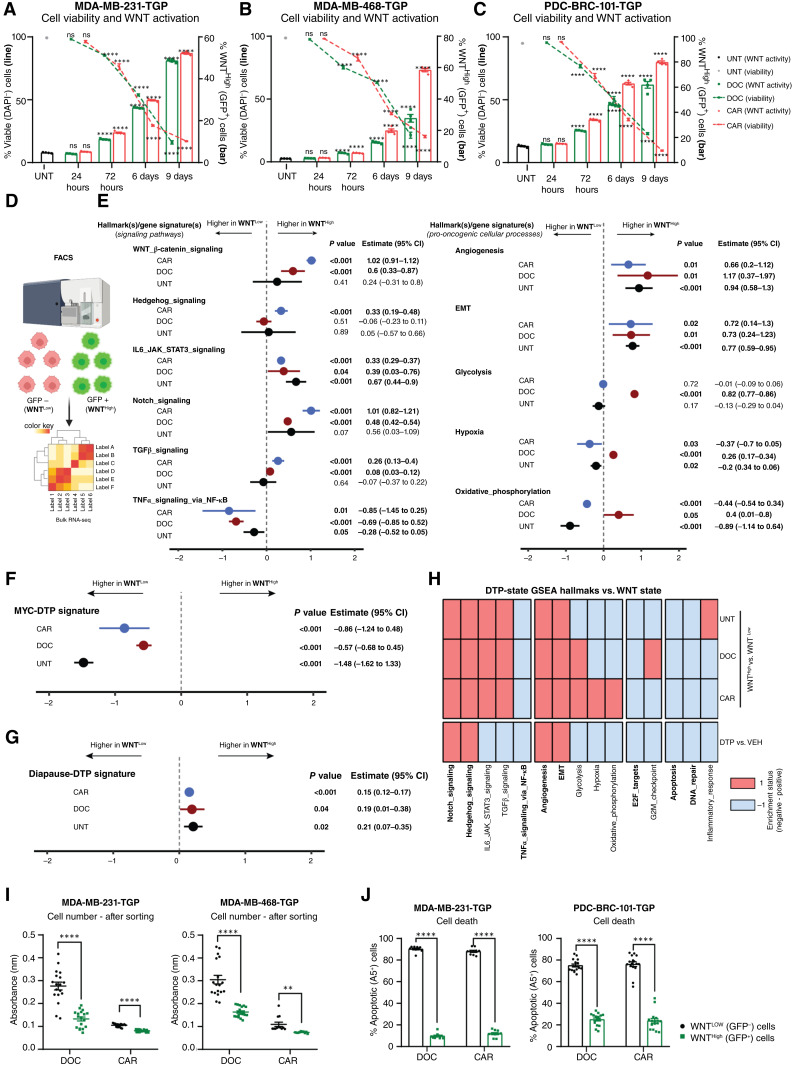
Parental and early chemotherapy-treated WNT^High^ persister cells display diapause-like cell properties. **A–C,** Flow cytometry of %WNT^High^ (GFP^+^) cells (bars, right *y*-axis) and %viable (DAPI^−^) cells (dashed line, left *y*-axis) in TNBC-TGP cell lines treated with DOC or CAR for 24 hours, 72 hours, 6 days, or 9 days. One-way ANOVA, Holm–Sidak correction, *n* = 4. **D,** Experimental setup for transcriptional comparison of sorted WNT^High^ vs. WNT^Low^ MDA-MB-231-dTGP cells treated with chemotherapy for 72 hours (bulk mRNA-seq). **E,** Forest plots showing association between gene signatures and WNT status in sorted WNT^High^ vs. WNT^Low^ cells from DOC, CAR, and UNT samples. Gene signatures include in-house signatures (22) and hallmark gene sets (MSigDB), analyzed using GSVA. Quartile regression used to observe the median change in rescaled gene signatures after accounting for batch effects. Signatures having a nonzero positive estimate indicate increased activity in WNT^High^ cells. **F** and **G,** Forest plots for MYC hallmark (upregulated) and diapause-DTP (1; downregulated) signatures vs. WNT status, analyzed as in **E**. **H,** Binary pattern analysis between transcriptional DTP cells (2) and WNT status of sorted WNT^High^/WNT^Low^ cells obtained from samples treated with CAR or DOC and UNT samples. Enrichment status score of −1 (light blue) indicates that a given hallmark/process is downregulated in DTPs or sorted WNT^High^ cells, whereas a score of 1 (red) indicates that a given hallmark/process is upregulated in DTPs or sorted WNT^High^ cells. Data for **E–H** were obtained from bulk mRNA-seq of sorted WNT^High^/WNT^Low^ of MDA-MB-TGP cells treated with DOC or CAR for 72 hours. **I,** Absorbance values of cellular metabolic activity indicating cell number in sorted MDA-MB-231-TGP and MDA-MB-468-TGP cell lines 1 week after sorting (initial treatment was 72 hours of chemotherapy). Multiple *t* tests, Holm–Sidak correction, *n* = 3. **J,** Flow cytometry of apoptotic (% Annexin V^+^) cells and corresponding WNT status (%WNT^High^ cells) in MDA-MB-231-TGP and PDC-BRC-101-TGP cell lines treated with chemotherapy for after 96 hours. Multiple *t* tests, Holm–Sidak correction, *n* = 5. Unless specified otherwise, all data are presented as the mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; ns, not significant. CI, confidence interval. **D,** Created in BioRender. Lluis Vinas, F. (2025) https://BioRender.com/yen63o9.

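MDA-MB-231 is an established human triple-negative breast cancer cell line, and its dTGP derivative carries a reporter that makes GFP where β-catenin and TCF drive transcription. The deposited counts per gene cover 38 libraries of mRNA from cells treated for 72 h with 4.5 nM DOC or 35 µM CAR, or left UNT, and sorted by GFP. CAR gave 8 WNT High and 8 WNT Low libraries, DOC gave 6 and 6, and UNT gave 4 WNT High and 6 WNT Low. CAR and DOC replicates 1 to 3 formed batch 1, and every other library, all of UNT included, formed batch 2. By the paper's general statement n counts independent biological experiments, and each p value measures the spread between these samples. Library totals ran from 2.69 to 41.1 M counts, with a median of 17.6 M. Median totals for WNT High and WNT Low were 16.0 and 18.0 M counts in CAR, 16.3 and 14.5 M in DOC, and 27.3 and 26.6 M in UNT. The paper names Trimmomatic, STAR and featureCounts as the authors' steps from reads to counts, whereas the sample labels name Trim Galore and Salmon, and the counts themselves do not settle which were used.
WNT High was compared with WNT Low within each treatment by edgeR's quasi-likelihood F test on TMM-normalized counts, with batch as a covariate for CAR and DOC. Genes with too few counts for filterByExpr at a minimum count of 10 were left out, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Pathways were read through 28 gene lists written before the data were examined, whose hallmark lists were from memory, not checked against the database. The diapause-like and caspase-3 signatures came from Supplementary Table S5. A list's score in a library was the mean log2 CPM (counts scaled to library size, prior count 2) of its measured members, with the sign of each member's published direction in those signatures. Scores were compared by a 2-sided exact permutation test that exchanged the gates within batches and was adjusted over the 28 lists of a treatment. The smallest p it can give is 0.000397 for CAR, 0.005 for DOC and 0.00476 for UNT. Gene positions are those of GENCODE release 44 on GRCh38.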

To delineate transcriptional discrepancies among early persister cells, we performed bulk RNA-seq on sorted WNT^Low^ and WNT^High^ populations from chemotherapy-treated MDA-MB-231-dTGP cells (Fig. 2D; ref. 34). GSVA from differentially expressed genes (FC > 1.5, *P* value ≤ 0.05) revealed numerous hallmark signatures differentially regulated between chemotherapy-sorted WNT^High^ versus WNT^Low^ early persister cells (Supplementary Fig. S3G and S3H; Supplementary Tables S4–S6). 

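In CAR-treated cells, AGT, which encodes angiotensinogen, rose the most in the WNT High gate. AGT (chromosome 1, 230690776 to 230745576) averaged 7.01 ± 2.98 CPM (SD, n = 8) in WNT High and 1.47 ± 0.61 CPM (SD, n = 8) in WNT Low libraries. Its log2 fold change was 2.26 (standard error 0.17, adjusted p = 2.11e-09 from edgeR), and its mean log2 CPM differed by 1.77 within batch 1 and 2.34 within batch 2. LBH, SNED1 and LRRN1 were also among the genes that rose, with log2 fold changes of 1.99, 1.85 and 1.66. The calcium-activated chloride channel gene ANO2 (chromosome 12, 5531869 to 5946232) fell the most, with a log2 fold change of −1.56 (standard error 0.18, adjusted p = 9.27e-07 from edgeR). KRTAP2-3, which has near-identical neighbours that may share its reads, had −1.40, LRRC2 −1.31, the cytokine gene IL24 −1.18 and ADAMTS6 −1.17. Of 13916 genes tested in CAR, edgeR called 2517 higher and 2212 lower in WNT High cells, and 6037 had an unadjusted p under 0.05. At the paper's log2 fold change bound of 0.6, 378 were higher and 90 lower. Within batch 1 alone, 3 libraries against 3, the calls numbered 497 and 224, and 28 of 59 genes followed by name in CAR did not pass, among them LBH at 1.19 (adjusted p = 0.107 from edgeR) and LRRC2 at −0.42 (adjusted p = 0.624 from edgeR).
In DOC-treated cells, TFF3, which encodes a secreted trefoil peptide, rose from 0.539 ± 0.286 CPM in WNT Low to 3.43 ± 1.52 CPM in WNT High libraries (SD, n = 6 each). TFF3 had a log2 fold change of 2.52 (standard error 0.23, adjusted p = 4.00e-09 from edgeR). SNED1 (chromosome 2, 240998618 to 241095568), which encodes an extracellular matrix protein, rose by 2.15 (standard error 0.14, adjusted p = 2.09e-11 from edgeR), and FCGBP, CST1 and ST6GAL1 rose by 1.70, 1.63 and 1.62. The genes that fell most included the activity-regulated ARC at −2.06 (standard error 0.14, adjusted p = 2.88e-11 from edgeR) and NR4A3 at −1.77. GADD45G had −1.88, SNAI1, which encodes a repressor of E-cadherin, −1.76, and ID2 −1.73. Of 14681 genes tested in DOC, 3210 were higher and 2896 lower in WNT High cells by edgeR, with 7148 at an unadjusted p under 0.05, and 606 and 687 of the called genes lay past 0.6. Without a batch term edgeR called 1306 and 959, and within batch 1 alone 2078 and 1641.
The surface marker gene CD24 rose in the WNT High gate of both drugs, by 1.25 in CAR (standard error 0.07, adjusted p = 2.68e-11 from edgeR) and 1.24 in DOC (standard error 0.12, adjusted p = 2.04e-08 from edgeR). CD44 had −0.14 in CAR (adjusted p = 0.00207 from edgeR) and −0.13 in DOC (adjusted p = 0.0335 from edgeR). The DOC call of CD44 was lost without any one of WNT Low replicates 1, 2, 3 and 6 or WNT High replicates 3, 5 and 6 (adjusted p from 0.0503 to 0.0753 from edgeR). It was also lost with no count filter, without a batch term and within either batch (adjusted p from 0.0897 to 0.572 from edgeR). The CAR call of CD44 was lost without a batch term (adjusted p = 0.0615 from edgeR) and within batch 1 or 2 (adjusted p = 0.0623 and 0.0506 from edgeR). Genes used as markers of immune, endothelial and stromal cells scored higher in WNT High cells by 0.23 in CAR (standard error 0.04, 8 of 8 WNT High libraries, exact permutation test, adjusted p = 0.00278). Their mean was 2.69 log2 CPM in WNT High and 2.47 in WNT Low libraries of CAR. Every library came from 1 cultured cell line, so the score reads low expression within that line and not other cell types. With no count filter the CAR difference was 0.059 and the call ended (exact permutation test, adjusted p = 0.146). In CAR, 3 of 7 such markers were higher and none was lower by edgeR (3 higher when adjusted over the list alone), with PECAM1 at 0.72 and COL1A1 at 0.29. In DOC the score was 0.13 higher (standard error 0.06, 6 of 6 libraries, exact permutation test, adjusted p = 0.0438), a call that 7 alternatives ended (adjusted p from 0.0576 to 0.673). Of 9 markers in DOC, 3 were higher and 1 lower (3 and 2 adjusted over the list alone), with PECAM1 at 1.14 and PDGFRB at 0.38. Mitochondrially encoded mRNAs were 0.19 higher in the CAR WNT High gate (standard error 0.08, 8 of 8 libraries, exact permutation test, adjusted p = 0.0407), with 8 of 13 higher and none lower (11 adjusted over the list alone), a call that ended within batch 2 (adjusted p = 0.106, range 0.0259 to 0.106). In DOC their score differed by −0.10 (standard error 0.18, exact permutation test, adjusted p = 0.789), with 0.31 in batch 1 and −0.50 in batch 2, and the lowest adjusted p of a member was 0.111 for MT-ND2.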

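SOX4, a transcription factor gene activated by β-catenin, rose in the WNT High gate of both drugs. SOX4 averaged 285 ± 34.2 CPM in WNT High and 134 ± 24.1 CPM in WNT Low cells of CAR (SD, n = 8 each), a log2 fold change of 1.10 (standard error 0.05, adjusted p = 8.34e-13 from edgeR). In DOC it averaged 289 ± 15.7 and 150 ± 9.47 CPM (SD, n = 6 each), a log2 fold change of 0.95 (standard error 0.06, adjusted p = 1.69e-12 from edgeR). CCND1, which encodes cyclin D1, rose by 0.24 in CAR (standard error 0.03, adjusted p = 1.61e-06 from edgeR) and by 0.46 in DOC (standard error 0.06, adjusted p = 1.43e-06 from edgeR). CTNNB1 (chromosome 3, 41194741 to 41260096), which encodes β-catenin itself, rose by 0.28 in CAR, and the γ-secretase subunit gene NCSTN by 0.23. In DOC the receptor gene FZD1 rose by 0.60.
AXIN2, a feedback inhibitor of the pathway, had a log2 fold change of 0.48 in CAR (standard error 0.08, adjusted p = 0.000175 from edgeR) and 0.30 in DOC (standard error 0.11, adjusted p = 0.0311 from edgeR). In DOC, edgeR fits to each batch gave AXIN2 0.52 in batch 1 and 0.033 in batch 2 (adjusted p = 0.906 from edgeR), and its call did not pass without any one of WNT Low replicates 1, 2 and 5 or WNT High replicates 1, 2 and 3 (adjusted p from 0.0520 to 0.115 from edgeR). LGR5, which encodes an R-spondin receptor, had 0.80 in CAR (standard error 0.24, adjusted p = 0.0115 from edgeR) and −0.02 in DOC (adjusted p = 0.963 from edgeR), where batch 1 alone gave 0.39. Within batch 1 of CAR neither AXIN2 at 0.35 nor LGR5 at 0.21 passed (adjusted p = 0.196 and 0.779 from edgeR). LEF1 had −0.05 in CAR (adjusted p = 0.647 from edgeR) and −0.05 in DOC (adjusted p = 0.741 from edgeR), and its sign turned within batch 2 of CAR (0.06) and batch 1 of DOC (0.04).
Of 37 members of the WNT/β-catenin hallmark list, 14 were higher and 5 lower in CAR WNT High cells (16 and 5 adjusted over the list alone). The list's score rose by 0.12 (standard error 0.02, 8 of 8 libraries, exact permutation test, adjusted p = 0.00185), with 0.13 in batch 1 and 0.10 in batch 2. In DOC 14 were higher and 5 lower (15 and 7 adjusted over the list alone), and the score rose by 0.09 (standard error 0.02, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127), with 0.10 in batch 1 and 0.08 in batch 2. A separate list of 15 measured direct targets, 4 of them also in the hallmark list, held 6 higher and 3 lower members in CAR (6 and 3 adjusted over the list alone) and scored 0.19 higher (standard error 0.03, 8 of 8 libraries, exact permutation test, adjusted p = 0.00278), with 0.10 in batch 1 and 0.25 in batch 2. In DOC 4 targets were higher and 3 lower (4 and 3 adjusted over the list alone), and the score was 0.13 higher (standard error 0.04, 6 of 6 libraries, exact permutation test, adjusted p = 0.0300) while the median member had −0.02. That DOC call ended with z scores, with no count filter, without a batch term and with GSVA, which gave −0.01 on its own scale (adjusted p = 0.985, range 0.0215 to 0.985).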

As expected, WNT signaling was significantly and positively associated with chemotherapy-sorted WNT^High^ populations (Fig. 2E; Supplementary Fig. S3I and S3J). 

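SNAI1 and NRCAM were among the genes whose WNT High effect differed most between the drugs. NRCAM (chromosome 7, 108147623 to 108456717), which encodes a cell adhesion protein, had a log2 fold change of 1.56 in CAR and −0.11 in DOC, a difference of 1.68 (standard error 0.24, adjusted p = 3.93e-06 from edgeR). SNAI1 (chromosome 20, 49982980 to 49988886) had −0.14 in CAR, a difference of 1.62 from DOC (standard error 0.15, adjusted p = 1.23e-10 from edgeR). The effect was also more positive in CAR for the transcription factor gene MAFA, by 1.53, and for ARC, by 1.49. It was more negative in CAR for TSPAN8 by −0.96, PKNOX2 by −0.94, the mitochondrial thymidine kinase gene TK2 by −0.92, TMEM53 by −0.84 and the folate receptor gene FOLR1 by −0.79. ARC and PKNOX2 were below the count filter of the CAR fit, so their CAR effects rest on low counts. Of 15878 genes tested for a difference between the drugs, edgeR called 1202 with a more positive and 1420 with a more negative WNT High effect in CAR. With DESeq2's size factors these counts were 1335 and 1205, so which direction held more genes depended on the scaling.
Among 13791 genes tested in both drugs, 1737 were called higher in WNT High cells of both drugs where independent calls would give 580, and 1107 lower in both drugs where they would give 422. Opposite calls numbered 76 where independence would give 990. The log2 fold changes had a Pearson r of 0.622 across genes (jackknife standard error over libraries 0.0362), and genes are not independent replicates. It was 0.505 within batch 2, 0.422 with DESeq2 and 0.108 with no count filter.
Genes of glycolysis rose in DOC WNT High cells, with 21 of 35 higher and 6 lower (23 and 6 adjusted over the list alone) and a score 0.22 higher (standard error 0.02, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127). PFKL, a subunit of phosphofructokinase, rose by 0.65 there and the aldolase gene ALDOC by 1.02. In CAR 10 glycolysis genes were higher and 6 lower (10 and 8 adjusted over the list alone), ALDOC rose by 1.11, the glycogen phosphorylase gene PYGL fell by 0.24, and the score differed by 0.05 (standard error 0.03, 6 of 8 libraries, exact permutation test, adjusted p = 0.106). The CAR score effect on glycolysis was 0.16 below that of DOC (difference −0.16). fry called the list (adjusted p = 0.000103), and camera, a test with an estimated correlation between genes, did not (adjusted p = 0.229). Hypoxia genes, 16 of them shared with glycolysis, scored 0.14 higher in DOC (standard error 0.01, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127; 23 of 48 higher and 8 lower, 23 and 9 adjusted over the list alone). The CAR score was 0.07 higher (standard error 0.03, 7 of 8 libraries, exact permutation test, adjusted p = 0.00505; 12 higher and 9 lower, 12 and 10 adjusted over the list alone). NDRG1 rose by 0.72 in DOC and 0.63 in CAR. The CAR hypoxia call ended with z scores, GSVA or no batch term (adjusted p = 0.496, 0.569 and 0.187, range 0.00741 to 0.569). Interferon-stimulated genes rose more in DOC, where 35 of 50 were higher and none was lower (37 adjusted over the list alone) and the score rose by 0.36 (standard error 0.02, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127), a call that ended without a batch term (adjusted p = 0.129, range 0.0117 to 0.129). In CAR 13 were higher and 5 lower (13 and 5 adjusted over the list alone), and the score rose by 0.09 (standard error 0.02, 7 of 8 libraries, exact permutation test, adjusted p = 0.00494), with 0.02 in batch 1, 0.13 in batch 2 and no call without a batch term (adjusted p = 0.213, range 0.00444 to 0.213). The score effects differed by −0.27, and the list was called by fry (adjusted p = 3.82e-10) and by camera (adjusted p = 0.000464). Angiogenesis, hypoxia, G2M, DNA repair and p53 target genes also differed between the drugs by fry (adjusted p from 0.0180 to 0.0458), and camera called none of these (adjusted p from 0.506 to 0.654). Without DOC WNT Low replicate 4, fry no longer called angiogenesis, hypoxia and DNA repair (adjusted p = 0.141, 0.186 and 0.141), nor angiogenesis within batch 2 (adjusted p = 0.315). fry tests whether a list's genes differ one way on balance, in its own fit of all 38 libraries, and does not compare the list with others. The differences printed beside its p values are between mean scores fitted within each treatment. Camera does compare a list with the other genes, so it answers another question than fry.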

Whereas a few signatures exhibited drug-dependent associations, most hallmarks followed similar associative trends across sorted DOC- and CAR-treated populations (Fig. 2E; Supplementary Fig. S3I and S3J). 

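LFNG (a glycosyltransferase gene that modifies Notch receptors) rose in the WNT High gate of CAR from 25.9 ± 2.91 to 41.3 ± 3.59 CPM (SD, n = 8 each), a log2 fold change of 0.68 (standard error 0.06, adjusted p = 1.76e-08 from edgeR). In DOC it rose from 23.6 ± 5.04 to 56.3 ± 6.89 CPM (SD, n = 6 each), a log2 fold change of 1.25 (standard error 0.08, adjusted p = 8.18e-12 from edgeR). The β-arrestin gene ARRB1, also on the Notch list, rose by 0.36 in CAR and 0.86 in DOC. Of 29 Notch genes, 8 were higher and 1 lower in CAR (8 and 1 adjusted over the list alone), and the score rose by 0.14 (standard error 0.02, 8 of 8 libraries, exact permutation test, adjusted p = 0.00185), with 0.12 in batch 1 and 0.15 in batch 2. In DOC 5 were higher and 2 lower (5 and 1 adjusted over the list alone), and the score rose by 0.15 (standard error 0.04, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127), a call that ended without a batch term (adjusted p = 0.113, range 0.0117 to 0.113).
Hedgehog genes scored 0.09 higher in CAR WNT High cells (standard error 0.03, 8 of 8 libraries, exact permutation test, adjusted p = 0.00505), with 8 of 28 higher and 5 lower (8 and 5 adjusted over the list alone). Among them LDB1, which encodes a cofactor of LIM proteins, rose by 0.37. The call ended with GSVA and with no count filter (adjusted p = 0.569 and 0.140, range 0.00370 to 0.569). The list's mean in CAR ranked at percentile 90.7 of random lists. In DOC the score differed by −0.07 (standard error 0.04, 5 of 6 libraries, exact permutation test, adjusted p = 0.233), with 8 of 31 genes higher and 9 lower (8 and 9 adjusted over the list alone), ETS2 falling by 0.67 and DPYSL2 rising by 0.64. The drugs did not differ by fry (adjusted p = 0.485).
IL6/JAK/STAT3 genes split in direction. In CAR 12 of 61 were higher and 10 lower (13 and 11 adjusted over the list alone), with a score difference of 0.03 (standard error 0.03, 6 of 8 libraries, exact permutation test, adjusted p = 0.334). The death receptor gene TNFRSF21 rose by 0.68 in CAR and 0.89 in DOC, and the integrin gene ITGB3 by 0.77 in CAR. In DOC 18 of 62 were higher and 16 lower (18 and 20 adjusted over the list alone), the heme oxygenase gene HMOX1 fell by 1.02, and the score differed by 0.01 (standard error 0.04, 4 of 6 libraries, exact permutation test, adjusted p = 0.83) with a mean log2 fold change of −0.01.
PMEPA1, a TGFβ-induced feedback gene, rose by 0.73 in CAR (standard error 0.04, adjusted p = 1.70e-11 from edgeR), and the inhibitory SMAD gene SMAD6 by 1.03. Within batch 1 of CAR SMAD6 had 0.29 and did not pass (adjusted p = 0.3 from edgeR). The TGFβ score rose by 0.08 in CAR (standard error 0.01, 8 of 8 libraries, exact permutation test, adjusted p = 0.00185), with 16 of 51 genes higher and 10 lower (16 and 10 adjusted over the list alone), and GSVA ended the call (adjusted p = 0.0948, range 0.00145 to 0.0948). In DOC 20 of 52 were higher and 15 lower (20 and 16 adjusted over the list alone), with ID2 and the stress response gene PPP1R15A (−0.82) among the latter. The score differed by −0.01 (standard error 0.02, 3 of 6 libraries, exact permutation test, adjusted p = 0.83) while the median member had 0.01. fry did not separate the drugs on TGFβ (adjusted p = 0.119), except without DOC WNT Low replicate 4 (adjusted p = 0.0105).
Mean angiogenesis scores were higher in the WNT High gate of both drugs. In CAR 8 of 22 were higher and 3 lower (9 and 4 adjusted over the list alone), the protease inhibitor gene TIMP1 rose by 0.40, and the score rose by 0.11 (standard error 0.02, 8 of 8 libraries, exact permutation test, adjusted p = 0.00185). In DOC 11 of 22 were higher and 4 lower (11 and 6 adjusted over the list alone), S100A4 rose by 0.67, and the score rose by 0.18 (standard error 0.04, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127), a call that ended without a batch term or a count filter (adjusted p = 0.154 and 0.354, range 0.0117 to 0.354). EMT genes scored 0.06 higher in CAR (standard error 0.02, 6 of 8 libraries, exact permutation test, adjusted p = 0.0389), with 0.01 in batch 1 and 0.09 in batch 2. In CAR 51 of 152 EMT genes were higher and 32 lower (55 and 33 adjusted over the list alone), and TGFBI, a secreted matrix protein gene, rose by 0.37. The CAR call ended with z scores, GSVA, DESeq2's size factors and no count filter (adjusted p = 0.0817, 0.0722, 0.0500 and 0.0765, range 0.0148 to 0.0817). In DOC 53 of 157 were higher and 42 lower (53 and 46 adjusted over the list alone), the chemokine gene CXCL8 fell by 1.39, and the score differed by 0.00 (standard error 0.03, 3 of 6 libraries, exact permutation test, adjusted p = 0.923) with a mean log2 fold change of −0.01. The difference between the drugs on EMT did not pass (fry, adjusted p = 0.719), except within batch 2 (adjusted p = 0.0198).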

Developmental pathways, including hedgehog, Notch, IL6/JAK/STAT3, and TGFβ signaling, along with hallmarks linked to tumor progression, stemness capacity, and metastasis (e.g., angiogenesis and EMT), displayed a significant positive association with WNT^High^ populations (Fig. 2E; Supplementary Fig. S3I and S3J). Conversely, the TNFα signaling pathway via the NF-κB pathway exhibited a significant negative association with WNT^High^ cells (Fig. 2E), aligning with previous findings suggesting that active β-catenin can attenuate transcriptional NF-κB activity in breast cancer (35).

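ATF3, a stress-induced transcription factor gene, fell in DOC WNT High cells from 111 ± 37.3 to 41.4 ± 10.5 CPM (SD, n = 6 each), a log2 fold change of −1.42 (standard error 0.07, adjusted p = 4.45e-13 from edgeR). GADD45B, another gene induced by NF-κB, fell by 1.15 (standard error 0.07, adjusted p = 2.96e-12 from edgeR). Of 177 genes of TNFα signaling via NF-κB, 97 were lower and 24 higher in DOC WNT High cells (97 and 25 adjusted over the list alone). The score fell by 0.25 (standard error 0.03, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127), with −0.20 in batch 1 and −0.30 in batch 2. In CAR 53 of 172 were lower and 24 higher (55 and 26 adjusted over the list alone), with the calcineurin inhibitor gene RCAN1 falling by 0.61 (standard error 0.05, adjusted p = 2.38e-09 from edgeR). The CAR score differed by −0.09 (standard error 0.05, 7 of 8 libraries, exact permutation test, adjusted p = 0.131), with −0.01 in batch 1 and −0.13 in batch 2, where it passed (exact permutation test, adjusted p = 0.0148, range 0.0148 to 0.26). The list holds 22 immediate-early genes, of which 19 were lower and 1 higher in DOC and 9 lower and none higher in CAR. Without them 78 of 155 genes were lower and 23 higher in DOC, and 44 of 150 were lower and 24 higher in CAR. The difference between the drugs on the list did not pass (fry, adjusted p = 0.0853), except within batch 2 and without DOC WNT Low replicate 4 (adjusted p = 0.00495 and 0.0326).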

Contrary to reports linking WNT activation to proliferation and elevated MYC (36, 37), our analysis showed that WNT^High^ cells negatively correlated with proliferative signatures, including G2M checkpoint and E2F targets (Supplementary Tables S5 and S6), suggesting a halted proliferative state in WNT^High^ persister cells. 

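CDC6, a replication licensing gene, was lower in CAR WNT High than WNT Low cells, at 201 ± 21.4 against 237 ± 27.5 CPM (SD, n = 8 each), a log2 fold change of −0.24 (standard error 0.03, adjusted p = 1.26e-05 from edgeR). RAD51AP1, a recombination gene, fell by 0.34 in CAR. Of 43 E2F targets of S phase, 14 were lower and 2 higher in CAR (14 and 2 adjusted over the list alone). Their score differed by −0.08 (standard error 0.04, 6 of 8 libraries, exact permutation test, adjusted p = 0.0704), with −0.21 in batch 1 and −0.00 in batch 2, and passed with no count filter (exact permutation test, adjusted p = 0.0484, range 0.0484 to 0.905). In DOC 11 were lower and 6 higher (11 and 6 adjusted over the list alone), with the replication genes MCM5 and FEN1 rising by 0.35 and 0.29 and a score difference of −0.01 (standard error 0.04, 3 of 6 libraries, exact permutation test, adjusted p = 0.83) that turned to 0.01 with no count filter.
The topoisomerase gene TOP2A rose by 0.43 in CAR (standard error 0.05, adjusted p = 2.41e-06 from edgeR) and the ubiquitin-conjugating enzyme gene UBE2C by 0.37 (standard error 0.04, adjusted p = 4.54e-07 from edgeR). In CAR 14 of 54 G2M genes were higher and none was lower (14 adjusted over the list alone), and the score differed by 0.06 (standard error 0.05, 7 of 8 libraries, exact permutation test, adjusted p = 0.289). In DOC 21 of 53 were lower and 4 higher (21 and 7 adjusted over the list alone), with CDC20, an activator of the anaphase-promoting complex, falling by 0.34 and HMGB2 by 0.36. The DOC score fell by 0.10 (standard error 0.02, 6 of 6 libraries, exact permutation test, adjusted p = 0.0233), a call that ended with GSVA and with no count filter (adjusted p = 0.0500 and 0.102, range 0.0117 to 0.102). The score effect was 0.16 more positive in CAR, and the list was called by fry (adjusted p = 0.0306) and not by camera (adjusted p = 0.603). MKI67, a general marker of cycling cells, had a log2 fold change of 0.04 in CAR (adjusted p = 0.578 from edgeR) and −0.08 in DOC (adjusted p = 0.360 from edgeR), and its CAR value turned to −0.08 within batch 1 (adjusted p = 0.494 from edgeR).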

Recent studies (1, 2) have shown that DTP cells suppress MYC and display an embryonic diapause-like transcriptional profile. 

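MYC mRNA was lower in the WNT High gate of both drugs. MYC averaged 133 ± 24.5 CPM in WNT High and 166 ± 38.3 CPM in WNT Low cells of CAR (SD, n = 8 each), a log2 fold change of −0.30 (standard error 0.08, adjusted p = 0.00749 from edgeR). In DOC it averaged 172 ± 23.0 and 231 ± 27.5 CPM (SD, n = 6 each), a log2 fold change of −0.43 (standard error 0.05, adjusted p = 2.10e-07 from edgeR). The CAR value did not pass within batch 1, at −0.08 (adjusted p = 0.805 from edgeR), or without a batch term (adjusted p = 0.0917 from edgeR). ODC1, a MYC target that encodes the first enzyme of polyamine synthesis, fell by 0.60 in CAR and 0.74 in DOC. Of 200 genes of MYC targets V1, 77 were lower and 8 higher in CAR (79 and 9 adjusted over the list alone), among the latter the importin gene KPNA2 at 0.40. The CAR score fell by 0.09 (standard error 0.01, 8 of 8 libraries, exact permutation test, adjusted p = 0.00185), with −0.10 in batch 1 and −0.09 in batch 2. In DOC 69 were lower and 12 higher (67 and 12 adjusted over the list alone), with the translation initiation gene EIF3J falling by 0.67. The DOC score fell by 0.12 (standard error 0.03, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127), with −0.14 in batch 1 and −0.09 in batch 2. Of 57 genes of MYC targets V2, 23 were lower and 5 higher in CAR (24 and 5 adjusted over the list alone), where the chaperonin gene HSPD1 fell by 0.26 and PRMT3 by 0.48, and 29 were lower and 9 higher in DOC (29 and 9 adjusted over the list alone), where WDR43 fell by 0.53. The V2 score fell by 0.09 in CAR (standard error 0.02, 8 of 8 libraries, exact permutation test, adjusted p = 0.00185) and by 0.12 in DOC (standard error 0.03, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127). Without a batch term the calls ended for V2 in CAR (adjusted p = 0.103, range 0.00185 to 0.103), for V2 in DOC (adjusted p = 0.345, range 0.0117 to 0.345) and for V1 in DOC (adjusted p = 0.294, range 0.0117 to 0.294).
Most members of the diapause-like signature are published as lower in that state. SPRY1, an inhibitor of receptor tyrosine kinase signaling published as higher, rose by 0.64 in CAR (standard error 0.06, adjusted p = 1.50e-07 from edgeR) and by 0.77 in DOC (standard error 0.07, adjusted p = 1.13e-09 from edgeR). SLC25A5, a mitochondrial ADP/ATP carrier gene, fell by 0.27 in CAR, and the peroxiredoxin gene PRDX2 rose by 0.50 in DOC. In CAR 12 of 116 members were higher and 32 lower (13 and 35 adjusted over the list alone), 36 of them in the published direction and 8 against it. The signed score was 0.05 higher in CAR WNT High cells (standard error 0.02, 6 of 8 libraries, exact permutation test, adjusted p = 0.0704), with 0.06 in batch 1 and 0.05 in batch 2. It passed with GSVA and after a correction for gene length (exact permutation test, adjusted p = 0.0272 and 0.0179, range 0.0179 to 0.222). In DOC 19 of 117 were higher and 20 lower (17 and 19 adjusted over the list alone), 25 in the published direction and 14 against it. The DOC score differed by 0.04 (standard error 0.04, 3 of 6 libraries, exact permutation test, adjusted p = 0.504) and passed with GSVA (exact permutation test, adjusted p = 0.0233, range 0.0233 to 0.940). Among 10000 random lists matched on expression, the signed mean ranked at percentile 99.9 in CAR and 97.5 in DOC. That rank ignores correlation between a list's genes, and lists whose scores did not pass could also rank high, as G2M in CAR at 98.4. It is therefore no evidence that the signature's score rose.

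**Figure D1:**
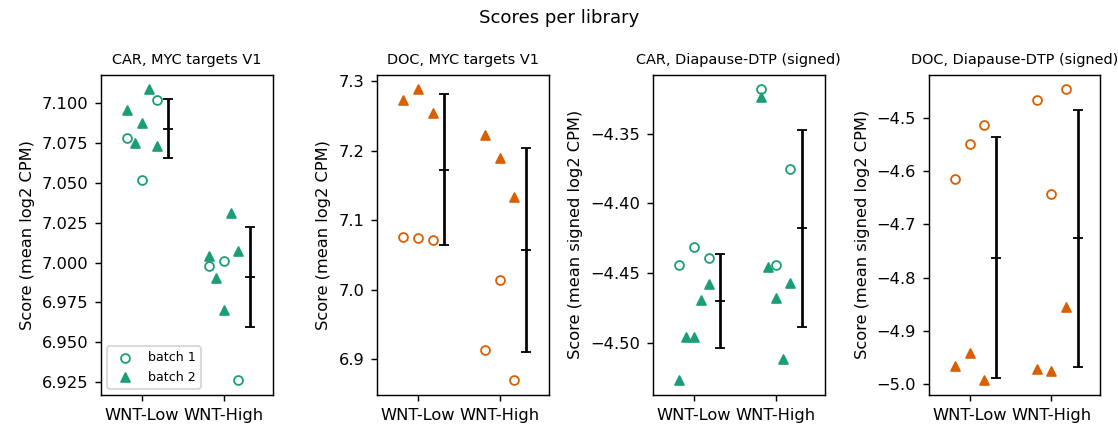
Scores of MYC targets V1 and of the diapause-like signature (mean log2 CPM, signed for the signature) in each CAR and DOC library by gate, with open circles for batch 1, filled triangles for batch 2 and bars for the mean ± SD. The MYC targets V1 score differed between WNT High and WNT Low libraries by −0.09 in CAR and −0.12 in DOC.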

Consistent with this, chemotherapy-sorted WNT^High^ cells, but not WNT^Low^ cells, were negatively associated with the MYC hallmark and positively associated with the Rehman and colleagues diapause-like signature (Fig. 2F and G; Supplementary Fig. S3I and S3J), highlighting the similarities between the transcriptomes of diapause-like persister cells and chemotherapy-sorted WNT^High^ cells. Furthermore, coordinated regulation of additional hallmarks (Notch, EMT, and angiogenesis; upregulated and E2F targets, DNA repair, and apoptosis; downregulated) was coequally recorded in diapause-like cells and chemotherapy-sorted WNT^High^ cells (Fig. 2H).

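LIG1, which encodes DNA ligase I, rose in DOC WNT High cells from 40.8 ± 3.68 to 56.1 ± 3.49 CPM (SD, n = 6 each), a log2 fold change of 0.45 (standard error 0.06, adjusted p = 4.77e-06 from edgeR). POLD1, the catalytic subunit gene of DNA polymerase δ, rose by 0.40 in DOC. In CAR the helicase gene RECQL4 rose by 0.31 and the clamp loader gene RFC2 fell by 0.21. Of 88 DNA repair genes, 13 were lower and 3 higher in CAR (9 and 3 adjusted over the list alone), and 8 were lower and 13 higher in DOC (6 and 10 adjusted over the list alone). The CAR score differed by −0.04 (standard error 0.02, 7 of 8 libraries, exact permutation test, adjusted p = 0.0704), with −0.10 in batch 1 and −0.01 in batch 2. It passed with z scores, with no count filter and after the length correction (exact permutation test, adjusted p = 0.0376, 0.0356 and 0.0259, range 0.0259 to 0.560). The DOC score differed by 0.02 (standard error 0.02, 5 of 6 libraries, exact permutation test, adjusted p = 0.540). fry separated the drugs (adjusted p = 0.0417), whose score effects differed by −0.06. Camera did not (adjusted p = 0.654), nor did fry without DOC WNT Low replicate 4 (adjusted p = 0.141).
JUP, which encodes plakoglobin and is published as lower in the caspase-3 apoptosis signature, rose by 0.76 in CAR (standard error 0.05, adjusted p = 1.35e-10 from edgeR) and by 1.00 in DOC (standard error 0.07, adjusted p = 2.08e-11 from edgeR). CHMP2B, an ESCRT-III gene published as higher, had −0.22 in CAR (standard error 0.08, adjusted p = 0.0351 from edgeR). CHMP2B lost its CAR call without any one of replicates 3, 6, 7 and 8 of either gate (adjusted p from 0.0506 to 0.0865 from edgeR). The call also ended without a batch term and within batch 1 (adjusted p = 0.0855 and 0.469 from edgeR). In CAR 1 of 8 measured members was higher and 1 lower (1 and 2 adjusted over the list alone), both against the published direction, and the signed score fell by 0.18 (standard error 0.04, 7 of 8 libraries, exact permutation test, adjusted p = 0.00833), with −0.17 in batch 1 and −0.18 in batch 2. That call ended with GSVA and within batch 2 (adjusted p = 0.0722 and 0.0556, range 0.00833 to 0.0722). In DOC 2 members were higher and 2 lower (2 and 2 adjusted over the list alone), with CHMP2B at −0.20 and the deubiquitinase gene USP11 at 0.23, both chosen after their values were seen, and all 4 ran against the published direction. The DOC call of CHMP2B ended with no count filter, without a batch term, within either batch, with a shared spread and without WNT Low replicate 2 (adjusted p from 0.0523 to 0.199 from edgeR). The DOC score fell by 0.27 (standard error 0.03, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127).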

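MUC5B, a gel-forming mucin gene, separated the UNT gates the most, rising from 1.10 ± 0.364 CPM in WNT Low (SD, n = 6) to 17.6 ± 3.02 CPM in WNT High libraries (SD, n = 4). MUC5B (chromosome 11, 1223066 to 1262172) had a log2 fold change of 3.95 (standard error 0.14, adjusted p = 3.69e-16 from edgeR). AGT rose by 3.50 (standard error 0.10, adjusted p = 2.19e-18 from edgeR), SNED1 by 3.06, TFF3 by 2.82 and MDFI by 2.78 on the log2 scale. The dystrophin gene DMD fell the most, with a log2 fold change of −2.15 (standard error 0.16, adjusted p = 7.33e-11 from edgeR), ahead of SPX at −2.0, PAPPA2 at −1.78, DAW1 at −1.65 and the interleukin gene IL1A at −1.64. CD24 rose by 1.83 (standard error 0.09, adjusted p = 5.92e-14 from edgeR) and CD44 had −0.11 (standard error 0.03, adjusted p = 0.00209 from edgeR). Of 14764 genes tested in UNT, edgeR called 4109 higher and 4143 lower in WNT High cells, with 8909 at an unadjusted p under 0.05. Past 0.6 lay 1118 of the higher and 498 of the lower genes. Immune, endothelial and stromal markers scored 0.26 higher in UNT WNT High cells (standard error 0.06, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), with 4 of 7 higher and 1 lower (4 and 1 adjusted over the list alone) and PECAM1 at 1.13 and COL1A1 at 0.80. GSVA ended that call (adjusted p = 0.0912, range 0.00635 to 0.0912), and the mean of these markers ranked at percentile 84.5 of random lists. Mitochondrially encoded mRNAs differed by 0.10 (standard error 0.08, 4 of 4 libraries, exact permutation test, adjusted p = 0.267), with 7 of 13 higher and 1 lower (7 and 1 adjusted over the list alone) and MT-ND1 at 0.32.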

We next assessed whether these transcriptional features observed in chemotherapy-sorted WNT^High^ cells preexisted in UNT (i.e., parental cells) conditions (Supplementary Fig. S3K). WNT^High^ cells obtained from UNT conditions showed a positive (yet statistically nonsignificant) association with the WNT/β-catenin hallmark signature (Fig. 2E), consistent with our previous data highlighting lower levels of WNT signaling intensity in UNT samples (Supplementary Fig. S3F). 

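LGR5 (chromosome 12, 71439798 to 71586310) rose in UNT WNT High cells from 0.909 ± 0.227 (SD, n = 6) to 4.35 ± 0.331 CPM (SD, n = 4), a log2 fold change of 2.24 (standard error 0.16, adjusted p = 4.82e-11 from edgeR). SOX4 rose by 0.97 (standard error 0.03, adjusted p = 1.31e-16 from edgeR), AXIN2 by 0.74 (standard error 0.09, adjusted p = 1.30e-07 from edgeR), CCND1 by 0.46 and LEF1 by 0.30. CCND2, which encodes cyclin D2, fell by 1.45 (standard error 0.08, adjusted p = 1.88e-13 from edgeR). Of 37 hallmark members, 17 were higher and 8 lower (18 and 8 adjusted over the list alone), and the score rose by 0.08 (standard error 0.03, 4 of 4 libraries, exact permutation test, adjusted p = 0.0242). The call ended with no count filter, after the length correction and without WNT High replicate 4, where the score difference was 0.07 (adjusted p = 0.171, 0.0533 and 0.0800, range 0.0106 to 0.171). The mean of the hallmark list ranked at percentile 74.1 of random lists. Of 15 direct targets, 11 were higher and 3 lower (11 and 3 adjusted over the list alone), and their score rose by 0.39 (standard error 0.03, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635).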

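ITGB3, the integrin β3 gene of the EMT and IL6/JAK/STAT3 lists, rose in UNT WNT High cells from 20.2 ± 1.79 (SD, n = 6) to 82.1 ± 3.65 CPM (SD, n = 4), a log2 fold change of 2.02 (standard error 0.05, adjusted p = 1.19e-18 from edgeR). LFNG rose by 1.12 (standard error 0.04, adjusted p = 1.84e-15 from edgeR), SMAD6 by 1.56, TNFRSF21 by 0.98 and IGFBP4, which encodes a binding protein of insulin-like growth factors, by 0.99. Notch genes scored 0.20 higher (standard error 0.03, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), with 13 of 29 higher and 4 lower (13 and 4 adjusted over the list alone). TGFβ genes scored 0.12 higher (standard error 0.01, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), with 21 of 52 higher and 11 lower (21 and 11 adjusted over the list alone). IL6/JAK/STAT3 genes scored 0.08 higher (standard error 0.01, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), with 24 of 60 higher and 12 lower (24 and 12 adjusted over the list alone). Their mean ranked at percentile 78.7 of random lists. GSVA ended the TGFβ call (adjusted p = 0.0912, range 0.00635 to 0.0912) and the IL6/JAK/STAT3 call (adjusted p = 0.178, range 0.00635 to 0.178). Hedgehog genes differed by 0.06 (standard error 0.04, 3 of 4 libraries, exact permutation test, adjusted p = 0.205), with 10 of 29 higher, the cadherin gene CELSR1 at 0.86 among them, and 10 lower, VEGFA at −0.44 among them (10 and 10 adjusted over the list alone). Angiogenesis genes scored 0.15 higher (standard error 0.02, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635; 12 of 22 higher and 5 lower, 12 and 5 adjusted over the list alone). EMT genes scored 0.16 higher (standard error 0.01, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635; 79 of 155 higher and 44 lower, 80 and 46 adjusted over the list alone).
The cell-cycle lists moved in opposite directions. E2F targets of S phase scored 0.17 higher in UNT WNT High cells (standard error 0.01, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), with 28 of 43 higher and 2 lower (30 and 2 adjusted over the list alone), FEN1 at 0.39 and the chromatin remodeler gene HELLS at 0.45. G2M genes scored 0.17 lower (difference −0.17, standard error 0.01, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), with 36 of 54 lower and 8 higher (36 and 8 adjusted over the list alone). The spindle gene DLGAP5 fell by 0.64 and the mitotic kinase gene CDK1 rose by 0.78. MKI67 had −0.02 (adjusted p = 0.728 from edgeR), and its sign turned without WNT Low replicate 5 or 6 or WNT High replicate 1, where it reached 0.03. TNFα/NF-κB genes scored −0.09 (standard error 0.02, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), with 73 of 170 lower and 52 higher (76 and 54 adjusted over the list alone), RCAN1 falling by 1.22 and PPP1R15A by 0.94, and GSVA ended the call (adjusted p = 0.188, range 0.00635 to 0.188). Without the 22 immediate-early genes on that list, 63 of 148 were lower and 48 higher.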

Interestingly, parental-sorted WNT^High^ cells exhibited overall positive associations with developmental pathways, EMT, and angiogenesis while exhibiting significant negative associations with cell-cycle hallmarks, following a similar trend as chemotherapy-sorted WNT^High^ early persister cells (Fig. 2E; Supplementary Fig. S3L; Supplementary Tables S4–S6). Moreover, parental-sorted WNT^High^ cells displayed a significant negative association with the MYC hallmark signature (Fig. 2F, UNT), a significant positive association with the Rehman and colleagues embryonic diapause-like gene signature (Fig. 2G, UNT), and other matching hallmarks and processes (Fig. 2H, UNT), highlighting transcriptional WNT activity as a functional marker for early diapause-like persister cells even in chemotherapy-naïve conditions. 

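MYC mRNA (chromosome 8) fell in UNT WNT High cells from 278 ± 7.20 (SD, n = 6) to 155 ± 4.37 CPM (SD, n = 4), a log2 fold change of −0.84 (standard error 0.03, adjusted p = 4.82e-16 from edgeR). ODC1 fell by 1.06 (standard error 0.04, adjusted p = 3.69e-16 from edgeR) and HSPD1 by 0.47 (standard error 0.03, adjusted p = 6.99e-12 from edgeR). Of 200 genes of MYC targets V1, 157 were lower and 16 higher (160 and 17 adjusted over the list alone), and the score fell by 0.20 (standard error 0.01, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635). Of 57 genes of MYC targets V2, 40 were lower and 10 higher (41 and 10 adjusted over the list alone), and the score fell by 0.19 (standard error 0.02, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635).
Of 118 measured members of the diapause-like signature, 22 were higher and 57 lower (23 and 59 adjusted over the list alone), 61 in the published direction and 18 against it. SPRY1 rose by 0.52 and SLC25A5 fell by 0.50. The signed score rose by 0.11 (standard error 0.02, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), a call that GSVA ended (adjusted p = 0.0706, range 0.00635 to 0.0706). DNA repair genes scored 0.08 higher (standard error 0.01, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), with 38 of 88 higher and 15 lower (39 and 16 adjusted over the list alone). RECQL4 rose by 0.80 and the polymerase ε gene POLE by 0.41, and 7 of the 9 repair genes that are also E2F targets were higher and none was lower. In the caspase-3 signature 3 of 8 members were higher and 2 lower (3 and 2 adjusted over the list alone), all against the published direction. JUP rose by 1.22 and USP11 by 0.17, and PI4K2A at 0.12 and CHMP2B at −0.20, chosen after their values were seen, also passed edgeR's test. PI4K2A lost its call with no count filter, with a shared spread and without WNT High replicate 3 (adjusted p = 0.0503, 0.0748 and 0.0929 from edgeR), and CHMP2B with a shared spread (adjusted p = 0.0504 from edgeR). The signed caspase-3 score fell by 0.27 (standard error 0.02, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635).
Glycolysis genes scored 0.04 higher (standard error 0.02, 4 of 4 libraries, exact permutation test, adjusted p = 0.0348), with 16 of 35 higher and 11 lower (17 and 12 adjusted over the list alone), ALDOC at 1.29 and PDK3 at 0.65. The call ended with z scores, with GSVA, with no count filter and without any one WNT High replicate (adjusted p from 0.0580 to 0.197, range 0.0193 to 0.197). The mean of the glycolysis list ranked at percentile 77.0 of random lists. Hypoxia genes scored 0.09 higher (standard error 0.01, 4 of 4 libraries, exact permutation test, adjusted p = 0.00635), with 21 of 48 higher and 15 lower (21 and 15 adjusted over the list alone), NDRG1 at 0.66, and no call with GSVA (adjusted p = 0.256, range 0.00635 to 0.256).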

The significance of these correlations becomes more pronounced in chemotherapy-treated conditions, in which transcriptional WNT activation is strongly exacerbated.

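The genes that differed most between the drugs and UNT included MUC5B, AGT and LGR5, whose WNT High effects were larger in UNT. The MUC5B effect was lower than in UNT by −2.02 in CAR (standard error 0.39, adjusted p = 0.000250 from edgeR) and by −2.36 in DOC (standard error 0.32, adjusted p = 4.03e-07 from edgeR). MUC5B was below the count filter of the CAR fit, so its CAR effect rests on low counts. In DOC the effects on AGT, the receptor tyrosine kinase gene FGFR3, the Notch ligand gene DLL4 and LGR5 were lower than in UNT by −2.51, −2.48, −2.30 and −2.24. In CAR those on RAB17, HCN2, RARRES2 and RIPOR3 were lower by −1.59, −1.54, −1.48 and −1.44. HCLS1 and MAGEC2 fell in UNT, by 1.50 and 1.02, and their effects were more positive in CAR, by 1.27 and 1.25, and in DOC, by 1.58 and 1.40. Effects were also more positive than in UNT for SPX, HKDC1 and PYGM in CAR, by 1.51, 1.30 and 1.21, and for MYH16, LAMP3 and PTPN22 in DOC, by 1.35, 1.18 and 1.11, of which PTPN22 did not pass within batch 2 (adjusted p = 0.204 from edgeR). Of the genes tested for a difference from UNT, edgeR called 803 more positive and 830 more negative in CAR, and 1762 and 1432 in DOC. With DESeq2's size factors these were 634 and 987 in CAR and 1300 and 1786 in DOC, so the balance of directions depended on the scaling.
Across 13828 genes tested in both, the CAR and UNT log2 fold changes had a Pearson r of 0.765 (jackknife standard error over libraries 0.0242), genes not being independent replicates, with 0.565 by DESeq2 and 0.142 with no count filter. The slope of CAR on UNT was 0.495. Among the 7996 of these genes called in UNT, the median absolute log2 fold change was 0.296 in UNT and 0.161 in CAR, a selection that favours the larger value in UNT. DOC and UNT had a Pearson r of 0.578 across 14219 genes (jackknife standard error over libraries 0.0317), with 0.509 within batch 2, 0.365 by DESeq2 and 0.146 with no count filter. Opposite calls numbered 87 between CAR and UNT and 355 between DOC and UNT.
Differences below are between mean scores, and the adjusted p values beside them come from fry's own fit of all 38 libraries. By fry the CAR effect was below that of UNT for direct WNT targets (difference −0.19, adjusted p = 0.00904), EMT (−0.09, adjusted p = 0.00592), E2F targets (−0.25, adjusted p = 0.000143) and DNA repair (−0.12, adjusted p = 0.000899). Within batch 2 the difference for direct WNT targets did not pass (adjusted p = 0.104). It was above that of UNT for G2M (0.23, adjusted p = 0.00111), MYC targets V1 (0.11, adjusted p = 0.00172), MYC targets V2 (0.09, adjusted p = 0.00629) and ribosomal protein genes (0.18, adjusted p = 0.0306). Interferon-stimulated genes (−0.28, adjusted p = 2.23e-08) and immune and stromal markers (−0.03, adjusted p = 0.00100) were also called lower in CAR by fry. For the markers, the score difference of −0.03 is smaller than the standard errors of the score effects in CAR and UNT (0.045 and 0.063). The DOC effect was below that of UNT for direct WNT targets (−0.26, adjusted p = 0.00331), EMT (−0.15, adjusted p = 0.00541), E2F targets (−0.19, adjusted p = 0.00603), p53 targets (−0.12, adjusted p = 0.0306) and immune and stromal markers (−0.13, adjusted p = 0.00607). It was above that of UNT for glycolysis (0.18, adjusted p = 0.000287) and MYC targets V1 (0.08, adjusted p = 0.00904). Camera, which compares a list with the other genes under an estimated correlation, called only the interferon difference between CAR and UNT (adjusted p = 0.00102). The others had adjusted p from 0.168 to 0.63 by camera. The WNT hallmark list and the diapause-like signature did not differ from UNT in either drug by fry.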

Functional assays confirmed reduced proliferation in chemotherapy-sorted WNT^High^ versus WNT^Low^ populations (Fig. 2I). Costaining of GFP (WNT activity) with Annexin V showed that WNT^High^ cells had lower apoptosis, indicating that treatment primarily eliminates WNT^Low^ cells while enriching WNT^High^ persisters (Fig. 2J).

Together, these findings demonstrate that only WNT^High^ cells, both in parental drug-naïve and chemotherapy-treated conditions, exhibit a *bona fide* diapause-like transcriptional and functional phenotype. Thus, not all early persisters are diapause-like, and WNT transcriptional activity serves as a distinct biomarker of this state.

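Mean scores of MYC targets V1 and V2 were lower in the WNT High gate of CAR, DOC and UNT, and those of the WNT/β-catenin hallmark, Notch, angiogenesis and hypoxia lists were higher. These are means over members, since in DOC 5 of 29 Notch genes were called higher and 2 lower, and in CAR 12 of 48 hypoxia genes higher and 9 lower. The CAR hypoxia call ended with z scores, GSVA or no batch term (adjusted p = 0.496, 0.569 and 0.187), and the UNT one with GSVA (adjusted p = 0.256). Without a batch term, calls ended for MYC targets V2 in CAR (adjusted p = 0.103) and for MYC targets V1, V2, Notch and angiogenesis in DOC (adjusted p = 0.294, 0.345, 0.113 and 0.154). The DOC angiogenesis call also ended with no count filter (adjusted p = 0.354). The UNT WNT/β-catenin call ended with no count filter, after the length correction and without WNT High replicate 4 (adjusted p = 0.171, 0.0533 and 0.0800). The caspase-3 signature also scored lower in the WNT High gate under each treatment, and in CAR its call ended with GSVA and within batch 2 (adjusted p = 0.0722 and 0.0556). E2F targets of S phase and DNA repair scored higher in UNT (0.17 and 0.08, exact permutation test, adjusted p = 0.00635 each) and passed in neither drug by the main score. In CAR, E2F targets passed as lower with no count filter (adjusted p = 0.0484), and DNA repair with z scores, with no count filter and after the length correction (adjusted p = 0.0376, 0.0356 and 0.0259). The mean score of the diapause-like signature passed in UNT and in neither drug, except in CAR after the length correction (exact permutation test, adjusted p = 0.0179). With GSVA it passed in CAR and DOC (exact permutation test, adjusted p = 0.0272 and 0.0233) and not in UNT (adjusted p = 0.0706). fry did not separate its effect in CAR or DOC from that in UNT (adjusted p = 0.176 and 0.168). Of the 28 lists, 15 passed in CAR, 16 in DOC and 25 in UNT. With GSVA in place of the mean score, 10, 13 and 15 passed. The paper's conclusion rests on its own signature scores and quantile regressions, and its functional part on the assays of Fig. 2I, in chemotherapy-sorted cells, and Fig. 2J.

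**Figure D2:**
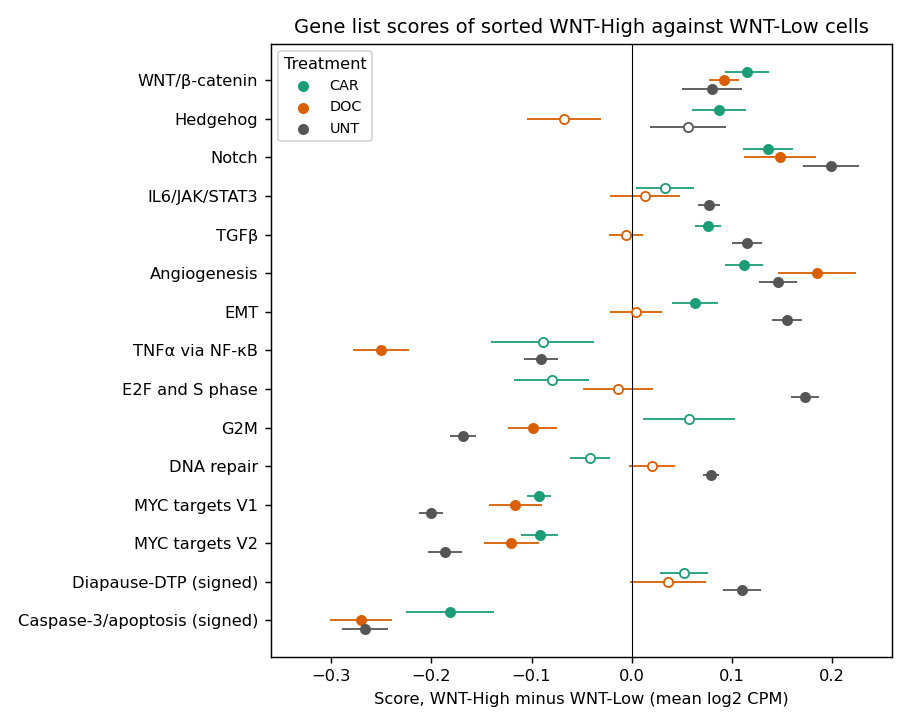
Difference in list score between WNT High and WNT Low libraries (log2 units, mean ± standard error) for 15 gene lists in CAR, DOC and UNT, with filled points at an adjusted p under 0.05 from the exact permutation test and open points otherwise. MYC targets lie below 0 and the WNT/β-catenin hallmark above 0 in every treatment.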

### WNT pathway activation triggers reduced proliferation, mimicking a diapause-like state in parental TNBC cells

To investigate the effects of activating the WNT signaling pathway in parental TNBC cells under chemotherapy-naïve conditions, we used two distinct GSK3 inhibitors, CHIR and BIO, which stabilize β-catenin (38). Treatment with either CHIR or BIO resulted in activation of the WNT signaling pathway (Fig. 3A and B) alongside a significant increase in transcriptional levels of WNT target gene, *AXIN2* (Supplementary Fig. S4A).

**Figure 3.**
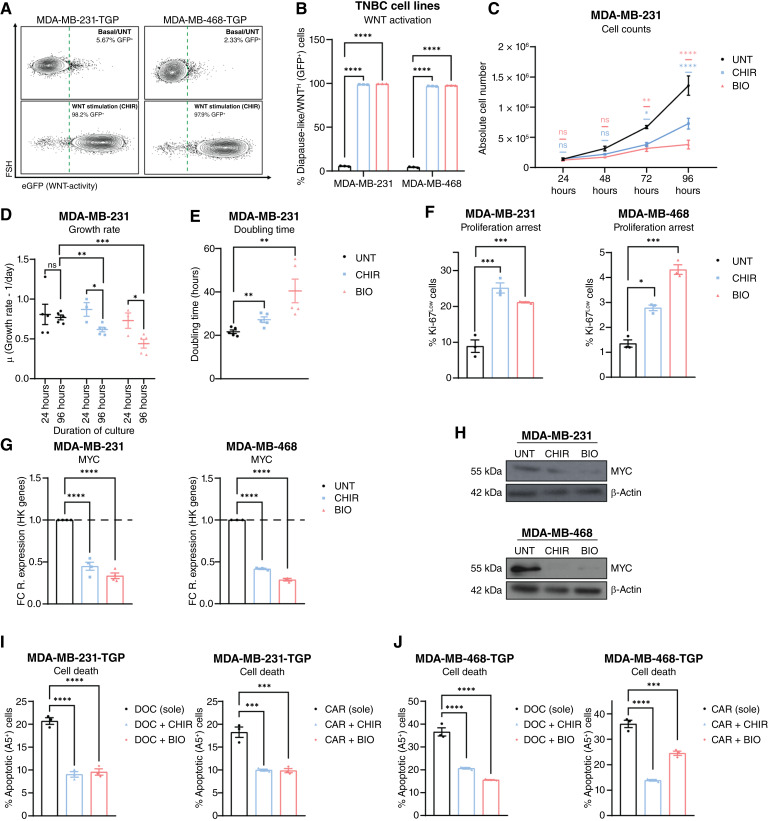
WNT pathway activation triggers reduced proliferation mimicking a diapause-like state in parental TNBC cells. **A,** Flow cytometry contour plots showing % diapause-like/WNT^High^ (GFP^+^) cells within viable (DAPI^−^) cells in MDA-MB-231-TGP and MDA-MB-468-TGP cell lines under basal (UNT; top) and WNT-stimulated (CHIR, 8 μmol/L, 72 hours; bottom) culture conditions. Right of dashed green line indicates diapause-like/WNT^High^ (GFP^+^) cells. **B,** Flow cytometry of % diapause-like/WNT^High^ (GFP^+^) cells in MDA-MB-231-TGP and MDA-MB-468-TGP cell lines under WNT-stimulatory conditions treated with CHIR (8 μmol/L) or BIO (3 μmol/L) for 72 hours. Two-way ANOVA and Tukey correction, *n* = 3. **C,** Absolute cell numbers of the MDA-MB-231 cell line treated with CHIR or BIO for 96 hours. Two-way ANOVA and Tukey correction, *n* = 3. **D,** Growth rate of the MDA-MB-231 cell line at 24 and 96 hours under UNT, CHIR, or BIO. Multiple *t* tests, Holm–Sidak correction, *n* = 3. **E,** Doubling time of MDA-MB-231 cell line at 96 hours under UNT, CHIR, or BIO. Multiple *t* tests, Holm–Sidak correction, *n* = 3. **F,** Flow cytometry of % cells in proliferation arrest (Ki-67^Low^ cells) in MDA-MB-231 and MDA-MB-468 cell lines after 96 hours of CHIR or BIO treatment. Multiple *t* tests, Holm–Sidak correction, *n* = 3. **G,** qRT-PCR of *MYC* in MDA-MB-231 and MDA-MB-468 cell lines after 72 hours of CHIR or BIO treatment, displayed as FC (to UNT) of 2^−dCt^ [relative to housekeeping (HK) genes]. Unpaired *t* tests on 2^−dCt^ values, *n* = 3. **H,** Western blots of MYC in MDA-MB-231 and MDA-MB-468 cell lines after 72 hours of CHIR or BIO treatment. **I** and **J,** Flow cytometry of apoptotic (% Annexin V^+^) cells in MDA-MB-231-TGP and MDA-MB-468-TGP cell lines treated with DOC or CAR for 72 hours, with/without 48 hours CHIR or BIO pretreatment. One-way ANOVA and Dunnett correction, *n* = 3. Unless specified otherwise, all data are presented as the mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; ns, not significant.

GSK3 inhibition significantly inhibited the proliferation of MDA-MB-231 cells, as observed with cell counts recorded over a 96-hour time-course (Fig. 3C). CHIR- and BIO-treated cells exhibited a significant decrease in growth rate at 96 hours (μ: 0.61 and 0.44 for CHIR and BIO, respectively; Fig. 3D) and significant increase in doubling time at 96 hours (27.2 and 40.4 hours for CHIR and BIO, respectively; Fig. 3E) compared with UNT cells (μ: 0.77 and doubling time = 21.66 hours). These findings were corroborated by additional testing using the MDA-MB-468 cell line (Supplementary Fig. S4B–S4D). Notably, the decline in cell count was not attributed to apoptotic effects exerted via either GSK3 inhibitor (Supplementary Fig. S4E). Immunofluorescence staining of proliferation marker Ki-67 highlighted a significant induction of growth arrest under WNT-stimulatory conditions (Fig. 3F), suggesting that activation of the WNT signaling pathway prompts a state of paused proliferation in TNBC cell lines.

CHIR or BIO treatment significantly reduced *MYC* and *NMYC* expression and MYC protein levels in MDA-MB-231 and MDA-MB-468 cells (Fig. 3G and H; Supplementary Fig. S4F), linking WNT activation to a suppressed MYC phenotype. To test whether WNT activation induces drug tolerance, TNBC cells were pretreated with CHIR or BIO, followed by chemotherapy. Pretreated cells showed reduced apoptosis compared with chemotherapy treatment alone (Fig. 3I and J; Supplementary Fig. S4G).

Together, these findings indicate that WNT activation in TNBC promotes growth arrest, downregulates MYC, and enhances chemoresistance, recapitulating key features of a diapause-like persister phenotype.

### Induction of transient *de novo* WNT signaling transcriptional activation in response to chemotherapy in *in vitro* TNBC cell lines and an *in vivo* TNBC xenograft model

The evolution of DTP cells during treatment remains a hotly debated topic, with some studies suggesting the enrichment of pre-existing DTP populations (16, 39, 40), whereas others propose a temporary phenotypic transition due to cellular plasticity (1, 2, 17, 18, 41). To explore the dynamics of this process, we monitored the activation of the WNT reporter in the WNT^High^ population through live-cell imaging.

Under UNT conditions, levels of WNT^High^ cells remained stable (Fig. 4A, black line). In contrast, DOC or CAR treatment gradually enriched WNT^High^ cells (Fig. 4A, green and red lines), consistent with our previous FACS-based results. To visualize WNT transcriptional activation dynamics at single-cell resolution, we tracked the original WNT state of WNT^High^ cells (starting at 60 hours and back to 0 hour) under UNT or chemotherapy-treated conditions, defining distinct WNT activation dynamics (Fig. 4B and Supplementary representative images Supplementary Fig. S5A). In UNT conditions, 55% of WNT^High^ cells observed at 60 hours were initially WNT^High^ at T_0_, whereas 34% were activated during the culture span (modes #2 and #1, respectively; Fig. 4C, Supplementary representative images Supplementary Fig. S5B, and Supplementary Videos SV1 and SV2). Under DOC or CAR treatment, most WNT^High^ cells at 60 hours (58% and 55%, respectively) were *de novo*–activated from WNT^Low^ cells at T_0_ (mode #1), whereas only 27% and 34% were initially WNT^High^ at T_0_ (mode #2; Fig. 4D and E, representative images Fig. 4F and G, and Supplementary Videos SV3–SV6). These findings suggest that chemotherapy-induced WNT pathway enrichment primarily arises from *de novo* activation rather than selection of preexisting WNT^High^ cells. Additional dynamics (modes #3 and #4) occurred in minority cases, whereas cells that fell out of the imaging frame were considered of unknown origin/state (mode #5). Similar patterns were validated using the PDC-BRC-101-TGP cell line (Supplementary Fig. S5C–S5F).

**Figure 4.**
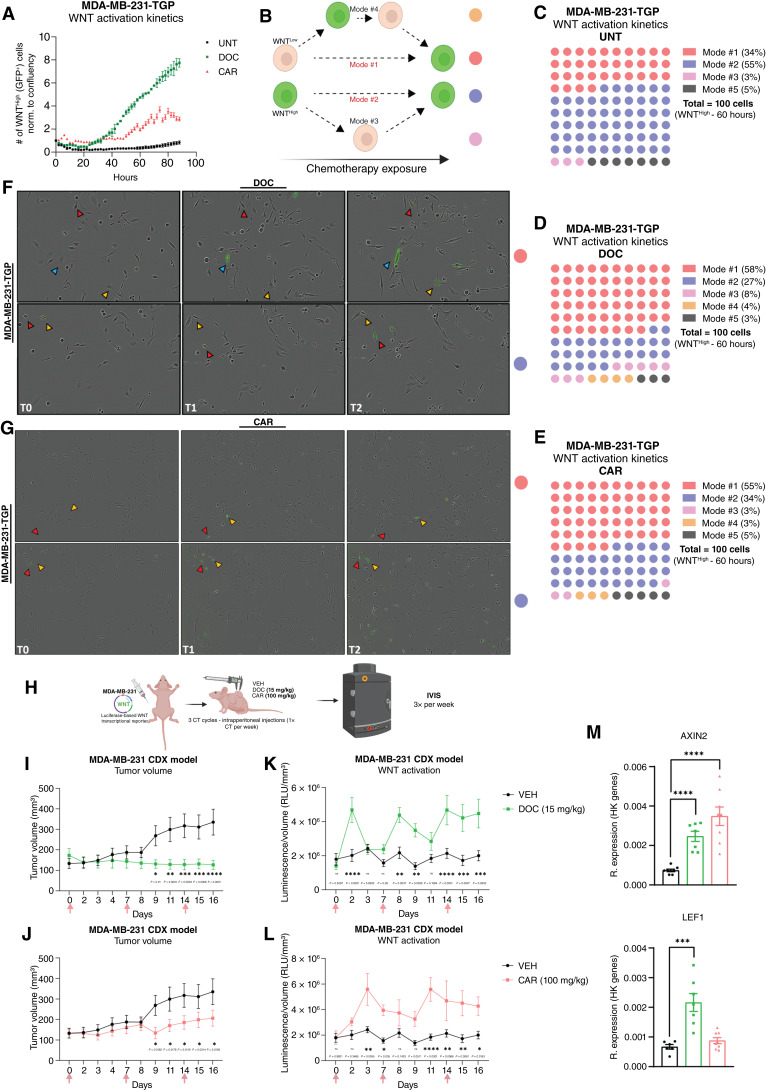
Induction of transient *de novo* WNT signaling transcriptional activation in response to chemotherapy in in *vitro* TNBC cell lines and in an *in vivo* TNBC xenograft model. **A,** Number of WNT^High^ (GFP^+^) cells by live-cell imaging, normalized to confluency, in MDA-MB-231-TGP cell line treated with DOC or CAR. **B,** Schematic of WNT activation fluctuation dynamics (mode-numbered and color-coded). **C–E,** Quantification of WNT activation dynamics in the MDA-MB-231-TGP cell line (UNT, DOC, or CAR). *n* = 100 cells tracked every 2 hours for 60 hours; each circle equals one cell, color-coded as in **B**. **F** and **G,** Time-lapse stills of MDA-MB-231-TGP cell line treated with DOC (top) or CAR (bottom) showing mode #1 and mode #2 (color-coded as in **B**). T0 = 0 hour; T1 = 30 hours; and T2 ≈ 50 hours. Colored arrows track the same cells across frames (horizontal). **H,** Cell line–derived xenograft experimental setup to study WNT signaling pathway kinetics under chemotherapy *in vivo*. MDA-MB-231 cells were engineered with the WNT transcriptional reporter TOPFLASH (33), a β-catenin–responsive firefly luciferase reporter plasmid, compatible for use with the *in vivo* live imaging system (IVIS). **I** and **J,** Tumor growth of subcutaneous xenografts treated with VEH, DOC (15 mg/kg/week; top), or CAR (100 mg/kg/week; bottom). Pink arrows, chemotherapy administration. Two-way ANOVA and Fisher least significant difference test, *n* = 8–7 mice per treatment group. **K** and **L,** Levels of WNT activation (RLU/mm^3^) displayed as luminescent signals (RLU) captured by IVIS Spectrum normalized to tumor volume (mm^3^) in xenografts treated with VEH, DOC (top), or CAR (bottom). Two-way ANOVA and Fisher least significant difference test, *n* = 8–7 mice per treatment group. **M,** RT-qPCR of *AXIN2* and *LEF1* (WNT target genes) in samples resected from xenograft models treated with VEH, DOC, or CAR, displayed as 2^−dCt^ [relative to housekeeping (HK) genes]. Unpaired *t* tests, *n* = 8–7 mice per treatment group. Unless specified otherwise, all data are presented as the mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; ns, not significant. **B,** Created in BioRender. Lluis Vinas, F. (2025) https://BioRender.com/xst2v9g; **H,** Created in BioRender. Lluis Vinas, F. (2025) https://BioRender.com/02xhwbh.

Next, we assessed the dynamics after treatment was halted (Supplementary Fig. S5G). After chemotherapy withdrawal, diapause-like WNT^High^ fractions stabilized or increased for up to 3 weeks but declined after extended chemotherapy-free culture (4 weeks), restoring WNT populations to levels similar to that of UNT/basal-cultured cells (Supplementary Fig. S5H–S5K). Chemotherapy-recovered MDA-MB-231-TGP cell lines (DOC^REC^ and CAR^REC^) also reverted to normal (relative to UNT) rates of proliferation and drug tolerance (Supplementary Fig. S5L and S5M), confirming the transient and reversible nature of the diapause-like early persister phenotype driven by chemotherapy-induced WNT activation.

We next established cell line–derived xenograft models using MDA-MB-231 cells carrying a WNT transcriptional reporter (TOPFLASH; ref. 33) to examine *in vivo* dynamics (Fig. 4H). DOC or CAR treatment reduced tumor volume compared with VEH controls (Fig. 4I and J), without affecting body weight (Supplementary Fig. S5N; refs. 25, 42). IVIS imaging revealed WNT activation as early as 48 hours (DOC) or 72 hours (CAR), followed by a decline later in the week; this dynamic pattern repeated with subsequent doses (Fig. 4K and L, and Supplementary representative images Supplementary Fig. S5O). Gene expression analysis on the resected tumors confirmed elevated expression levels of WNT target genes (*AXIN2* and *LEF1*) in chemotherapy-treated groups (Fig. 4M).

Altogether, our *in vitro* findings show that the diapause-like WNT^High^ phenotype results namely from a *de novo* chemotherapy-driven action rather than solely representing a manifestation of an inherently chemotherapy-resistant subpopulation selected under treatment pressure. Notably, upon chemotherapy removal, WNT activity levels revert to baseline levels, indicating a transient enrichment of a diapause-like WNT^High^ cell state dependent on chemotherapy pressure. Furthermore, we demonstrate the activation dynamics of the WNT signaling pathway in chemotherapy-treated tumors within an *in vivo* setting, highlighting a transient and dynamic nature.

### Chemotherapeutic treatment induces elevated transcriptional expression of WNT ligands, WNT enhancers, and WNT secretion machinery components

The WNT signaling pathway is activated by 19 extracellular WNT ligands binding membrane receptors, with secretion requiring Porcupine (PORCN)-mediated acylation and transport by Wntless/evenness interrupted (31, 43). Additionally, the RSPO protein family has been shown to enhance WNT ligand activity to further promote WNT pathway activation (31, 43). Focusing on established canonical WNT and RSPO ligands, we found *WNT2B*, *WNT3*, *WNT3A*, *WNT7B*, *RSPO1*, and *RSPO3*, as well as WNT ligand secretion machinery, *WLS* and *PORCN*, to be steadily expressed in basal conditions across all analyzed TNBC cell lines (Supplementary Fig. S6A–S6C) and significantly increased under chemotherapy-treatment conditions (Fig. 5A–C), suggesting that chemotherapeutic exposure actively promotes elevated transcription levels of several key components involved in canonical WNT pathway activation.

**Figure 5.**
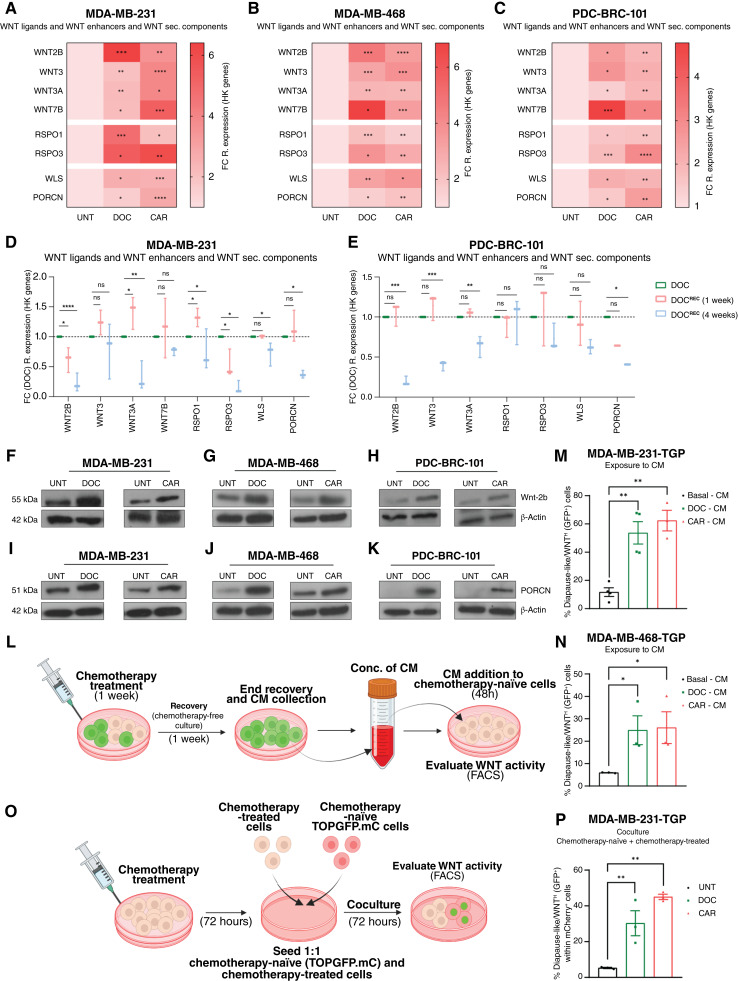
Chemotherapeutic treatment induces elevated transcriptional expression of WNT ligands, WNT enhancers, and WNT secretion machinery components. **A–C,** qRT-PCR heatmaps of WNT ligands (*WNT2B*, *WNT3*, *WNT3A*, and *WNT7B*), WNT enhancers (*RSPO1* and *RSPO3*), and WNT ligand secretion machinery components (*WLS* and *PORCN*) in TNBC cell lines treated with DOC or CAR for 72 hours, displayed as FC (to UNT) of 2^−dCt^ [relative to housekeeping (HK) genes]. Unpaired *t* tests on 2^−dCt^ values, *n* = 3. **D** and **E,** qRT-PCR of same genes as in **A–C** in MDA-MB-231 and PDC-BRC-101 cell lines treated with DOC following the scheme in Supplementary Fig. S5G, displayed as FC (to DOC) of 2^−dCt^ values (relative to HK genes). Unpaired *t* tests on 2^−dCt^ values, *n* = 3. **F–H,** Western blots of Wnt-2b in TNBC cell lines treated with DOC or CAR for 72 hours. **I–K,** Western blots of PORCN in TNBC cell lines treated with DOC or CAR for 72 hours. **L,** CM experimental setup. **M** and **N,** Flow cytometry of % diapause-like/WNT^High^ (GFP^+^) cells within viable (DAPI^−^) MDA-MB-231-TGP and MDA-MB-468-TGP cell lines cultured with concentrated basal-, DOC-, or CAR-CM for 48 hours. Unpaired *t* tests, *n* = 3. **O,** Coculture experimental setup. **P,** Flow cytometry of % diapause-like/WNT^High^ (GFP^+^) cells within viable (DAPI^−^) chemotherapy-naïve MDA-MB-231-TGP.mC (mCherry-TOP-GFP) cocultured with DOC- or CAR-treated MDA-MB-231 cells for 72 hours. Unpaired *t* tests, *n* = 3. Unless specified otherwise, all data are presented as the mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; ns, not significant. **L,** Created in BioRender. Lluis Vinas, F. (2025) https://BioRender.com/j9nb1n9; **O,** Created in BioRender. Lluis Vinas, F. (2025) https://BioRender.com/j9nb1n9.

Furthermore, gene expression analysis performed on the resected tumors from our previous *in vivo* experimental setup (Fig. 4H) revealed that expression of various WNT ligands (*WNT2B*, *WNT3A*, and *WNT7B*), enhancers (*RSPO1* and *RSPO3*), and secretion machinery components (*WLS* and *PORCN*) was upregulated in chemotherapy-treated groups (Supplementary Fig. S6D).

During drug holidays, the expression levels of the majority of WNT activation components remained elevated after 1 week of chemotherapy recovery (Fig. 5D and E, pink bars) but declined after 4 weeks, coinciding with the return of diapause-like WNT^High^ cells to basal levels (Fig. 5D and E, light blue bars, and Supplementary Fig. S5H–S5K) and indicating that exit from a diapause-like early persister cell state correlates with decreased WNT ligand expression upon drug holidays. Western blots confirmed upregulation of the WNT ligand Wnt-2b and the acyltransferase PORCN after DOC or CAR treatment in all TNBC lines (Fig. 5F–K).

CM from 1-week chemotherapy recovery cultures increased diapause-like WNT^High^ cells in chemotherapy-naïve populations (CM, Fig. 5L–N). Likewise, coculture of chemotherapy-naïve (MDA-MB-231-mCherry-TGP) with chemotherapy-recovering (MDA-MB-231) cells significantly enriched WNT^High^ cells in the naïve population (Fig. 5O and P).

In summary, our findings demonstrate that chemotherapeutic treatment leads to elevated expression levels of WNT ligands, enhancers, and components of the WNT secretory apparatus, highlighting a significant role for WNT activators in regulating entry into and exit from a diapause-like WNT^High^ state under chemotherapeutic pressure.

### WNT ligand secretion inhibition alongside chemotherapeutic treatment hinders diapause-like early persister cell enrichment *in vitro* and synergistically sensitizes an *in vivo* TNBC xenograft model

Previous work linked therapy-induced WNT activation to cell-autonomous mechanisms independent of ligand secretion (44). To test whether diapause-like persister formation depends on WNT ligand secretion, we stably transduced TNBC cells with lentiviral shRNAs against PORCN, which is required for WNT ligand secretion (45). Chemotherapy-treated PORCN-silenced cells (shPORCN#1) showed reduced active β-catenin and fewer diapause-like WNT^High^ cells, confirming an essential role for PORCN in chemotherapy-induced enrichment (Supplementary Fig. S7A–S7C). Whereas PORCN silencing did not affect viability under basal conditions, it markedly increased apoptosis and necrosis upon chemotherapy, indicating strong sensitization (Fig. 6A–C). Similar results were obtained with a second shRNA (shPORCN#4; Supplementary Fig. S7D–S7F).

**Figure 6.**
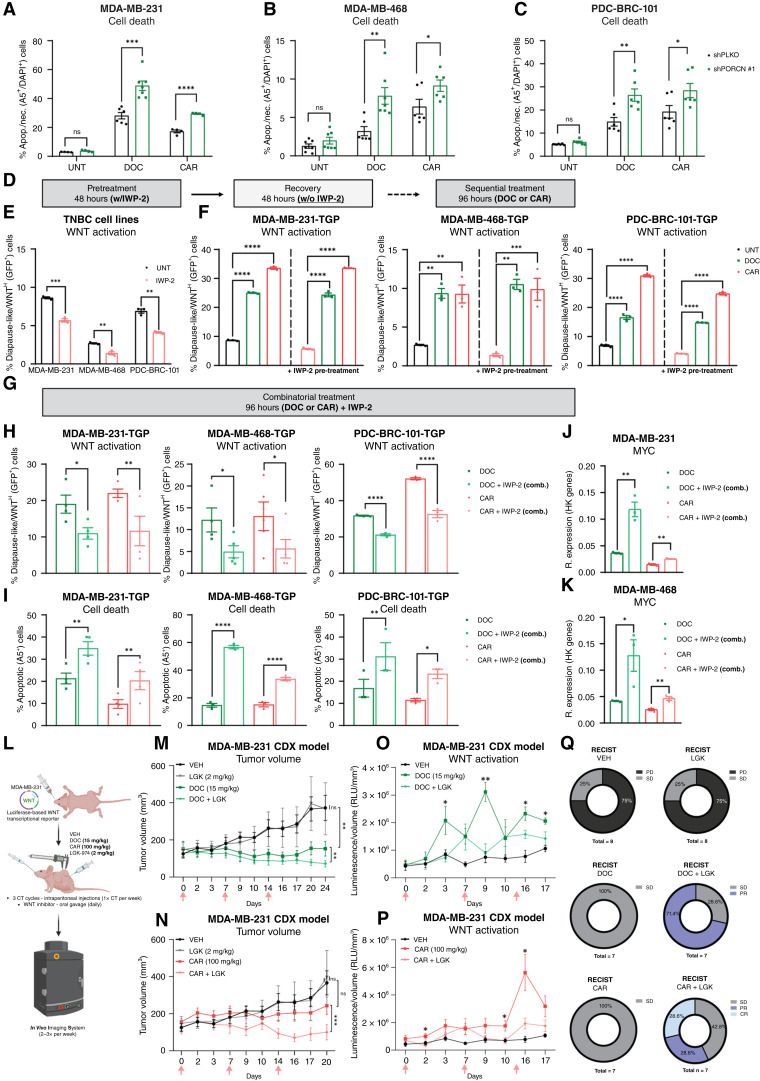
WNT ligand secretion inhibition alongside chemotherapeutic treatment hinders diapause-like early persister cell enrichment *in vitro* and synergistically sensitizes an in *vivo* TNBC xenograft model. **A–C,** Flow cytometry of apoptotic and necrotic (% Annexin V^+^/DAPI^+^) cells in TNBC cell lines (shPLKO vs. shPORCN#1) treated with DOC or CAR for 96 hours. Unpaired *t* tests, *n* = 4. **D,** Sequential treatment model. IWP-2 pretreatment (48 hours) followed by a recovery period then chemotherapy. **E,** Flow cytometry of % diapause-like/WNT^High^ (GFP^+^) within viable (DAPI^−^) cells in TNBC-TGP cell lines pretreated with IWP-2 (10 μmol/L, 48 hours). Multiple *t* tests, Holm–Sidak correction, *n* = 3. **F,** Flow cytometry of % diapause-like/WNT^High^ (GFP^+^) within viable (DAPI^−^) cells in TNBC-TGP cell lines treated with DOC or CAR for 96 hours (with or without IWP-2 pretreatment). Multiple *t* tests, Holm–Sidak correction, *n* = 3. **G,** Combinatorial treatment model schematic. **H,** Flow cytometry of % diapause-like/WNT^High^ (GFP^+^) within viable (DAPI^−^) cells in TNBC-TGP cell lines treated with DOC or CAR for 96 hours (sole or in combination with IWP-2). Unpaired t tests, *n* = 4. **I,** Flow cytometry of apoptotic (% Annexin V^+^) cells in TNBC cell lines treated with DOC or CAR for 96 hours (sole or in combination with IWP-2). Unpaired *t* tests, *n* = 4. **J** and **K,** qRT-PCR of *MYC* in MDA-MB-231 and MDA-MB-468 cell lines treated with DOC or CAR for 96 hours (sole or in combination with IWP-2), displayed as 2^−dCt^ [relative to housekeeping (HK) genes]. Unpaired *t* tests, *n* = 3. **L,** Cell line–derived xenograft experimental setup with WNT ligand secretion inhibition *in vivo*. **M** and **N,** Tumor growth of subcutaneous xenografts treated with VEH, LGK (2 mg/kg/day), DOC, DOC + LGK (top), CAR, or CAR + LGK (bottom). Pink arrows, chemotherapy administration. Paired *t* tests (based on all tumor volumes), *n* = 8–5 mice per treatment group. **O** and **P,** Levels of WNT activation (RLU/mm^3^) captured by IVIS Spectrum in xenografts treated as in **M** and **N**. Multiple *t* tests, *n* = 8–5 mice per treatment group. For **M–P**, the number of animals was as follows: VEH = 8, LGK = 7, DOC = 7, DOC + LGK = 6, CAR = 7, and CAR + LGK = 5 animals. **Q,** RECIST classification (% animals per group) as complete response (CR), partial response (PR), stable disease (SD), or progressive disease (PD) for VEH, LGK, DOC, DOC + LGK, CAR, and CAR + LGK. Unless specified otherwise, all data are presented as the mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; ns, not significant. **L,** Created in BioRender. Lluis Vinas, F. (2025) https://BioRender.com/02xhwbh.

Next, we investigated whether pharmacologic inhibition of PORCN could also prove effective in curbing the induction of diapause-like WNT^High^ cells under treatment pressure. We examined two distinct approaches to target treatment-induced diapause-like WNT^High^ cells. In the first approach, we pretreated TNBC cell lines with the inhibitor of WNT production-2 (IWP-2; ref. 46) for 48 hours, followed by the application of chemotherapy (sequential treatment). In the second approach, we applied chemotherapeutic treatment simultaneously in combination with IWP-2 (combinatorial treatment).

Pretreatment (sequential treatment strategy; Fig. 6D) with IWP-2 led to a notable reduction in the percentage of diapause-like WNT^High^ cells (Fig. 6E) with no effects on cell viability (Supplementary Fig. S7G–S7I, black and gray bars). However, subsequent chemotherapy treatment induced robust WNT activation similar to chemotherapy treatment alone (Fig. 6F), and no sensitization effect was observed (Supplementary Fig. S7G–S7I), indicating that sequential inhibition cannot prevent *de novo* chemotherapy-induced diapause-like WNT^High^ cell enrichment.

In the second approach (combinatorial treatment strategy; Fig. 6G), simultaneous treatment with chemotherapy in combination with IWP-2 led to a significant decrease in the percentage of diapause-like WNT^High^ cells (Fig. 6H) and resulted in a substantial increase in apoptotic cell death compared with treatment with either chemotherapeutic agent alone (Fig. 6I). Interestingly, we observed that the supplementation of IWP-2 alongside chemotherapy resulted in a significant rescue of *MYC* levels (Fig. 6J and K). Similar results were obtained with a second PORCN inhibitor, LGK-974 (WNT-974; Supplementary Fig. S7J–S7O; refs. 25, 47, 48).

Interestingly, the use of LGK-974 in *in vivo* xenograft models (Fig. 6L), combined with either DOC or CAR treatment, resulted in a substantial and significant decrease in WNT pathway activation, correlating with marked reduction in tumor volume compared with sole chemotherapy-, LGK-, or VEH-treated groups (Fig. 6M–P, representative images Supplementary Fig. S7P, and Supplementary Table S7). Notably, LGK treatment, alone or in combination with chemotherapy, had no effect on mouse body weight observed during the treatment course (Supplementary Fig. S7Q; ref. 49).

RECIST (50) analysis was performed to assess tumor response to treatment, categorizing outcomes into PD, SD, PR, and CR. In the VEH group, 75% (6/8) of tumors were PD and 25% (2/8) were SD (Fig. 6Q). LGK-974 alone produced a similar pattern (75% PD and 25% SD), indicating no impact on tumor response. Sole DOC and CAR treatment yielded 100% (7/7) SD, confirming chemotherapy efficacy in controlling tumor growth. In the DOC + LGK group, 28.6% (2/7) tumors were SD and 71.4% (5/7) were PR, improving outcomes compared with DOC alone (100% SD). Similarly, in the CAR + LGK group, 42.8% (3/7) were SD, 28.6% (2/7) PR, and 28.6% (2/7) CR, demonstrating enhanced responses with combination therapy (Fig. 6Q).

In summary, simultaneous, rather than sequential, treatment with chemotherapy and PORCN inhibitors reduced diapause-like WNT^High^ enrichment *in vitro* and significantly enhanced TNBC tumor sensitivity to chemotherapy *in vivo*.

### Preclinical PDO models recapitulate chemotherapy-mediated WNT activation and sensitization to synergistic WNT ligand secretion inhibition

Transcriptomic analysis of longitudinally paired breast cancer patient samples during NAC treatment (GSE123845; Fig. 7A; ref. 51) showed that a WNT signaling signature (derived from chemotherapy-sorted WNT^High^ cells) was significantly enriched in tumor samples obtained from patients undergoing (on-NAC) NAC treatment (Fig. 7B; Supplementary Table S8). Similarly, a significant enrichment of the Rehman and colleagues (1) diapause-like gene signature and a significant reduction in the MYC hallmark signature (Fig. 7C and D) were seen in samples obtained from patients on-NAC, further highlighting the interplay between the WNT^High^ and diapause-like cell phenotypes in a clinical setting.

**Figure 7.**
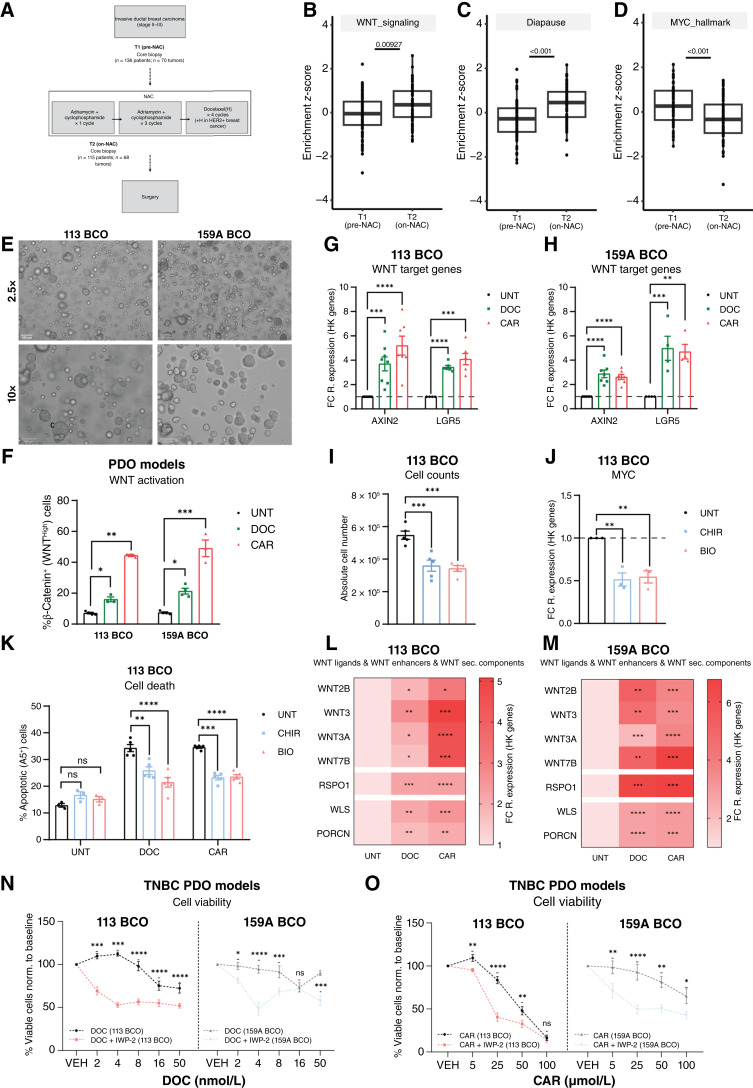
Preclinical PDO models recapitulate chemotherapy-mediated WNT activation and sensitization to synergistic WNT ligand secretion inhibition. **A,** Overview of patient dataset (GSE123845) analyzed in this study. **B–D,** Boxplots showing single-sample gene set enrichment scores of our in-house derived WNT^High^ signature, a diapause-DTP signature (1), and MYC gene set enrichment analysis hallmark signature in RNA-seq data of breast cancer biopsies obtained prior to (pre-NAC; *n* = 70 tumors) and during NAC (on-NAC; *n* = 68 tumors). **E,** Phase-contrast images of TNBC-PDO models 113 BCO (left) and 159A BCO (right) under basal conditions at 2.5× (top) and 10× (bottom) magnification. **F,** Flow cytometry of % β-catenin^+^ WNT-active cells in 113 BCO and 159A BCO models treated with DOC (16 nmol/L for 113 BCO and 8 nmol/L for 159A BCO) or CAR (50 μmol/L for 113 BCO and 125 μmol/L for 159A BCO) for 96 hours. Multiple *t* tests, Holm–Sidak correction, *n* = 3. **G** and **H,** qRT-PCR of WNT target genes (*AXIN2* and *LGR5*) in 113 BCO and 159A BCO models treated with DOC or CAR for 96 hours, displayed as FC (to UNT) of 2^−dCt^ [relative to housekeeping (HK) genes]. Multiple *t* tests on 2^−dCt^ values, Holm–Sidak correction, *n* = 4. **I,** Absolute cell number of 113 BCO model treated with CHIR (8 μmol/L) or BIO (3 μmol/L) for 72 hours. Unpaired *t* tests, *n* = 3. **J,** RT-qPCR of *MYC* in 113 BCO model treated with CHIR or BIO for 72 hours, displayed as FC (to UNT) of 2^−dCt^ (relative to HK genes). Unpaired *t* tests on 2^−dCt^ values, *n* = 3. **K,** Flow cytometry of apoptotic (% Annexin V^+^) cells in 113 BCO model treated with DOC or CAR for 96 hours (sole or pretreated with CHIR or BIO for 48 hours). Two-way ANOVA and Tukey correction, *n* = 3. **L** and **M,** qRT-PCR heatmaps of WNT ligands, enhancers, and secretion machinery components in 113 BCO and 159A BCO models treated with DOC or CAR for 96 hours, displayed as FC (to UNT) of 2^−dCt^. Unpaired *t* tests on 2^−dCt^ values, *n* = 4. **N** and **O,** Drug dose–response curves of 113 BCO and 159A BCO models treated with DOC or CAR (sole or in combination with IWP-2, 50 μmol/L). Viability in sole or combinatorial treatment is normalized to UNT or sole IWP-2 conditions (baseline). Multiple *t* tests, Holm–Sidak correction, *n* = 4. Unless specified otherwise, all data are presented as the mean ± SEM. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001; ****, *P* < 0.0001; ns, not significant. **A,** Created in BioRender. Lluis Vinas, F. (2025) https://BioRender.com/xst2v9g.

Next, we investigated the effects of chemotherapy on preclinical 3D PDO models (52). Two models, R1-IDC113 [113 breast cancer organoid (BCO)] and R2-IDC159A (159A BCO; Fig. 7E; Supplementary Fig. S8A), were used. Organoid models are typically cultured in growth factor–rich medium (53), including WNT ligand (Wnt-3a) and WNT ligand enhancer (RSPO3), possibly influencing studies of WNT pathway dynamics. Culturing either organoid model for four passages in a WNT^−^/RSPO^−^ BCO medium had no effect on the morphology, proliferation rate, or viability when compared with a baseline (WNT^+^/RSPO^+^) BCO medium (Supplementary Fig. S8B and S8C; ref. 54). Upon exposure to IC_50_ concentrations of either DOC or CAR (Supplementary Fig. S8D–S8G) in a WNT^−^/RSPO^−^ BCO medium, both PDO models exhibited a significant increase in active β-catenin levels (Fig. 7F; Supplementary Fig. S8H) and in expression levels of WNT target genes (Fig. 7G and H).

In the 113 BCO model, CHIR or BIO treatment resulted in transcriptional activation of WNT signaling as evidenced by increased WNT target gene expression (*AXIN2*; Supplementary Fig. S8I). In parallel, treatment with CHIR or BIO led to a significant decrease in cell number as a possible consequence of growth arrest (Fig. 7I) seen in conjunction with suppression of *MYC* and *NMYC* (Fig. 7J; Supplementary Fig. S8J). Furthermore, pretreatment with either CHIR or BIO induced a drug-tolerant phenotype, whereby we observed a significant decrease in apoptosis induction after chemotherapeutic treatment when compared with sole chemotherapy exposure (Fig. 7K).

Next, we confirmed significant elevation in the expression levels of WNT ligands, enhancers, and secretion machinery components in chemotherapy-treated PDO models (Fig. 7L and M). To investigate the efficacy of the combinatorial treatment strategy, both PDO models were exposed to WNT ligand secretion inhibition alone and in combination with increasing concentrations of either chemotherapeutic agent for 96 hours. At the used concentration, treatment of both PDO models with IWP-2 alone did not have any effect on cell viability or proliferation (Supplementary Fig. S8K), in accordance with the WNT^−^/RSPO^−^ culture conditions. However, exposure of both PDO models to chemotherapy in combination with IWP-2 led to a significant reduction in cell viability compared with chemotherapy alone (Fig. 7N and O). Interestingly, this sensitization effect was most pronounced when IWP-2 was supplemented with sublethal concentrations of chemotherapy (<16 nmol/L DOC and <50 μmol/L CAR – 113 BCO | <8 nmol/L DOC and <125 μmol/L CAR – 159A BCO).

In summary, our data demonstrate chemotherapy-induced WNT activation in TNBC preclinical PDO models and in transcriptomic datasets derived from on-NAC patients’ samples. PDO models exhibited a robust and enhanced sensitization to the combinatorial treatment approach comprising WNT ligand secretion inhibition alongside sublethal (<determined IC_50_) concentrations of chemotherapy.

## Discussion

Recent studies show that persister cells adopt a slow-growing state resembling dormancy or embryonic diapause, marked by negative *MYC* activity (1, 2). Whereas several nongenetic mechanisms promote drug tolerance (5, 25, 55, 56), the drivers of a diapause-like persister state remain unclear. Understanding the early events leading to this reversible state may reveal strategies to prevent drug resistance before it becomes established. Persistence typically emerges after approximately 9 days of continuous treatment *in vitro* (19), but the molecular cues initiating diapause-like features are poorly defined. In this study, we identified 72 hours as an early response point, with ∼50% fewer cells and ∼30% reduced viability, marking the onset of persister development. We show that WNT pathway activation not only induces but also serves as a biomarker of early diapause-like phenotypes, particularly under chemotherapy, but also in UNT parental cells. Moreover, we show that among early persister cells, only WNT-active cells acquire genuine transcriptional and functional diapause-like features.

Although mutations in WNT pathway components are rare in TNBC, dysregulated canonical WNT signaling and β-catenin stabilization have been linked to poor prognosis (31, 57–60). Prior studies mainly examined WNT in TNBC under unchallenged conditions (61, 62), whereas our work focuses on responses during chemotherapy. We found significant enrichment of WNT activity (WNT^High^ population) in treated tumors, indicating that even cancers with initially low or normal WNT levels can acquire WNT enrichment under therapy, promoting a diapause-like persister state. Current trials (NCT03447470 and NCT01351103) testing PORCN inhibition are limited to WNT-deregulated cancers and do not consider chemotherapy (47, 48). Our results indicate that inhibiting WNT ligand secretion could be beneficial not only for tumors initially characterized as WNT-addicted under baseline conditions but also for all patients with TNBC undergoing chemotherapy, whereby WNT ligand secretion inhibition would prevent the enrichment of a diapause-like persister cell population.

Wang and colleagues (44) recently showed that Otulin, a linear linkage-specific deubiquitinase, enhances β-catenin activity in a WNT ligand–independent manner and under genotoxic stress, primarily within the first 24 hours of drug treatment. In contrast, our study demonstrates that chemotherapy-induced WNT activation in TNBC depends on WNT ligands and persists well beyond this early window. Traditionally, WNT activation is linked to (i) increased proliferation through *MYC* upregulation (36, 37, 63, 64) and (ii) BCSC maintenance promoting drug tolerance (25, 57–59, 65). However, we find that chemotherapy-induced WNT activation does not enrich BCSCs (CD24^Low^/CD44^High^) but instead promotes a reversible diapause-like persister state. Moreover, WNT activation—via chemotherapy or GSK3 inhibition—drives a slow-proliferating, *MYC*-low transcriptional state resembling diapause. Prior reports confirm that, in certain contexts, WNT can suppress MYC (66–68). One possible explanation for this context-dependent effect is the complex interplay between WNT signaling and other pathways, such as TGFβ. Notably, WNT activation can induce TGFβ signaling (69, 70), which is known to antagonize *MYC* expression by promoting cell quiescence and differentiation, ultimately reducing *MYC* transcription (71, 72). Notably, reduced proliferation upon WNT activation in TNBC parallels findings in LGR5^+^ basal cell carcinoma models, in which therapy-induced WNT activity drives a slow-proliferative phenotype (73). This suggests that WNT activation may also promote diapause-like states in other cancers.

Enrichment of DTP cells has been observed across various chemotherapeutic treatments (3–5, 19). In this study, we examined DOC, which stabilizes microtubules, and CAR, which induces DNA crosslinks. Despite their different proapoptotic mechanisms, both treatments enriched diapause-like WNT^High^ cells, showing that distinct chemotherapies converge on WNT ligand upregulation and pathway activation. Interestingly, in regenerative models, such as *Hydra*, increased WNT ligand expression has been noted in cells undergoing apoptosis as a prosurvival mechanism in response to tissue damage (74). This suggests that, under chemotherapy, cells may activate analogous prosurvival mechanisms. Interestingly, our RNA-seq further revealed enrichment of other developmental and oncogenic pathways, including Hedgehog, Notch, IL6/JAK/STAT3, and TGFβ, in both chemotherapy-naïve and treated WNT^High^ cells, highlighting the possible involvement of additional cascades in persister induction.

Most current strategies target established DTP cells, for example, with BET inhibitors (75), rather than preventing the emergence of a diapause-like persister state. Our results show that combining WNT ligand secretion inhibitors with chemotherapy reduces diapause-like WNT^High^ enrichment and sensitizes tumors, highlighting translational potential for TNBC treatment. Importantly, timing is critical: pretreatment with PORCN inhibitors did not block the subsequent rise of WNT^High^ cells during chemotherapy, indicating limited benefit for sequential regimens. Instead, our findings support simultaneous combinatorial treatment with WNT inhibitors and chemotherapy to prevent diapause-like enrichment while enhancing tumor sensitivity.

The origin of DTP cells remains debated: some studies suggest a stable clonal origin, whereas others propose a transient drug-tolerant state induced by chemotherapy. Our live-cell imaging studies, which allow the tracking and tracing of WNT reporter TNBC cell lines, indicate that chemotherapy treatment leads to a significant enrichment of diapause-like WNT^High^ phenotype, primarily in cells that were initially in a WNT^Low^ state. This suggests a vital role of *de novo* activation of the WNT signaling pathway in response to chemotherapeutic treatment. Additionally, a lower but notable proportion of diapause-like WNT^High^ cells in chemotherapy-treated conditions were initially in a transcriptionally WNT-active state. These observations imply that both intrinsic and acquired resistance mechanisms, driven by WNT transcriptional activity, coexist and contribute to early DTP cell formation. Notably, GSK3 inhibition alone induced a diapause-like state in parental TNBC cells, demonstrating that this phenotype can arise independently of therapy and explaining its presence in chemotherapy-naïve populations (3–5). Importantly, the diapause-like state is transient and reversible: cells exit during drug holidays in parallel with reduced WNT ligand expression, indicating that WNT signaling regulates both entry into and exit from the diapause-like state.

A limitation of our study is the inability to resolve WNT signaling at single-cell resolution in our *in vivo* experiments. Whereas our luciferase-based WNT reporter enables real-time, noninvasive imaging of WNT pathway activation in response to chemotherapy, it does not allow for cell sorting or detailed profiling of WNT^High^ versus WNT^Low^ cells after tumor resection. In contrast to our *in vitro* model—in which fluorescence-based sorting permits analysis of transcriptional and functional heterogeneity—our *in vivo* experimental setup is restricted to bulk-level luminescence. Consequently, we refrained from assigning WNT^High^ or WNT^Low^ designation to tumors *in vivo* and instead focused on pathway activation at the whole-tumor level. Furthermore, the proliferative nature of the tumors *in vivo* precludes classification of these cells as DTPs or diapause-like cells. These limitations reflect both technical constraints and the complexity of modeling early persister states *in vivo*, underscoring the need for future models capable of spatiotemporal resolution of WNT signaling at the single-cell level.

Our work highlights that the transcriptional activity of the WNT signaling pathway, in parental (chemotherapy-naïve) tumors as well as under chemotherapy-treatment conditions, serves as a biomarker and mechanistic player inducing a diapause-like persister cell state. A combinatorial treatment strategy using chemotherapeutic agents alongside targeting the WNT signaling pathway through WNT ligand secretion inhibition is able to significantly impact the enrichment and induction of a diapause-like persister cell population, significantly sensitizing tumor cells to therapy.

## Supplementary Material

Figure S1 SUP. Fig. 1 - Distnct chemotherapy treatments converge on robust WNT/β-catenin pathway activation during early persister cell enrichment

Figure S2 SUP. Fig. 2 - Distnct chemotherapy treatments converge on robust WNT/β-catenin pathway activation during early persister cell enrichment

Figure S3 SUP. Fig. 3 - Parental and early chemotherapy-treated WNTHigh persister cells display diapause-like cell properties.

Figure S4 SUP. Fig. 4 - WNT pathway activation triggers reduced proliferation mimicking a diapause-like state in parental TNBC cells

Figure S5 SUP. Fig. 5 - Induction of transient de novo WNT signaling transcriptional activation in response to chemotherapy in in vitro TNBC cell lines and in an in vivo TNBC xenograph model.

Figure S6 SUP. Fig. 6 - Chemotherapeutic treatment induces elevated transcriptional expression of WNT ligands, WNT enhancers, and WNT secretion machinery components

Figure S7 SUP. Fig. 7 - WNT ligand secretion-inhibition alongside chemotherapeutic treatment hinders diapause-like early persister cell enrichment in vitro and synergistically sensitizes an in vivo TNBC xenograph model

Figure S8 SUP. Fig. 8 - Preclinical PDO models recapitulate chemotherapy-mediated WNT activation and sensitization to synergistic WNT ligand secretion-inhibition

Supplementary Video 1 MDA-MB-231-TGP cell line in UNT conditions (WNT enrichment).

Supplementary Video 2 MDA-MB-231-TGP cell line in UNT conditions (De novo WNT activation).

Supplementary Video 3 MDA-MB-231-TGP cell line in DOC-treatment conditions (WNT enrichment).

Supplementary Video 4 MDA-MB-231-TGP cell line in DOC-treatment conditions (De novo WNT activation).

Supplementary Video 5 MDA-MB-231-TGP cell line in CAR-treatment conditions (WNT enrichment).

Supplementary Video 6 MDA-MB-231-TGP cell line in CAR-treatment conditions (De novo WNT activation).

Supplementary Table S1 Supplementary Table S1 - MTT-IC50 curves

Supplementary Table S2 Supplementary Table S2 - DESEQ

Supplementary Table S3 Supplementary Table S3 - GSEA

Supplementary Table S4 Supplementary Table S4 - DESEQ

Supplementary Table S5 Supplementary Table S5 - Regression model (Forrest Plots)

Supplementary Table S6 Supplementary Table S6 - Wilcox Plots

Supplementary Table S7 Supplementary Table S7 - Statistical Tests (Tumor Volumes)

Supplementary Table S8 Supplementary Table S8 - GSE123845

## Data Availability

The bulk mRNA-seq data generated in this study are publicly available in the GEO under accession number GSE254558 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE254558). Publicly available data analyzed in this study were obtained from GEO at accession number GSE123845 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE123845). The code(s) used in generating the data supporting the conclusions of this article is available in a Code Ocean repository at https://codeocean.com/capsule/9366404/tree/v1. All other raw data are available upon request to the corresponding author.

# Supplementary material for: Chemotherapy-Treated Breast Cancer Cells Activate the WNT Signaling Pathway to Enter a Diapause-Like Early Persister State
**Source:** Cancer Res. 2025 Oct 21;86(2):310–30. doi: 10.1158/0008-5472.CAN-24-4165
**Supplement:** Figure S1 — SUP. Fig. 1 - Distnct chemotherapy treatments converge on robust WNT/β-catenin pathway activation during early persister cell enrichment

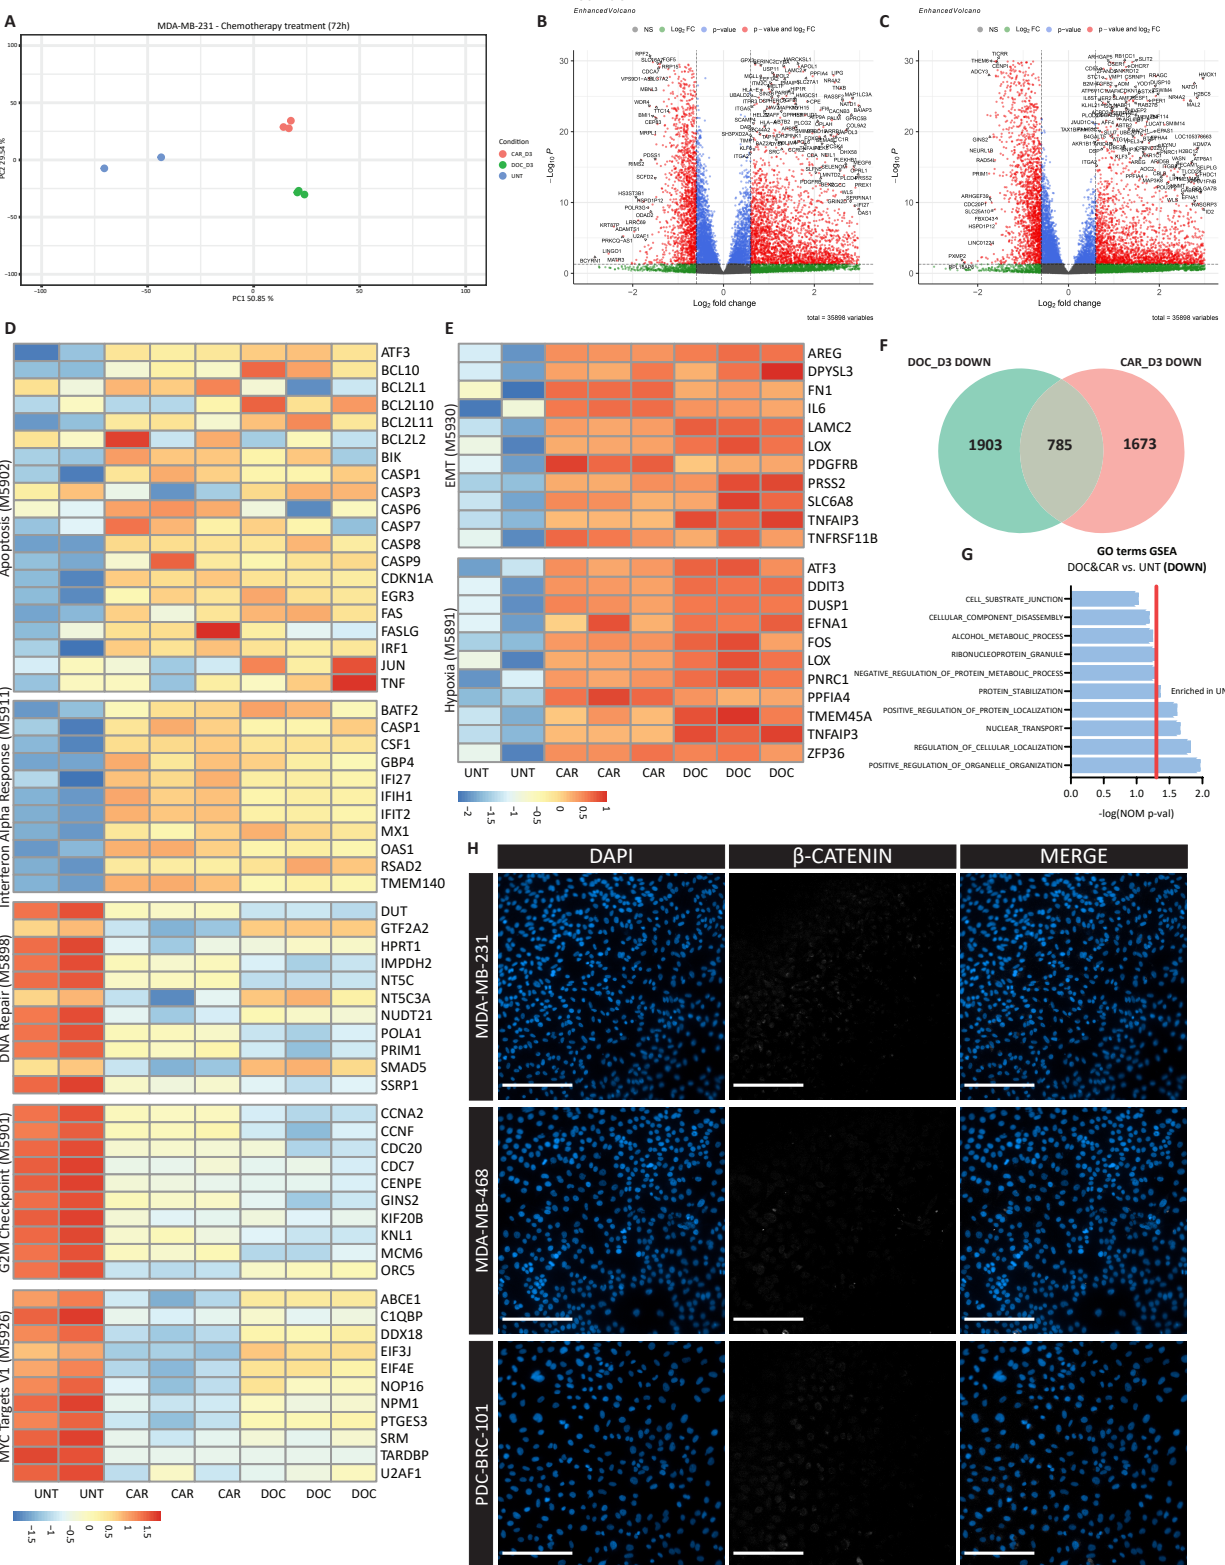

**SUP. Fig. 1: Distinct chemotherapy treatments converge on robust WNT/ $\beta$ -catenin pathway activation during early persister cell enrichment.**

**A)** Principal Component Analysis (PCA) plot of MDA-MB-231 cell line treated with DOC or CAR for 72h. **B-C)** Volcano plots of differentially regulated (down- (left) and up- (right) regulated) genes for MDA-MB-231 cell line treated with DOC or CAR. Gene values are reported as Log2FoldChange. **D-E)** Heatmaps of normalized expression for ~12-20 representative genes (selected from DEGs predictive of deregulated processes and/or hallmarks) in MDA-MB-231 cell line treated with DOC or CAR. Processes and genes shown in panels **D-E** were based on enriched gene sets from Hallmark databases analyzed by one-tailed GSEA ranked by Normalized Enrichment Score (NES). **F)** Venn diagram of commonly downregulated (785) genes between DOC (1903) and CAR (1673) treatment (vs. UNT). **G)** Enriched Gene Ontology (GO) terms obtained by one-tailed GSEA ranked by a positive NES and based on commonly downregulated genes between DOC and CAR treatment seen in panel **F**. Red line indicates significance threshold value,  $(-\log(\text{NOM } p\text{-val}) = 1.3)$ . Data used to generate panels **A-G** was obtained from bulk mRNA-sequencing of MDA-MB-231 cell line treated with DOC or CAR for 72h. **H)** Immunofluorescence controls (single and unstained) of MDA-MB-231, MDA-MB-468, and PDC-BRC-101 cell lines at 72h. Scale bar, 200 $\mu\text{m}$ .

# Supplementary material for: Chemotherapy-Treated Breast Cancer Cells Activate the WNT Signaling Pathway to Enter a Diapause-Like Early Persister State
**Source:** Cancer Res. 2025 Oct 21;86(2):310–30. doi: 10.1158/0008-5472.CAN-24-4165
**Supplement:** Figure S2 — SUP. Fig. 2 - Distnct chemotherapy treatments converge on robust WNT/β-catenin pathway activation during early persister cell enrichment

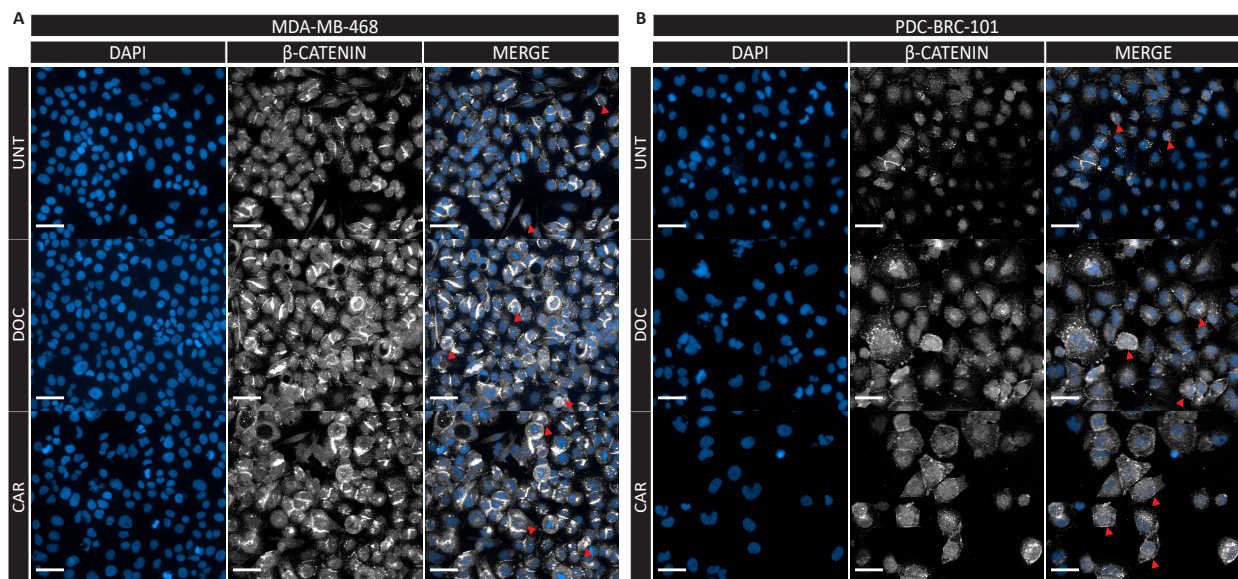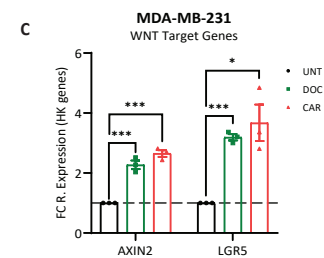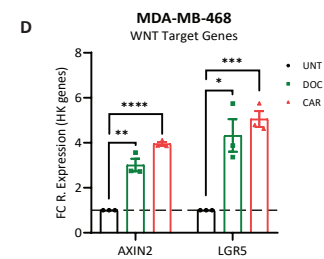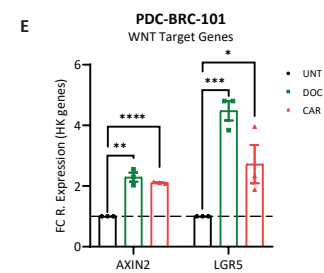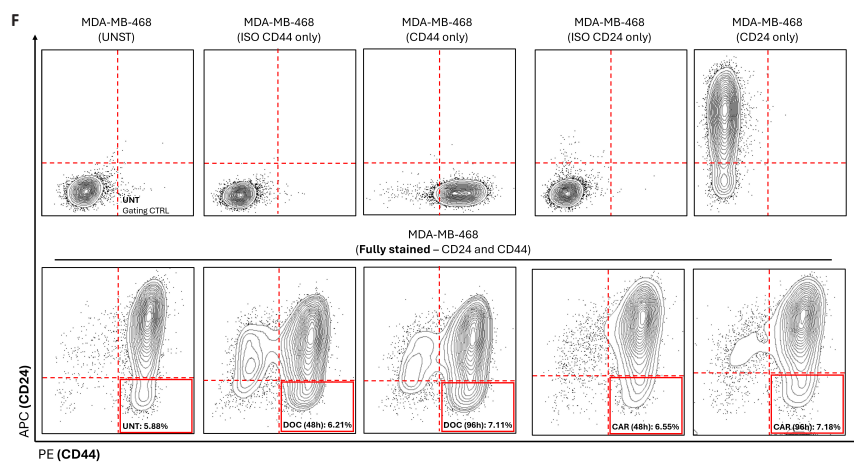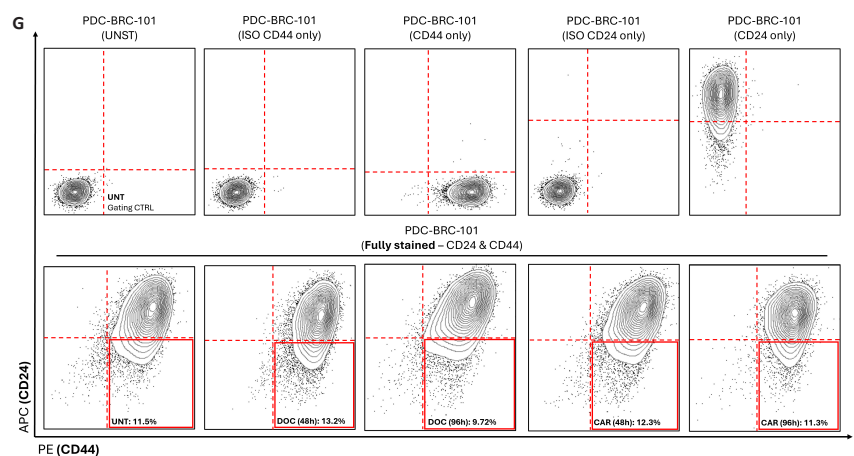

**SUP. Fig. 2: Distinct chemotherapy treatments converge on robust WNT/ $\beta$ -catenin pathway activation during early persister cell enrichment.**

**A-B)** Immunofluorescence of active  $\beta$ -catenin in MDA-MB-468 and PDC-BRC-101 cell lines treated with DOC or CAR for 72h. Scale bar, 50 $\mu$ m. Images show zoomed-in regions of interest. Quantification in **Fig. 1K-M**. **C-E)** RT-qPCR of WNT target genes (*AXIN2* and *LGR5*) in TNBC cell lines treated with DOC or CAR for 72h, displayed as fold change (to UNT) of  $2^{-\Delta\Delta Ct}$  (relative to housekeeping genes). Multiple t tests on  $2^{-\Delta\Delta Ct}$  values, Holm-Sidak correction, n=3. Data are presented as Mean  $\pm$  SEM. **F-G)** Flow cytometry analysis of %CD24<sup>Low</sup>/CD44<sup>High</sup> cells of MDA-MB-468 and PDC-BRC-101 cell lines treated with DOC or CAR for 48h and 96h. Representative flow cytometry contour plots showing appropriate staining controls and gating strategy. Solid red lines (bottom-right quadrant) indicate population of interest; CD24<sup>Low</sup>/CD44<sup>High</sup> cells. p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = not significant.

# Supplementary material for: Chemotherapy-Treated Breast Cancer Cells Activate the WNT Signaling Pathway to Enter a Diapause-Like Early Persister State
**Source:** Cancer Res. 2025 Oct 21;86(2):310–30. doi: 10.1158/0008-5472.CAN-24-4165
**Supplement:** Figure S3 — SUP. Fig. 3 - Parental and early chemotherapy-treated WNTHigh persister cells display diapause-like cell properties.

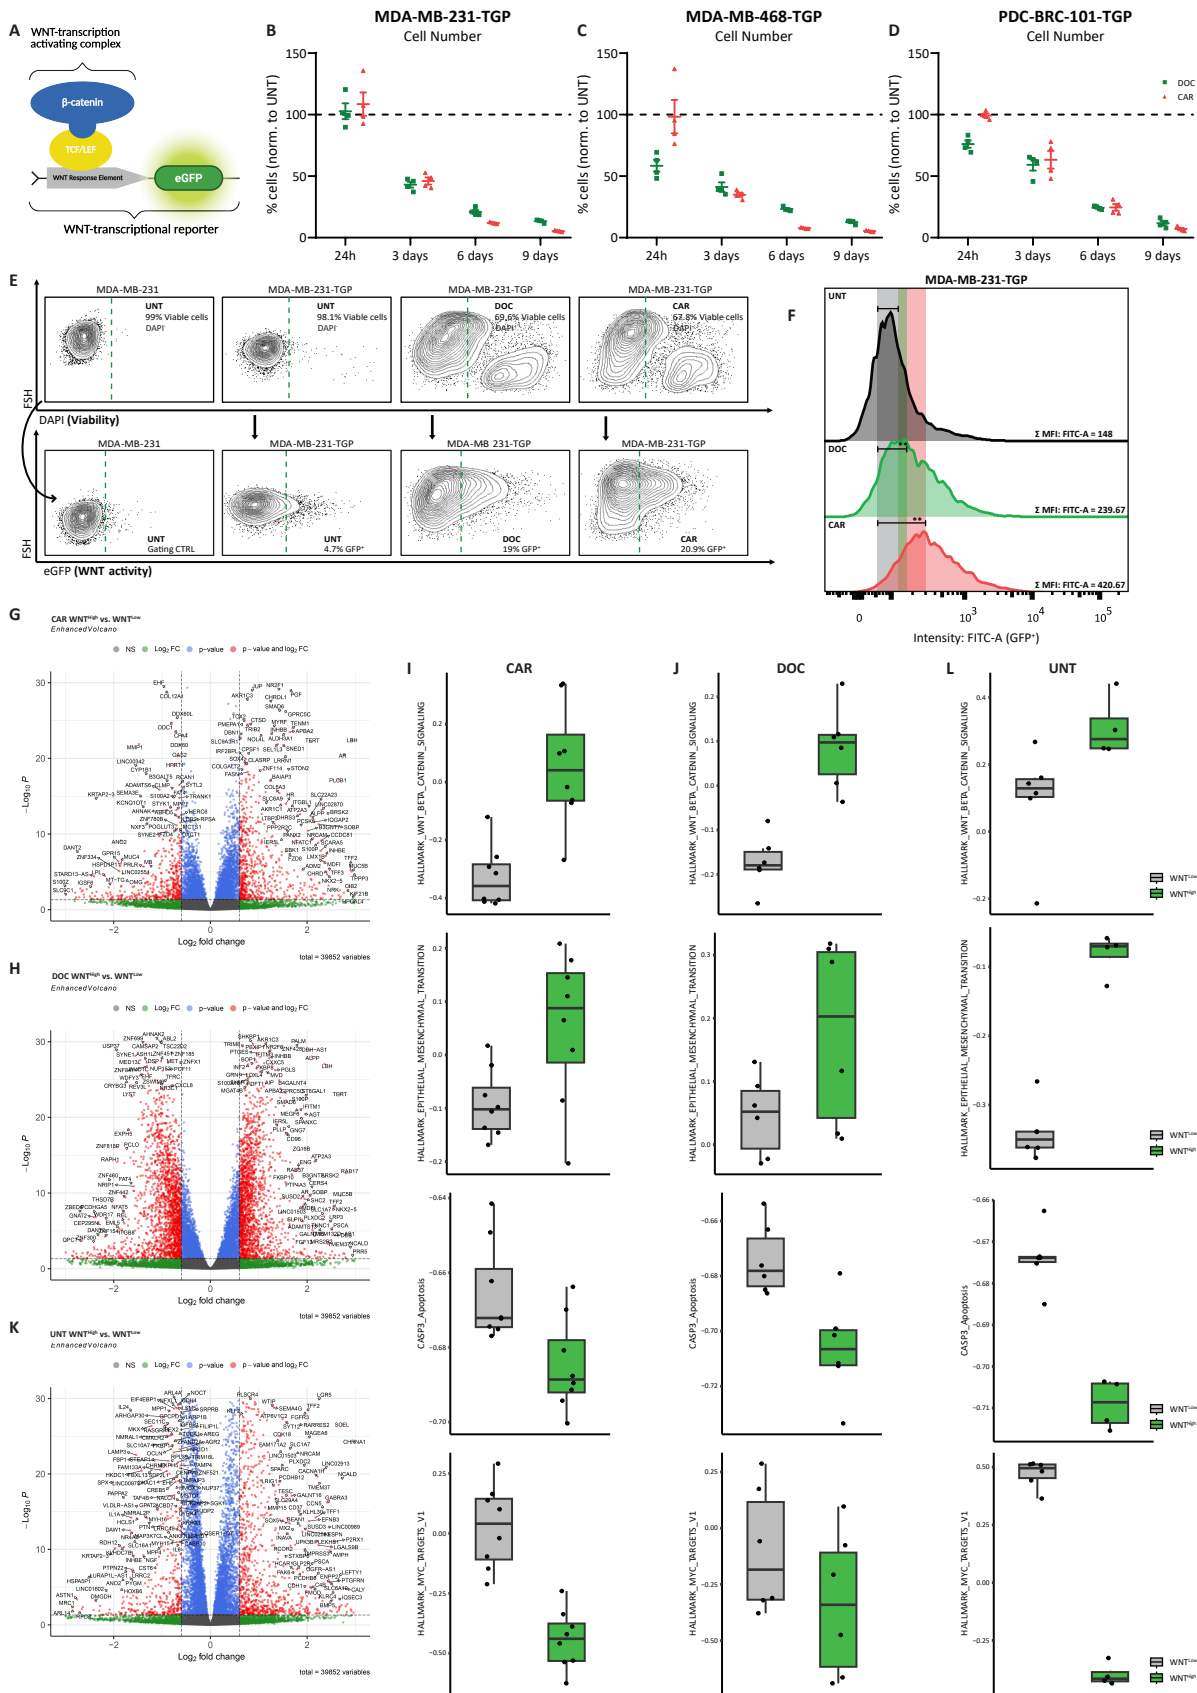

**SUP. Fig. 3: Parental and early chemotherapy-treated WNT<sup>High</sup> persister cells display diapause-like cell properties.**

**A)** Schematic representation of WNT/ $\beta$ -catenin transcriptional reporter (TOP-GFP/TGP). Created in BioRender. Lluís Vinas, F. (2025) <https://BioRender.com/yen63o9>. **B-D)** Cell counts of TNBC cell lines treated with DOC or CAR for 24h, 72h, 6days, and 9days. Dashed line represents 100% cell number (UNT culture conditions). n=4. Data are presented as Mean  $\pm$  SEM. **E)** Representative flow cytometry contour plots showing FACS gating strategy, displaying %viable (DAPI<sup>+</sup>) cells (left of the dashed green line – top) and % WNT<sup>High</sup> (GFP<sup>+</sup>) cells (right of the dashed green line – bottom) in MDA-MB-231-TGP cell line treated with DOC or CAR for 96h. **F)** An overlay of representative flow cytometry histograms representing the intensity of recorded GFP-expression (FITC-A channel) levels for MDA-MB-231-TGP TNBC cell line treated with DOC or CAR for 72h. Indicated numerical values denote the average median fluorescence intensity (MFI) per sample. Multiple t tests, Holm-Sidak correction, n=3, comparing MFI of DOC or CAR vs. UNT. **G-H)** Volcano plots displaying differentially regulated (down- (left) and up- (right) regulated) genes comparing sorted WNT<sup>High</sup> vs. WNT<sup>Low</sup> for MDA-MB-231-dTGP cell line treated with CAR or DOC. Gene values are reported as Log2FoldChange. Dot colors defined in the plot. **I-J)** Boxplots depicting the distribution of absolute scores of gene expression signatures between sorted WNT<sup>High</sup> vs. WNT<sup>Low</sup> cells across CAR- and DOC-treated samples. Batch effects were not accounted for in this analysis. **K)** Volcano plot displaying differentially regulated (down- (left) and up- (right) regulated) genes comparing sorted WNT<sup>High</sup> vs. WNT<sup>Low</sup> for MDA-MB-231-dTGP cell line in UNT conditions. 

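Without a batch term the CAR gates differed in 1696 genes higher and 1405 lower by edgeR, and CD24, AGT and SOX4 kept their calls. Of 59 genes followed by name in CAR, 4 no longer passed without it, and none changed sign. In DOC 10 of 60 no longer passed edgeR's test and none changed sign. Among them were the frizzled gene FZD1 (adjusted p = 0.169), the flap endonuclease gene FEN1 (adjusted p = 0.156), CDC20 (adjusted p = 0.278), HMGB2 (adjusted p = 0.161), EIF3J (adjusted p = 0.106), AXIN2 (adjusted p = 0.226), CD44 (adjusted p = 0.572) and CHMP2B (adjusted p = 0.177). Of the 28 gene lists, 12 passed in CAR and 6 in DOC without a batch term, where 15 and 16 passed with it. In a principal component analysis of the CAR libraries, the first component (27.1% of the variance) separated the batches and the second (21.8%) separated WNT High from WNT Low cells. In DOC the first component (44.2%) also separated the batches, with WNT Low replicate 4 farthest out. Along the second DOC component (18.9%) the gates overlapped across batches, though not within either batch.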

Gene values are reported as Log2FoldChange. Dot colors defined in the plot. **L)** Box plots depicting the distribution of absolute scores of gene expression signatures between sorted WNT<sup>High</sup> vs. WNT<sup>Low</sup> cells in UNT conditions. Batch effects were not accounted for in this analysis. Data used to generate panels **G-L** was obtained from bulk mRNA-seq of sorted WNT<sup>High</sup> and WNT<sup>Low</sup> from MDA-MB-231-dTGP cell line treated with DOC or CAR for 72h. p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = not significant.

# Supplementary material for: Chemotherapy-Treated Breast Cancer Cells Activate the WNT Signaling Pathway to Enter a Diapause-Like Early Persister State
**Source:** Cancer Res. 2025 Oct 21;86(2):310–30. doi: 10.1158/0008-5472.CAN-24-4165
**Supplement:** Figure S4 — SUP. Fig. 4 - WNT pathway activation triggers reduced proliferation mimicking a diapause-like state in parental TNBC cells

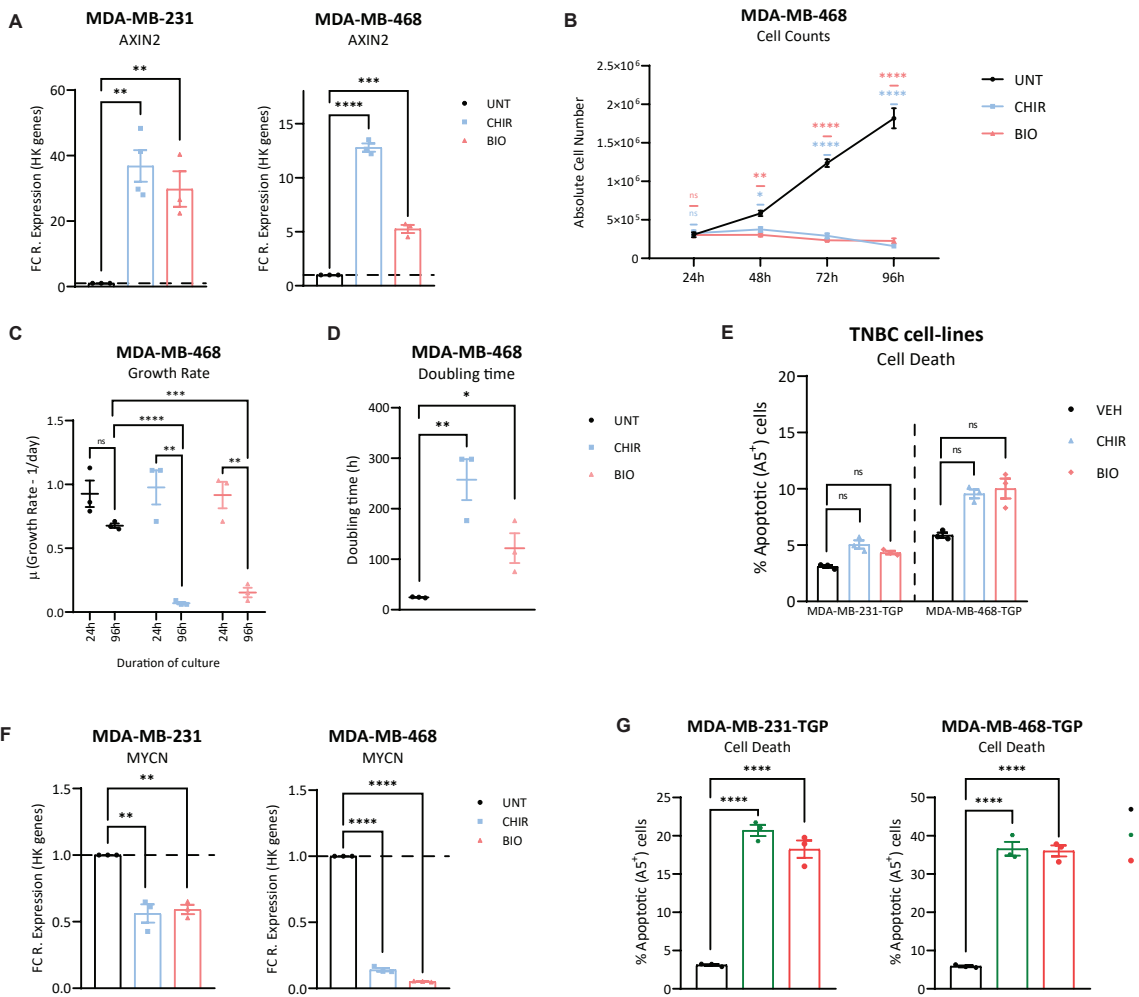

**SUP. Fig. 4: WNT pathway activation triggers reduced proliferation mimicking a diapause-like state in parental TNBC cells.**

**A)** RT-qPCR of WNT target gene (*AXIN2*) for MDA-MB-231 and MDA-MB-468 cell lines treated with CHIR or BIO for 72h, displayed as fold change (to UNT) of  $2^{-\Delta\Delta C_t}$  (relative to housekeeping genes). Unpaired t tests on  $2^{-\Delta\Delta C_t}$  values, n=3. **B)** Absolute cell number of MDA-MB-468 cell line treated with CHIR or BIO for a time-course of 96h. Two-way ANOVA, Tukey's correction, n=3. **C)** Growth rate of MDA-MB-468 cell line at 24h and 96h under UNT or under CHIR and BIO treatment conditions. Multiple t tests, Holm-Sidak correction, n=3. **D)** Doubling time of MDA-MB-468 cell line at 96h under UNT or under CHIR and BIO treatment conditions. Multiple t tests, Holm-Sidak correction, n=3. **E)** Flow cytometry of apoptotic (%Annexin V<sup>+</sup>) cells in MDA-MB-231-TGP and MDA-MB-468-TGP cell lines treated with CHIR or BIO for 72h (sole treatments). One-way ANOVA, Dunnett correction, n=3. **F)** RT-qPCR of *MYCN* in MDA-MB-231 and MDA-MB-468 cell lines treated with CHIR or BIO for 72h, displayed as fold change (to UNT) of  $2^{-\Delta\Delta C_t}$  (relative to housekeeping genes). Unpaired t tests on  $2^{-\Delta\Delta C_t}$  values, n=3. **G)** Flow cytometry of apoptotic (%Annexin V<sup>+</sup>) cells in MDA-MB-231-TGP (left) and MDA-MB-468-TGP (right) cell lines treated with chemotherapy (DOC or CAR) for 72h (sole treatments). One-way ANOVA, Dunnett correction, n=3. Unless specified otherwise, all data is presented as Mean  $\pm$  SEM. p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = not significant.

# Supplementary material for: Chemotherapy-Treated Breast Cancer Cells Activate the WNT Signaling Pathway to Enter a Diapause-Like Early Persister State
**Source:** Cancer Res. 2025 Oct 21;86(2):310–30. doi: 10.1158/0008-5472.CAN-24-4165
**Supplement:** Figure S5 — SUP. Fig. 5 - Induction of transient de novo WNT signaling transcriptional activation in response to chemotherapy in in vitro TNBC cell lines and in an in vivo TNBC xenograph model.

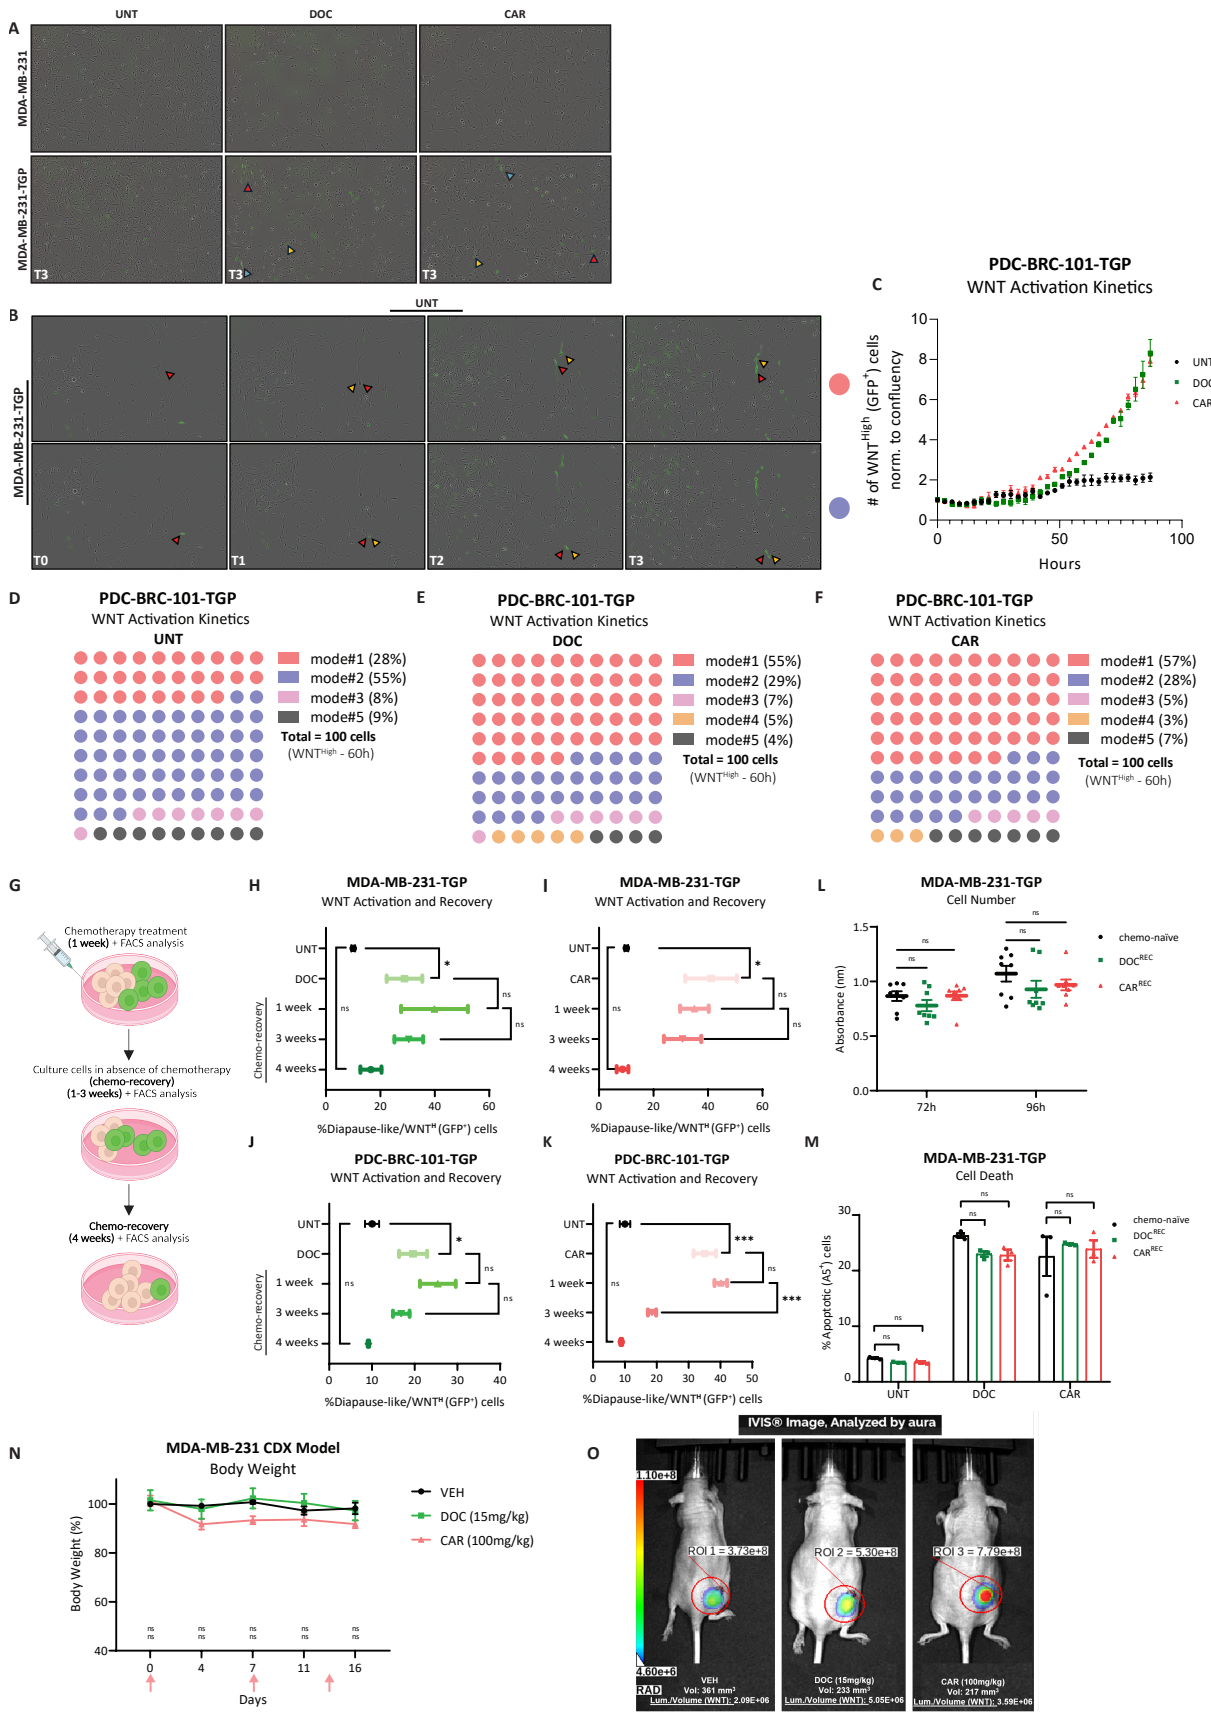

**SUP. Fig. 5: Induction of transient *de novo* WNT signaling transcriptional activation in response to chemotherapy in *in vitro* TNBC cell lines and in an *in vivo* TNBC xenograft model.**

**A)** Time-lapse stills of MDA-MB-231 and MDA-MB-231-TGP cell lines under UNT, DOC, and CAR conditions. T<sub>3</sub> indicates 60h. Yellow, red, and blue arrows indicate WNT<sup>High</sup> (GFP<sup>+</sup>) cells. MDA-MB-231 cell line lacking the integrated WNT reporter (TGP) was used as a control for background fluorescence signal. **B)** Still frames from live imaging experiments of MDA-MB-231-TGP TNBC cell line in UNT conditions presenting mode #1 and mode #2 (color coding in scheme shown in **Fig. 4B**). T<sub>0</sub> indicates 0h, T<sub>1</sub> indicates 30h, T<sub>2</sub> indicates 48h, and T<sub>3</sub> indicates 60h. Yellow, red, and blue arrows indicate the same cell followed over the culturing period spanning different images (horizontal). **C)** Number of WNT<sup>High</sup> (GFP<sup>+</sup>) cells by live-cell imaging, normalized to the confluency, in PDC-BRC-101-TGP cell line treated with DOC or CAR. **D-F)** Quantification of WNT activation dynamics in PDC-BRC-101-TGP cell line (UNT, DOC, or CAR). n=100 cells tracked every 2h for 60h; each circle = one cell, color-coded as in **Fig. 4B**. **G)** Schematic representation of the experimental setup for chemotherapy treatment and recovery. Created in BioRender. Lluís Vinas, F. (2025) <https://BioRender.com/rcrppmp>. **H-K)** Flow cytometry analysis of %Diapause-like/WNT<sup>High</sup> (GFP<sup>+</sup>) within viable (DAPI<sup>+</sup>) cells in MDA-MB-231-TGP and PDC-BRC-101-TGP cell lines treated with DOC or CAR for 1 week followed by 1-, 3-, or 4-week recovery in chemotherapy-free conditions. Two-tailed unpaired t tests, n=3. **L)** Metabolic activity levels reflecting cell number and proliferation rates of MDA-MB-231-TGP cell line (chemo-naïve vs. DOC<sup>REC</sup> and CAR<sup>REC</sup>), under UNT conditions at 72h and 96h. Two-way ANOVA, Tukey's correction, n=3. **M)** Flow cytometry of apoptotic (%Annexin V<sup>+</sup>) cells in MDA-MB-231-TGP cell line (chemo-naïve vs. DOC<sup>REC</sup> and CAR<sup>REC</sup>), under UNT conditions or treated with DOC or CAR for 72h. Two-way ANOVA, Tukey's correction, n=3. **N)** % change in body weight relative to baseline (initial) weight in xenografts treated with VEH, DOC, or CAR. Two-way ANOVA, Fisher's LSD test, n=8-7 mice per treatment group. **O)** Representative IVIS bioluminescent images displaying one mouse from each treatment group (VEH – left, DOC – middle, and CAR – right) with corresponding tumor volume and calculated WNT activation signal. Unless specified otherwise, all data is presented as Mean ± SEM. p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = not significant.

# Supplementary material for: Chemotherapy-Treated Breast Cancer Cells Activate the WNT Signaling Pathway to Enter a Diapause-Like Early Persister State
**Source:** Cancer Res. 2025 Oct 21;86(2):310–30. doi: 10.1158/0008-5472.CAN-24-4165
**Supplement:** Figure S6 — SUP. Fig. 6 - Chemotherapeutic treatment induces elevated transcriptional expression of WNT ligands, WNT enhancers, and WNT secretion machinery components

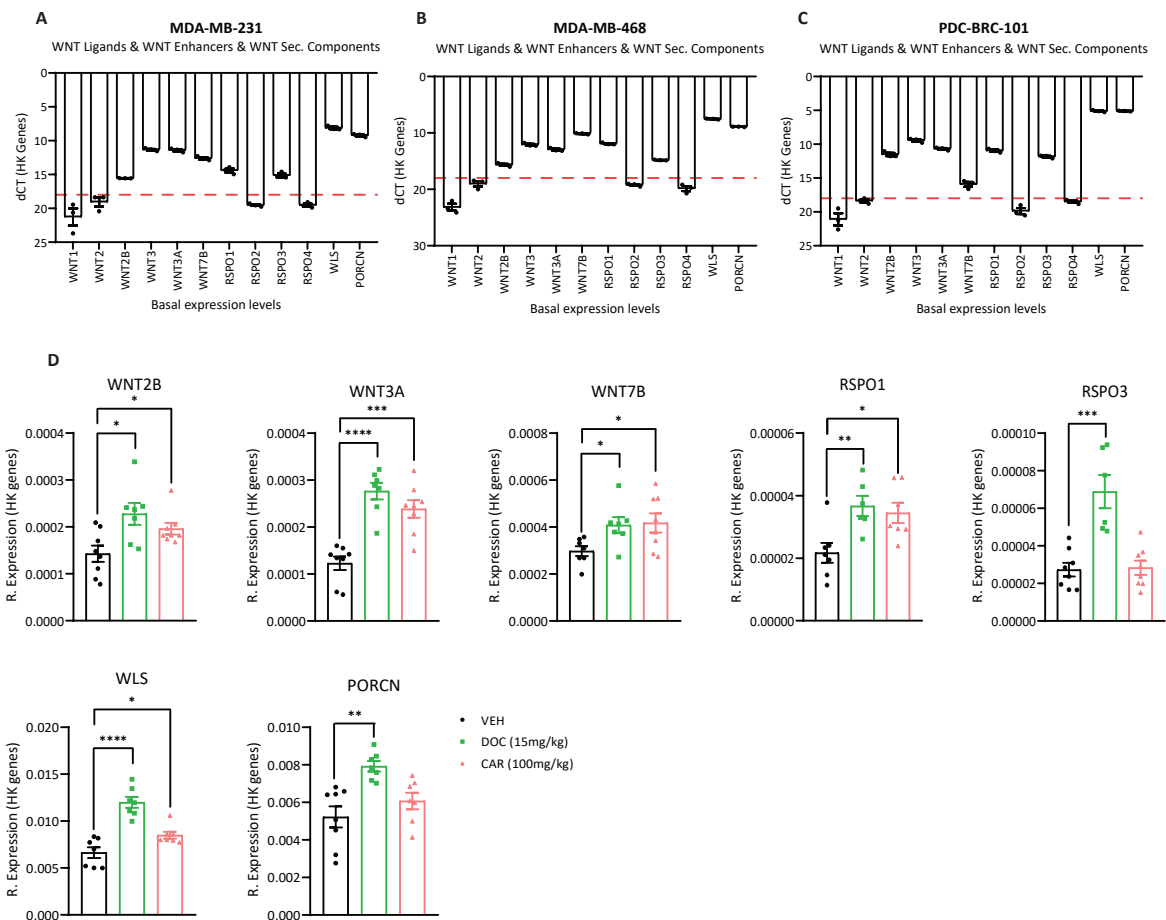

**SUP. Fig. 6: Chemotherapeutic treatment induces elevated transcriptional expression of WNT ligands, WNT enhancers, and WNT secretion machinery components.**

**A-C)** RT-qPCR of WNT ligands, WNT enhancers, and WNT secretion machinery components in TNBC cell lines under basal (UNT) culture conditions displayed as dCt values (relative to housekeeping genes), n=3. The dashed red line represents a threshold dCt value of 18. Genes that record dCt values above 18 are not considered robustly expressed and are therefore not subject to further analysis in our study. **D)** RT-qPCR of WNT activators (WNT ligands, enhancers, and secretion machinery components) in samples resected from xenograft models **Fig. 4H** treated with VEH, DOC, or CAR, displayed as  $2^{-dCt}$  (relative to housekeeping genes). Unpaired t tests on  $2^{-dCt}$  values, n=8-7 mice per treatment group. Unless specified otherwise, all data is presented as Mean  $\pm$  SEM. p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = not significant.

# Supplementary material for: Chemotherapy-Treated Breast Cancer Cells Activate the WNT Signaling Pathway to Enter a Diapause-Like Early Persister State
**Source:** Cancer Res. 2025 Oct 21;86(2):310–30. doi: 10.1158/0008-5472.CAN-24-4165
**Supplement:** Figure S7 — SUP. Fig. 7 - WNT ligand secretion-inhibition alongside chemotherapeutic treatment hinders diapause-like early persister cell enrichment in vitro and synergistically sensitizes an in vivo TNBC xenograph model

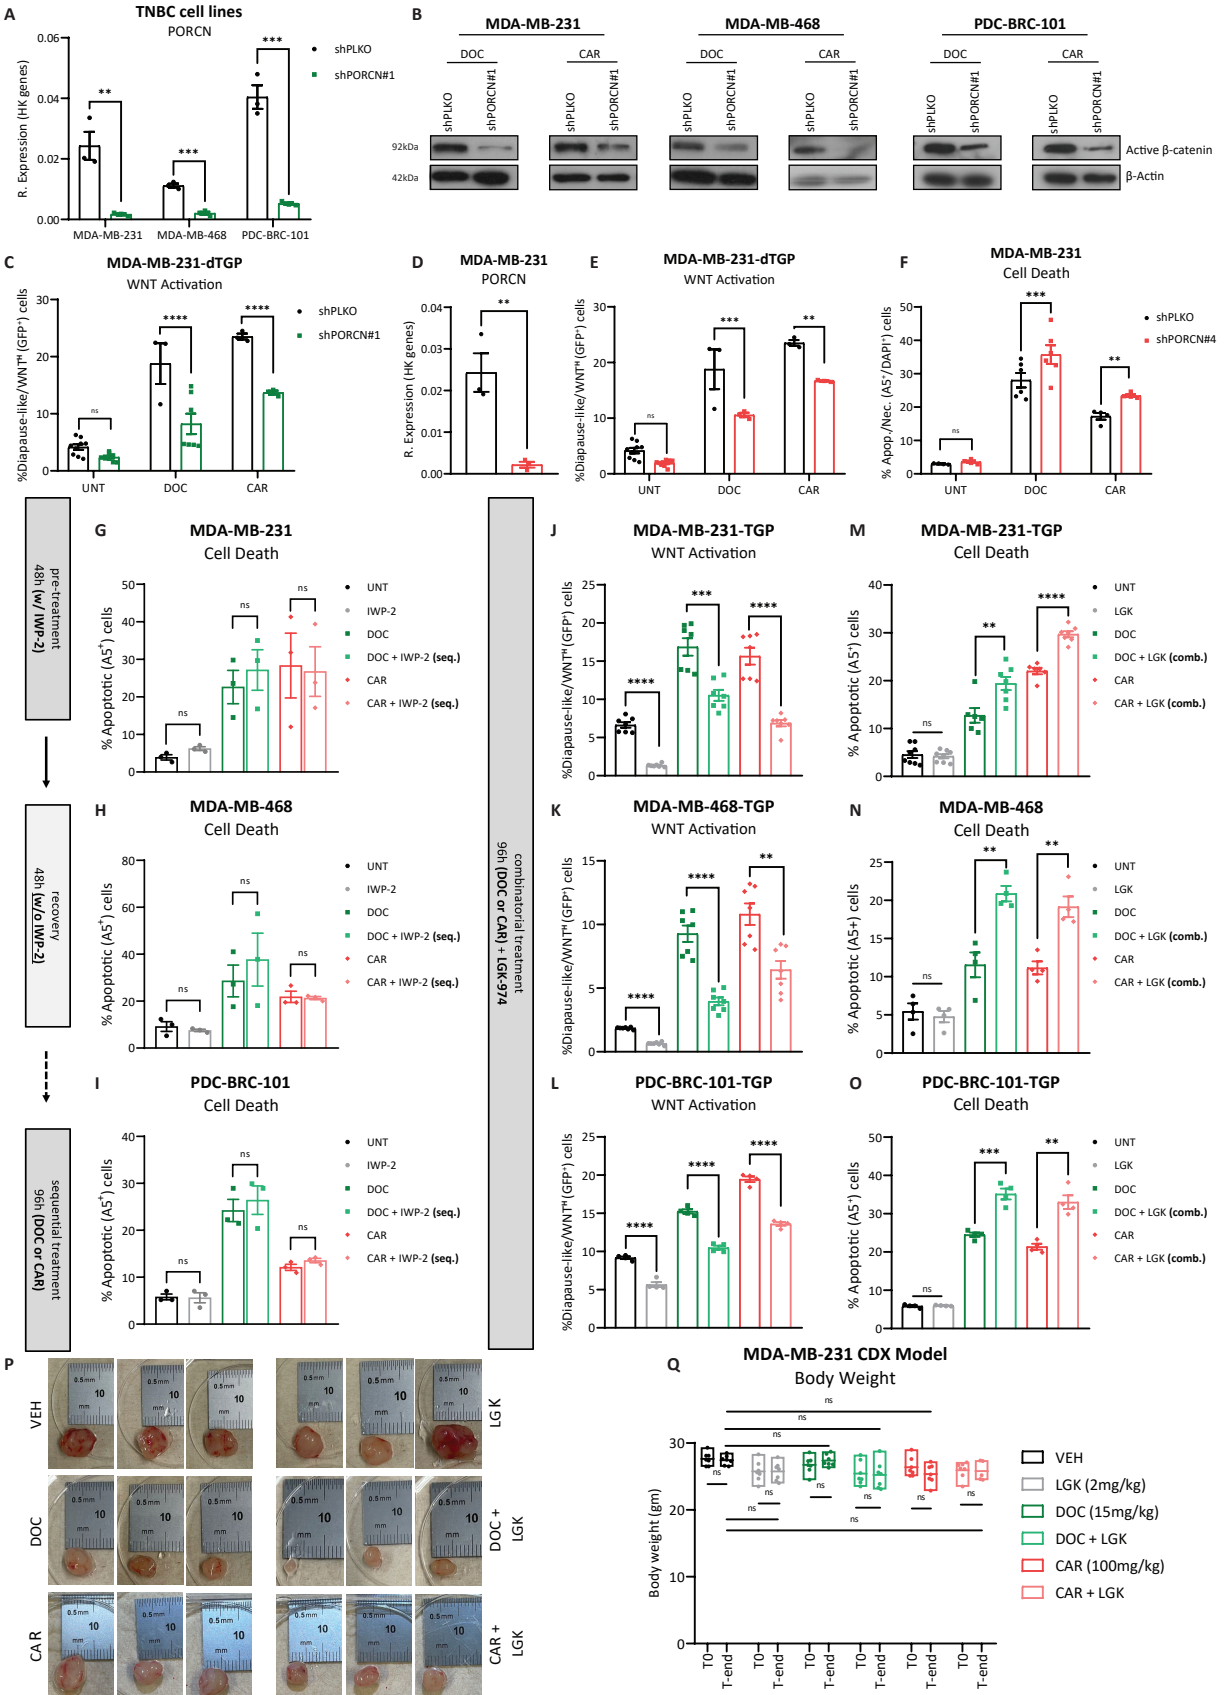

**SUP. Fig. 7: WNT ligand secretion-inhibition alongside chemotherapeutic treatment hinders diapause-like early persister cell enrichment *in vitro* and synergistically sensitizes an *in vivo* TNBC xenograft model.**

**A)** RT-qPCR of *PORCN* in TNBC cell lines (shPLKO vs. shPORCN#1) under basal conditions, displayed as  $2^{-\Delta\Delta C_t}$  (relative to housekeeping genes). Multiple t tests on  $2^{-\Delta\Delta C_t}$  values, Holm-Sidak correction, n=3. **B)** Western blots of active (non-phosphorylated)  $\beta$ -catenin in TNBC cell lines (shPLKO vs. shPORCN#1) treated with DOC or CAR for 96h. **C)** Flow cytometry of %Diapause-like/WNT<sup>High</sup> (GFP<sup>+</sup>) cells within viable (DAPI<sup>-</sup>) cells in MDA-MB-231-dTGP cell line (shPLKO vs. shPORCN#1) treated with DOC or CAR for 96h. Multiple t tests, Holm-Sidak correction, n=3-4. **D)** RT-qPCR of *PORCN* of MDA-MB-231 cell line (shPLKO vs. shPORCN#4) under basal culture conditions, displayed as  $2^{-\Delta\Delta C_t}$  (relative to housekeeping genes). Unpaired t tests on  $2^{-\Delta\Delta C_t}$  values, n=3. **E)** Flow cytometry of %Diapause-like/WNT<sup>High</sup> (GFP<sup>+</sup>) cells within viable (DAPI<sup>-</sup>) MDA-MB-231-dTGP cell line (shPLKO vs. shPORCN#4) treated with DOC or CAR for 96h. Multiple t tests, Holm-Sidak correction, n=3-4. **F)** Flow cytometry of apoptotic and necrotic (%Annexin V<sup>+</sup>/DAPI<sup>+</sup>) cells in MDA-MB-231 cell line (shPLKO vs. shPORCN#4) treated with DOC or CAR for 96h. Multiple t tests, Holm-Sidak correction, n=4. **G-I)** Flow cytometry of apoptotic (%Annexin V<sup>+</sup>) cells in TNBC cell lines pretreated with IWP-2 (10 $\mu$ M, 48h) or treated with DOC or CAR for 96h (sole or sequential with IWP-2). Multiple t tests, Holm-Sidak correction, n=3. **J-L)** Flow cytometry of %Diapause-like/WNT<sup>High</sup> (GFP<sup>+</sup>) cells within viable (DAPI<sup>-</sup>) TNBC-TGP cell lines treated with DOC or CAR for 96h (sole or in combination with LGK-974, 2 $\mu$ M). Multiple t tests, Holm-Sidak correction, n=4. **M-O)** Flow cytometry of apoptotic (%Annexin V<sup>+</sup>) cells in TNBC-TGP cell lines treated with DOC or CAR for 96h (sole or in combination with LGK-974). Multiple t tests, Holm-Sidak correction, n=4. **P)** Representative images (3 per treatment group) of resected tumors from xenograft models treated with VEH, LGK, DOC, DOC+LGK, CAR, or CAR+LGK. **Q)** Body weight measurements evaluated at T0 (onset of treatment) and T-end (day of sacrifice) of xenograft models treated with VEH, LGK, DOC, DOC+LGK, CAR, or CAR+LGK. Two-way ANOVA, Tukey's correction, n: VEH = 8, LGK = 7, DOC = 7, DOC + LGK = 6, CAR = 7, and CAR + LGK = 5 animals. Unless specified otherwise, all data is presented as Mean  $\pm$  SEM. p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = not significant.

# Supplementary material for: Chemotherapy-Treated Breast Cancer Cells Activate the WNT Signaling Pathway to Enter a Diapause-Like Early Persister State
**Source:** Cancer Res. 2025 Oct 21;86(2):310–30. doi: 10.1158/0008-5472.CAN-24-4165
**Supplement:** Figure S8 — SUP. Fig. 8 - Preclinical PDO models recapitulate chemotherapy-mediated WNT activation and sensitization to synergistic WNT ligand secretion-inhibition

A

| Sample ID  | Tumor          | Treatment Status | Treatment                                                  | Response    | EUSOMA   |
|------------|----------------|------------------|------------------------------------------------------------|-------------|----------|
| R1-IDC113  | Primary Breast | Pretreated       | ddAC                                                       | Progression | EUSOMA 3 |
| R2-IDC159A | Primary Breast | Pretreated       | AC + paclitaxel + carboplatin + fulvestrant + radiotherapy | Progression | EUSOMA 3 |

B

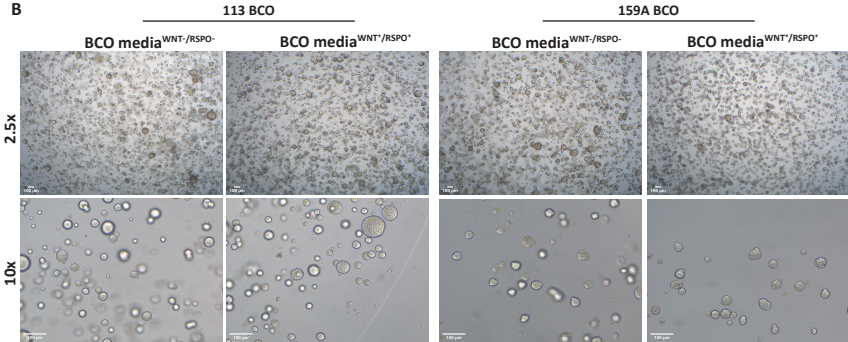

C

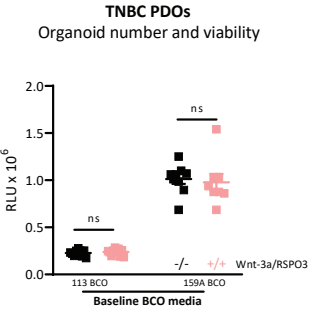

D

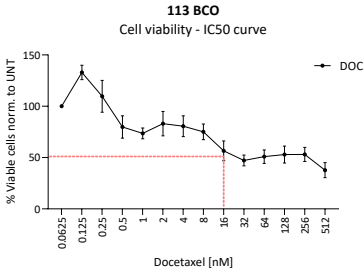

E

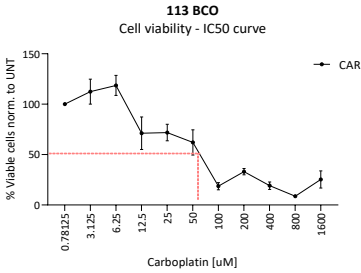

H

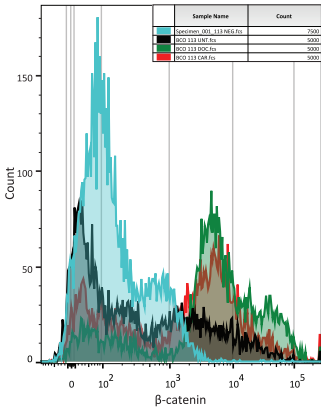

F

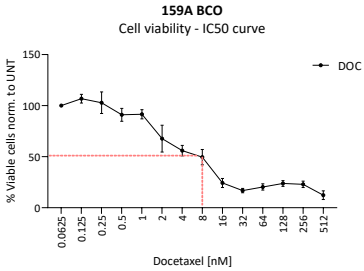

G

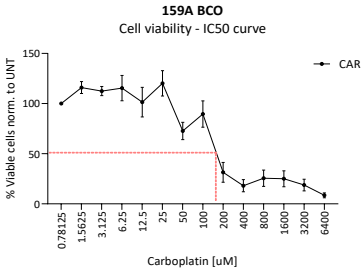

I

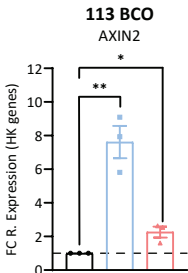

J

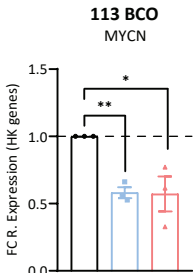

K

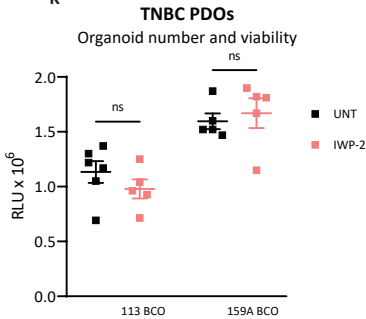

**SUP. Fig. 8: Preclinical PDO models recapitulate chemotherapy-mediated WNT activation and sensitization to synergistic WNT ligand secretion-inhibition.**

**A)** Overview of supplementary information for the TNBC PDO models used in the study. **B)** Phase-contrast images of TNBC-PDO models, 113 BCO (left) and 159A BCO (right) cultured in media not-supplemented with WNT-RSPO (BCO media<sup>WNT-/RSPO-</sup>) and media supplemented with WNT-RSPO (BCO media<sup>WNT+/RSPO+</sup>), shown at 2.5x (top) and 10x (bottom) magnification. **C)** Cell number and viability of 113 (left) and 159A (right) BCO models cultured in media not-supplemented with WNT-RSPO (BCO media<sup>-/-</sup>) and media supplemented with WNT-RSPO (BCO media<sup>+/+</sup>). Unpaired t tests, n=3. **D-G)** Drug dose-response curves of 113 and 159A BCO models treated with increasing concentrations DOC or CAR for 96h. Dashed line represents 50% viability (normalized to UNT/basal culture conditions). **H)** Representative histograms obtained from flow cytometry  $\beta$ -catenin staining displaying counts and intensity of  $\beta$ -catenin signal in 113 BCO model treated with DOC or CAR for 96h. Light blue signal displays background signal obtained from an unstained (NEG) sample. **I-J)** RT-qPCR of WNT target gene (*AXIN2*) and *MYCN* in 113 BCO model treated with CHIR or BIO for 72h, displayed as fold change (to UNT) of  $2^{-\Delta\Delta Ct}$  (relative to housekeeping genes). Unpaired t tests on  $2^{-\Delta\Delta Ct}$  values, n=3. **K)** Cell number and viability of 113 (left) and 159A (right) BCO models cultured in basal conditions and treated with IWP-2 (50 $\mu$ M) for 96h. Unpaired t tests, n=3. Unless specified otherwise, all data is presented as Mean  $\pm$  SEM. p values: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001, ns = not significant.

How the deposited data were processed for this re-analysis (not part of the article)

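The data are bulk RNA sequencing of MDA-MB-231 dTGP cells, an established human breast cancer line, sorted into WNT High and WNT Low gates after CAR, DOC or no treatment. The deposited table holds raw counts, as the authors made them, for 39852 genes in 38 libraries, and the values are whole numbers. The paper gives the authors' steps as adapter trimming with Trimmomatic, alignment to GRCh38 with STAR and counting with featureCounts, while the sample labels name Trim Galore and Salmon. The strand setting of the counting and the annotation release are not stated. A second deposited table holds the same libraries after the authors' variance-stabilizing transformation, on a log2-like scale, and was not used. The labels list 46 samples, and the 8 unsorted ones were not analysed here.

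Genes were matched to GENCODE release 44 by symbol (39277 genes) or by an older symbol (199 genes), and 376 had no unique match. A count of 0 in every library was found for 9279 genes. Median totals were 18.0 and 16.0 M counts in the CAR WNT Low and WNT High gates, and single libraries ran from 2.69 M (DOC WNT Low replicate 4) to 41.1 M. The spread between libraries of a group was checked against counting noise, and the smallest chi-square per gene was 2.04, so counting noise alone does not set the errors.

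Genes were tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr with min.count 10, TMM, quasi-likelihood F test), within each treatment and with batch as a covariate for CAR and DOC. Differences of the WNT High effect between treatments or between batches were interaction terms. The signature of both drugs used treatment, and not batch, as a covariate and a test against a log2 fold change of 0.5. Adjusted p values are Benjamini-Hochberg values over the genes tested, with a threshold of 0.05. Replicate numbers were not used as pairs in the reported values, because no statement pairs the samples.

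List scores were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 from log2 CPM with a prior count of 2. Lists with fewer than 5 measured members were not scored. Each score was tested by exact permutation of the gates within batches, 2-sided, and adjusted over the 28 lists of a treatment. Each list was also ranked among 10000 random lists matched in 20 expression bins. Random genes were drawn independently of each other, so the rank ignores correlation between a list's genes. Of lists that passed as higher, these ranked at percentile 94.8 or below. In CAR they were Hedgehog 90.7, angiogenesis 94.8 and immune or stromal markers 93.8. In DOC they were WNT hallmark 89.6, direct WNT targets 89.7, WNT ligands 78.6 and those markers 88.9. In UNT they were WNT hallmark 74.1, WNT ligands 93.8, IL6/JAK/STAT3 78.7, angiogenesis 91.9 and glycolysis 77.0. Hypoxia 94.7, DNA repair 94.8, epithelial genes 76.4 and those markers 84.5 followed there. Differences of list effects between treatments were tested with fry of limma 3.58.1 on all 38 libraries. Camera tested another question, whether a list differed from the other genes, with an estimated correlation between genes. The differences printed beside these p values are between mean scores fitted within each treatment, not estimates from fry or camera.

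Lists were written from general knowledge of each pathway apart from the signatures of Supplementary Table S5. Beside the hallmark lists, lists for p53 targets, interferon-stimulated genes, cholesterol synthesis, oxidative phosphorylation, immediate-early genes, ribosomal proteins, mitochondrially encoded mRNAs, WNT ligands, epithelial genes and immune or stromal markers were scored. The text names, per treatment, the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among called genes with mean log2 CPM over 1 that changed the same way in each batch. It also names up to 2 members per list with the lowest adjusted p, a short set fixed in advance (MYC, MKI67, CD44, CD24, LGR5, AXIN2 and LEF1), and the 5 largest differences each way between treatments. Genes in Supplementary Fig. S3 and in Tables S4 and S8 had been seen with their values when this rule was written.

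The procedure was tested on simulated data with 200 changed genes per comparison. At a log2 change of 0.5 it recovered 94% of them in CAR, 89.6% in DOC and 88.1% in UNT, and at 1 it recovered 100%, 98.5% and 100%. Among unchanged genes 16, 7 and 14 were called. Differences of the WNT High effect of 0.5 between treatments were recovered for 77.6% to 80.6% of changed genes. Between batches the share was 49.3% in CAR and 32.8% in DOC. Genes of low count are measured with wider error, which the standard errors carry.

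Alternatives tried one at a time were DESeq2 1.42.0, its size factors in edgeR, no count filter, no batch term, each batch alone, a correction for gene length (loess span 0.5, length known for 99.3% of tested genes), one spread shared by all 38 libraries, the paper's bounds, each library left out, and for lists z scores and GSVA (gseapy 1.3.1). The replicate block was also tried. The results of some single genes are not reported here. A contrast between batches and the removal of DOC WNT Low replicate 4 were added after the data were seen. Single-cell, imaging and functional assays of the paper were not analysed here.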

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

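The tests of the patterns weighed here were predicted before their results were seen. Only the removal of DOC WNT Low replicate 4 from the list differences was chosen afterwards.

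The following libraries lay far from the others of their group, which chance gives in about 1 of 20 groups, and 13 of 168 groups held such a value. In UNT WNT High replicate 4, 5.26% of counts came from mitochondrial genes. DOC WNT Low replicate 4, the library with the fewest counts, had scores of 5.14 for the WNT hallmark and 5.45 for EMT. UNT WNT Low replicate 6 had 5.03 for the WNT hallmark, 4.99 for Notch and −0.92 for the caspase-3 signature, and UNT WNT High replicate 2 had 5.39 for DNA repair. On the log2 CPM scale LBH was −0.36 in CAR WNT Low replicate 1, IL24 3.46 in CAR WNT Low replicate 3, ST6GAL1 3.70 in DOC WNT High replicate 2 and ARC 2.04 in DOC WNT High replicate 3. AGT was 4.95 in UNT WNT High replicate 3 and PAPPA2 1.52 in UNT WNT Low replicate 5.

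Genes whose WNT High effect differed between treatments by an interaction test in edgeR numbered 1202 more positive and 1420 more negative in CAR than DOC, 803 and 830 in CAR than UNT, and 1762 and 1432 in DOC than UNT. Between batches they numbered 22 and 2 in CAR and 2 and 3 in DOC. Of 100 ways of splitting the samples, the real one included, 4 called as many genes as the real 2622 for CAR against DOC (highest other 9937), 5 as many as the real 1633 for CAR against UNT (highest other 6417) and 6 as many as the real 3194 for DOC against UNT (highest other 8278). For batches it was 4 of 100 for the 24 genes of CAR (highest other 2282) and 5 of 100 for the 5 genes of DOC (highest other 9460). By the bound set beforehand, fewer than 5 of 100, CAR against DOC and the CAR batches passed. In the splits between treatments that called as many genes, the share of labels exchanged in the 2 gates differed by at least 42.9%, 35.7% and 33.3%, against medians over all splits of 14.3%, 9.5% and 10%, and for the DOC batches by at least 66.7% against 33.3%. An exchange in mainly 1 gate carries the difference between treatments or batches itself into the test, a structure of the samples that also gave the highest counts. For the CAR batches the lowest such difference was 25%, the same as the median. All these splits exchange drugs or batches that themselves differ, so their share cannot decide about chance. These splits leave chance open for the number of genes in every such difference, CAR against DOC and the CAR batches included. The adjusted p values of single genes come from edgeR's interaction test and not from these splits.

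The list effects that differed between treatments by fry were, for CAR minus DOC, angiogenesis −0.073, glycolysis −0.16, hypoxia −0.068, G2M 0.16, DNA repair −0.062, p53 targets 0.093 and interferon −0.27. These values are differences of mean scores, which fry did not itself test. Camera, which compares a list with the other genes under an estimated correlation, called only interferon (adjusted p = 0.000464). The others had adjusted p from 0.229 to 0.654 by camera. Without DOC WNT Low replicate 4, fry did not call angiogenesis, hypoxia and DNA repair (adjusted p = 0.141, 0.186 and 0.141). For CAR minus UNT they were direct WNT targets −0.19, EMT −0.092, E2F targets −0.25, G2M 0.23, MYC targets V1 0.11, MYC targets V2 0.094, DNA repair −0.12, interferon −0.28, ribosomal proteins 0.18 and immune or stromal markers −0.034. Again camera called only interferon (adjusted p = 0.00102, the others from 0.168 to 0.544). For DOC minus UNT they were direct WNT targets −0.26, EMT −0.15, glycolysis 0.18, E2F targets −0.19, MYC targets V1 0.084, p53 targets −0.12 and immune or stromal markers −0.13, and camera called none of these (adjusted p from 0.345 to 0.63).

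Among the genes with the largest such differences in edgeR were, for CAR minus DOC, NRCAM 1.68, SNAI1 1.62, MAFA 1.53, ARC 1.49, TSPAN8 −0.96, PKNOX2 −0.94, TK2 −0.92, TMEM53 −0.84 and FOLR1 −0.79. For CAR minus UNT they were SPX 1.51, HKDC1 1.30, HCLS1 1.27, MAGEC2 1.25, PYGM 1.21, MUC5B −2.02, RAB17 −1.59, HCN2 −1.54, RARRES2 −1.48 and RIPOR3 −1.44. For DOC minus UNT they were HCLS1 1.58, MAGEC2 1.40, MYH16 1.35, LAMP3 1.18, PTPN22 1.11, AGT −2.51, FGFR3 −2.48, MUC5B −2.36, DLL4 −2.30 and LGR5 −2.24. ARC, PKNOX2 and MUC5B were below the count filter of the CAR fit, so their CAR effects rest on low counts.

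Further score differences between the gates, for lists beside those of the claims above, were in CAR direct WNT targets 0.19, interferon 0.087, cholesterol synthesis 0.12, mitochondrially encoded mRNAs 0.19 and immune or stromal markers 0.23. In DOC they were direct WNT targets 0.13, WNT ligands 0.13, p53 targets −0.12, interferon 0.36, immediate-early genes −0.40 and immune or stromal markers 0.13. In UNT they were direct WNT targets 0.39, WNT ligands 0.28, interferon 0.37, cholesterol synthesis 0.13, immediate-early genes −0.14, ribosomal proteins −0.24, epithelial genes 0.21 and immune or stromal markers 0.26. Within WNT Low cells of batch 2, edgeR called 4291 genes higher and 4200 lower in CAR than UNT, and 5587 higher and 5641 lower in DOC than UNT. No other split called as many as the real 8491 for CAR (1 of 100, highest other 5419) or the real 11228 for DOC (1 of 84, highest other 0), so chance is excluded.

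For the gates themselves the real split was the only 1 of 100 to reach its own count, with 4729 genes in CAR (highest other 2931), 6106 in DOC (highest other 1543), 8252 in UNT (highest other 0) and 131 in the signature of both drugs (highest other 0), so chance is excluded for each.

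More genes lay past a log2 fold change of 0.6 in DOC (1293) than in CAR (468). A trend with gene length between the DOC gates is excluded as the whole cause, because 1244 genes stayed past 0.6 the same way after the length correction. DOC WNT Low replicate 4 is excluded likewise, because 1215 stayed without it. A larger effect of the gate under DOC was not tested apart from these, and it remains open.

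More genes were called between the UNT gates (8252) than between the CAR gates (4729). Greater depth of the UNT libraries is excluded as the whole cause, since 7629 were called after thinning to the median CAR total. Spread added by the second CAR batch is excluded too, since batch 2 of CAR alone gave 4123. A larger difference between gates in untreated cells remains open.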

How the results depend on the processing

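The contrast between batches and the removal of DOC WNT Low replicate 4 were chosen after the results were seen, and the other alternatives before.

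Most values kept their direction and side of the threshold: 468 list values at a claim, 363 of other lists, 3997 of named genes and 223 of gene counts stayed, while 51 counts moved by over 1.5 times. The cause was not tested unless stated. Library depth limits genes of low count and DOC WNT Low replicate 4 most.

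At the paper's bound of 0.6 the counts higher and lower were 378 and 90 in CAR, 606 and 687 in DOC and 1118 and 498 in UNT, with unadjusted p 394 and 96, 639 and 760, and 1150 and 532, and with DESeq2 468 and 112, 604 and 832, and 1205 and 530, since a bound leaves fewer genes. The contrast of batch 2 WNT High with batch 1 WNT Low gave 717 and 473 in CAR and 1849 higher in DOC. Batch 1 alone, with fewer samples, gave 497 and 224 in CAR and 2078 and 1641 in DOC. Without a batch term 1405 were lower in CAR, and 1306 higher and 959 lower in DOC. The signature held 566 higher and 300 lower with a test against 0 and a bound of 0.5, and 69 higher with DESeq2. With no count filter 797 genes were more positive in CAR than DOC. Between batches DESeq2 called 111 and 53 in CAR and 30 and 22 in DOC, its size factors 34 in CAR, no count filter 106 and 263 in CAR and 23 and 51 in DOC, and 1 gene was more positive in DOC without DOC WNT Low replicate 4.

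With GSVA, calls ended for Hedgehog (0.063, adjusted p = 0.569), TGFβ (0.17, 0.0948), EMT (0.19, 0.0722) and caspase-3 (−0.95, 0.0722) in CAR, G2M in DOC (−0.37, 0.0500), and IL6/JAK/STAT3 (0.15, 0.178), TGFβ (0.21, 0.0912), TNFα (−0.19, 0.188) and diapause (0.77, 0.0706) in UNT, and began for diapause in CAR (0.58, 0.0272) and DOC (0.41, 0.0233). GSVA turned the sign in DOC for direct WNT targets (−0.006, 0.985), IL6/JAK/STAT3 (−0.02, 0.951) and TGFβ (0.036, 0.615) and in UNT for epithelial genes (−0.028, 0.881).

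With z scores the EMT call ended in CAR (0.18, 0.0817), DNA repair began (−0.32, 0.0376), and signs turned for TGFβ (0.039, 0.543) and oxidative phosphorylation (−0.006, 0.980) in DOC and epithelial genes in UNT (−0.044, 0.857). With DESeq2's size factors EMT ended in CAR (0.06, 0.0500), and EMT (−0.003, 0.925) and oxidative phosphorylation (−0.007, 0.925) turned in DOC and p53 targets in UNT (0.001).

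With no count filter calls ended for Hedgehog (0.059, 0.140) and EMT (0.04, 0.0765) in CAR, angiogenesis (0.11, 0.354) and G2M (−0.061, 0.102) in DOC and the WNT hallmark in UNT (0.065, 0.171), and began in CAR for E2F targets (−0.089, 0.0484) and DNA repair (−0.05, 0.0356). Signs turned in DOC for WNT ligands (−0.01, 0.940), IL6/JAK/STAT3 (−0.004, 0.940), TGFβ (0.021, 0.673), EMT (−0.01, 0.846), E2F targets (0.013, 0.857), epithelial genes (−0.091, 0.449), immune or stromal markers (−0.08, 0.673) and LGR5 (0.006, 0.989).

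After the length correction DNA repair (−0.042, 0.0259) and diapause (0.049, 0.0179) began in CAR, the WNT hallmark ended in UNT (0.07, 0.0533) and p53 targets turned there (0.003, 0.933). Without a batch term calls ended for MYC targets V2 in CAR (−0.092, 0.103) and for Notch (0.15, 0.113), angiogenesis (0.18, 0.154), MYC targets V1 (−0.12, 0.294) and V2 (−0.12, 0.345) in DOC, where batch spread joins the error.

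Within batch 1 the CAR effects were 0.011 for EMT, −0.21 for E2F targets and −0.10 for DNA repair, and the TNFα effect in DOC was −0.20, against −0.30 in batch 2. Within batch 2 of CAR TNFα began (−0.13, 0.0148) and caspase-3 ended (−0.18, 0.0556), with fewer samples. LEF1 turned to 0.06 in batch 2 of CAR and 0.044 in batch 1 of DOC, MKI67 to −0.079 in batch 1 of CAR and LGR5 to 0.39 in batch 1 of DOC.

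Without DOC WNT Low replicate 4 IL6/JAK/STAT3 (−0.011, 0.743), EMT (−0.013, 0.655) and epithelial genes (−0.036, 0.517) turned in DOC. Leaving out 1 library gave 2199 to 2772 higher and 1748 to 2649 lower genes in CAR, 2886 to 3205 and 2489 to 3020 in DOC, and 3741 to 4152 and 3724 to 4123 in UNT. Without WNT High replicate 4 the UNT WNT hallmark ended (0.068, 0.0800), in a range of 0.059 to 0.089. The sign turned for p53 targets in UNT (−0.022 to 0.012), MKI67 in UNT (−0.062 to 0.026), LGR5 in DOC (−0.181 to 0.252) and LEF1 in DOC (−0.105 to 0.003).

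By camera, which compares a list with the other genes, the lists that differed numbered 1 for CAR and DOC, 1 for CAR and UNT and 0 for DOC and UNT. By fry they rose to 13 for DOC and UNT within batch 2. The correlation of log2 fold changes was 0.422 with DESeq2, 0.108 with no count filter and 0.505 in batch 2 for CAR and DOC, 0.565 and 0.142 for CAR and UNT, and 0.365, 0.146 and 0.509 for DOC and UNT.

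With a replicate block, which assumes that replicate numbers pair samples, the own number gave the best correlation for 0 of 8 samples in CAR, 1 of 6 in DOC and 0 of 4 in UNT. Under it 780 genes were more positive in CAR than DOC, 327 and 461 differed between CAR and UNT, 1113 and 897 between DOC and UNT, 11 and 1 between CAR batches and 0 and 1 between DOC batches. The paired sign-flip test cannot go below 0.0312 with 6 pairs, and EMT (0.063, 0.102) and caspase-3 (−0.18, 0.0547) in CAR and the WNT hallmark (0.092), Notch (0.15), TNFα (−0.25), angiogenesis (0.18), G2M (−0.10), MYC targets V1 (−0.12) and V2 (−0.12) and caspase-3 (−0.27) in DOC (0.0673 each) fell short of the threshold for that reason in DOC. LGR5 in DOC had 0.017 with the replicate block and 0.003 with it and the length correction, and MKI67 in UNT 0.043 and 0.007. The paired fit also closed the gap to the paper for ANO2 in CAR (−1.60).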

Differences from the paper's values

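The contrast of batch 2 WNT High with batch 1 WNT Low and the removal of DOC WNT Low replicate 4 were chosen after the values were seen, and every other alternative was set before the data were examined.

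At the paper's bounds the paper's CAR table holds 717 higher genes, and this count was 378. The gap fell within the rule with no count filter (500) and with one spread shared by all 38 libraries (513), and not under the other alternatives set beforehand, DESeq2 with batch included (468). The paper's CAR table holds 473 lower genes, and this count was 90, with none of the alternatives set beforehand reaching it. The paper's DOC sheet holds 1950 lower genes, and this count was 687, again with none of the alternatives set beforehand reaching it. The contrast of batch 2 WNT High with batch 1 WNT Low in DESeq2, chosen after seeing the values, gave 717, 473 and 1950 and dropped 0 of the 1190 genes of the CAR table.

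The paper's CAR log2 fold change was 3.22 (standard error 0.31) for AGT where this one was 2.26 and 2.93 (standard error 0.28) for LBH where it was 1.99, and none of the alternatives set beforehand closed these gaps. The DESeq2 contrast of batch 2 WNT High with batch 1 WNT Low, chosen afterwards, gave the paper's values for all 1190 genes of its CAR table to within 1.15e-05. The paper's values therefore fit a comparison of unlike batches, while these are gate effects within batches. For SNED1 the paper's value was 1.51 (standard error 0.146) and this one 1.85, and of the alternatives set beforehand only batch 1 alone (1.48) closed the gap. For KRTAP2-3 the paper's was −2.37 (standard error 0.279) and this one −1.40, and of the alternatives set beforehand only batch 1 alone (−2.11) closed it. For ANO2 the paper's was −1.85 (standard error 0.276) and this one −1.56, which closed under DESeq2 (−1.58), batch 1 alone (−1.63), without WNT Low replicate 1, 4 or 8 and without WNT High replicate 2, 3, 5, 7 or 8.

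The paper gives 20 and 27 M as the lowest and highest reads per sample, and library totals here ran from 2.69 to 41.1 M. The paper's are reads and these are counts assigned to genes, and no alternative applies.

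The paper states that E2F targets are lower in the WNT High gate, from GSVA scores of hallmark gene sets. The lists here were written from memory, scored as means, and need not hold the same genes. They had 43 E2F targets of S phase, 54 G2M genes and 89 DNA repair genes. In UNT the E2F targets of S phase were higher (0.17, exact permutation test, adjusted p = 0.00635). In CAR their score difference was −0.08 and passed only with no count filter (exact permutation test, adjusted p = 0.0484), and in DOC it was −0.01. It states the same for G2M, which was 0.06 in CAR (exact permutation test, adjusted p = 0.289), and lower in DOC (−0.10) and UNT (−0.17). It states lower DNA repair for cells sorted under chemotherapy, where the score difference was 0.02 in DOC and −0.04 in CAR. In CAR z scores, no count filter and the length correction called it lower (exact permutation test, adjusted p = 0.0376, 0.0356 and 0.0259). It states higher IL6/JAK/STAT3, TGFβ, Hedgehog and EMT. IL6/JAK/STAT3 was called in UNT and in neither drug, TGFβ and EMT in CAR and UNT and not in DOC, and Hedgehog in CAR alone. GSVA ended IL6/JAK/STAT3 and TGFβ in UNT (exact permutation test, adjusted p = 0.178 and 0.0912). In CAR it ended TGFβ, EMT and Hedgehog (adjusted p = 0.0948, 0.0722 and 0.569). No count filter also ended EMT and Hedgehog in CAR (adjusted p = 0.0765 and 0.140), and z scores and DESeq2's size factors ended EMT (adjusted p = 0.0817 and 0.0500). The paper states lower TNFα/NF-κB signaling, which was called in DOC and UNT, and in CAR only within batch 2 (exact permutation test, adjusted p = 0.0148). GSVA ended the UNT call (adjusted p = 0.188). The paper states that the diapause-like signature is enriched, which was called in UNT, though not with GSVA (exact permutation test, adjusted p = 0.0706). In CAR the signature was called only with GSVA or the length correction and in DOC only with GSVA (exact permutation test, adjusted p = 0.0272, 0.0179 and 0.0233). The paper states no significant change of the WNT hallmark in UNT, where the score rose by 0.08 (exact permutation test, adjusted p = 0.0242). That call ended with no count filter, after the length correction and without WNT High replicate 4 (exact permutation test, adjusted p = 0.171, 0.0533 and 0.0800).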

Other observations

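The tests on the paper's CAR table and those without DOC WNT Low replicate 4 were chosen only after the values were seen, and no other test in this part was.

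Immediate-early genes, which serum and stress induce within minutes, fell in DOC WNT High cells, with EGR1 at −1.15 (standard error 0.08, adjusted p = 1.52e-11 from edgeR). Of 28 such genes 21 were lower and 2 higher (21 and 2 adjusted over the list alone), and the score fell by 0.40 (standard error 0.04, 6 of 6 libraries, exact permutation test, adjusted p = 0.0127), a call that ended without a batch term (adjusted p = 0.214). In CAR 10 were lower and 1 higher, DUSP1 fell by 0.48, and the score differed by −0.17 (exact permutation test, adjusted p = 0.131), passing within batch 2 (adjusted p = 0.0148). In UNT 14 were lower and 6 higher, and the score fell by 0.14 (exact permutation test, adjusted p = 0.0444). That UNT call ended with GSVA (adjusted p = 0.113) and without any one library except WNT High replicate 4 (adjusted p from 0.0622 to 0.115). Ribosomal protein genes, many of which share reads with pseudogenes, were lower in UNT, 69 of 82 with none higher (72 adjusted over the list alone), with RPL39 at −0.79 and a score difference of −0.24 (standard error 0.03, exact permutation test, adjusted p = 0.00635). Their scores differed by −0.06 in CAR (exact permutation test, adjusted p = 0.0836, and 0.0314 after the length correction) and −0.14 in DOC (exact permutation test, adjusted p = 0.156). Interferon-stimulated genes scored 0.37 higher in UNT (standard error 0.02, exact permutation test, adjusted p = 0.00635), with 35 of 48 higher and 3 lower, STAT2 at 0.59 and IFITM1, which has near-identical neighbours, at 1.22.

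Cholesterol synthesis genes scored 0.12 higher in CAR (exact permutation test, adjusted p = 0.0389) and 0.13 in UNT (exact permutation test, adjusted p = 0.00635), and differed by 0.06 in DOC (exact permutation test, adjusted p = 0.354). The CAR call ended with z scores, GSVA and DESeq2's size factors (adjusted p = 0.0706, 0.0515 and 0.0504). TM7SF2, which encodes a sterol reductase, rose by 0.65, 0.97 and 0.79. Oxidative phosphorylation genes were lower in UNT (−0.10, exact permutation test, adjusted p = 0.00635; 40 of 75 lower and 8 higher), with SDHB at −0.57, and differed by −0.05 in CAR (exact permutation test, adjusted p = 0.156) and 0.00 in DOC (exact permutation test, adjusted p = 0.995). The mean score of p53 targets was lower in DOC (−0.12, exact permutation test, adjusted p = 0.0300; 10 of 28 lower and 4 higher), with GADD45A at −0.91, and differed by −0.03 in CAR (exact permutation test, adjusted p = 0.294) and −0.001 in UNT (exact permutation test, adjusted p = 0.990). The DOC call of p53 targets ended with no count filter, without a batch term and without DOC WNT Low replicate 4 (adjusted p = 0.140, 0.145 and 0.0560). WNT ligand genes scored 0.13 higher in DOC (exact permutation test, adjusted p = 0.0373) and 0.28 in UNT (exact permutation test, adjusted p = 0.00635). They differed by 0.10 in CAR (5 of 8 libraries, exact permutation test, adjusted p = 0.106). WLS had 0.21 in CAR, 0.34 in DOC and 0.38 in UNT. The DOC call of WNT ligands ended with z scores, GSVA, DESeq2's size factors, no batch term and without DOC WNT Low replicate 4 (adjusted p = 0.0600, 0.140, 0.0560, 0.345 and 0.0576), and with no count filter the sign turned (−0.010). Epithelial genes differed by 0.09 in CAR (exact permutation test, adjusted p = 0.32), 0.01 in DOC (exact permutation test, adjusted p = 0.915) and 0.21 in UNT (exact permutation test, adjusted p = 0.0480), where the median member had 0.01. The UNT call of epithelial genes ended with no count filter (adjusted p = 0.251) and without any one library except WNT Low replicate 3 (adjusted p from 0.0556 to 0.120), and its sign turned with z scores and GSVA.

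The paper's CAR table holds more genes past its bounds than the fit with a batch term. A DESeq2 contrast of batch 2 WNT High with batch 1 WNT Low libraries gave 717 higher genes, the number in the table, with a largest difference in log2 fold change of 1.15e-05 over its 1190 genes, and so fits as the source of the table's values. DESeq2 with batch and gate gave 468 and is excluded. Of the table's 1190 genes the edgeR fit with batch called 651 the same way at any fold change, and 280 past the table's bound of 0.6. It did not call 539 the same way at any fold change, 153 of these being below its count filter.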
